# *IPD3*, a master regulator of arbuscular mycorrhizal symbiosis, affects genes for immunity and metabolism of non-host *Arabidopsis* when restored long after its evolutionary loss

**DOI:** 10.1007/s11103-024-01422-3

**Published:** 2024-02-18

**Authors:** Eli D. Hornstein, Melodi Charles, Megan Franklin, Brianne Edwards, Simina Vintila, Manuel Kleiner, Heike Sederoff

**Keywords:** Mycorrhizae, Symbiosis, Non-mycorrhizal, Genetic engineering, Systems biology, Plant transcriptomics

## Abstract

Arbuscular mycorrhizal symbiosis (AM) is a beneficial trait originating with the first land plants, which has subsequently been lost by species scattered throughout the radiation of plant diversity to the present day, including the model *Arabidopsis thaliana*. To explore if elements of this apparently beneficial trait are still present and could be reactivated we generated *Arabidopsis* plants expressing a constitutively active form of *Interacting Protein of DMI3*, a key transcription factor that enables AM within the Common Symbiosis Pathway, which was lost from *Arabidopsis* along with the AM host trait. We characterize the transcriptomic effect of expressing *IPD3* in *Arabidopsis* with and without exposure to the AM fungus (AMF) *Rhizophagus irregularis*, and compare these results to the AM model *Lotus japonicus* and its *ipd3* knockout mutant *cyclops-4*. Despite its long history as a non-AM species, restoring *IPD3* in the form of its constitutively active DNA-binding domain to *Arabidopsis* altered expression of specific gene networks. Surprisingly, the effect of expressing *IPD3* in *Arabidopsis* and knocking it out in *Lotus* was strongest in plants not exposed to AMF, which is revealed to be due to changes in *IPD3* genotype causing a transcriptional state, which partially mimics AMF exposure in non-inoculated plants. Our results indicate that molecular connections to symbiosis machinery remain in place in this nonAM species, with implications for both basic science and the prospect of engineering this trait for agriculture.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11103-024-01422-3.

## Key message

*Arabidopsis* lost its ability to host mycorrhizal symbiosis over 65 million years ago. Restoring expression of an important mycorrhizae-related gene from a legume into *Arabidopsis* regulated genes for defense and stress.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11103-024-01422-3.

## Introduction

Arbuscular mycorrhizae (AM) are formed during symbiosis between host plants and soil fungi. In AM, the plant provides carbon in the form of lipids and sugar to the fungus, and receives water and nutrients in return (Oldroyd 2013; Rich et al. 2017). AM can also confer resistance to pathogens and abiotic stress (Ceballos et al. 2013; Aliyu et al. 2019; Begum et al. 2019; Ramírez-Flores et al. 2020). AM are conserved in the majority of plant species from a single origin through the present day, and are thought to have aided in the first colonization of land (Wang et al. 2010; Delaux et al. 2013; Genre et al. 2020). However, multiple independent losses of the AM trait and its genetic machinery have occurred in diverse plant clades (Cosme et al. 2018). Why a trait considered to be beneficial has been so often lost is a puzzle important for not only basic understanding of AM symbiosis' role in plant resilience, but also for potential crop improvement through re-engineering the trait (Hornstein and Sederoff 2023).

*Arabidopsis thaliana* is one of the ~ 7% of plant species that lack the ability to form AM and which have not replaced them with an alternative endosymbiosis (Veiga et al. 2013; Brundrett 2017; Brundrett and Tedersoo 2018; Cosme et al. 2018; Radhakrishnan et al. 2020). Other such non-mycorrhizal (nonAM) plants include economically important species in the Brassicaceae and Amaranthaceae (Brundrett 2017). Proposed reasons for AM loss include changes in root morphology and lifestyle, altered insect and pathogen resistance, and the carbon cost of supporting the symbiont (Sikes 2010; Field et al. 2012; Brundrett 2017; Ma et al. 2018; Poveda et al. 2019). Little experimental validation exists for drivers of AM loss in individual species, let alone an overarching explanation for which species lose AM, why, and when. The proximate genetic causes for mycorrhizal loss, however, are quite clear: a shared subset of specific genes is deleted in all independent nonAM evolutions (Delaux et al. 2014; Radhakrishnan et al. 2020).

Gene losses in nonAM plants include the Common Symbiosis Pathway (CSP) that mediates signal perception and transduction (Cope et al. 2019; Radhakrishnan et al. 2020; Genre et al. 2020). Member genes lost in *Arabidopsis* include the cell-surface receptor *SymRK*, the ion channel *DMI1*, the kinase *DMI3*, and the transcription factor *IPD3* (Delaux et al. 2014; Bravo et al. 2016; Radhakrishnan et al. 2020). These genes mediate a signal transduction pathway leading from AMF perception to activation of DMI3 by calcium (Demchenko et al. 2004; Pan et al. 2018; Feng et al. 2019). DMI3 then phosphorylates IPD3, enabling its DNA-binding activity for regulation of downstream targets (Oldroyd 2013; Pimprikar and Gutjahr 2018). Outside the CSP, groups of genes involved in lipid flux from plant to AMF and in vesicle trafficking to the arbuscule are also lost (Radhakrishnan et al. 2020).

*IPD3 *(*Interacting Protein of DMI3*) is notable among lost genes in nonAM plants. While most such genes belong to families with non-AM-specific homologs, *IPD3* does not, suggesting its function is distinct to symbiosis. Genetic work has also demonstrated the powerful role of this gene in turning CSP signaling into regulation of AM response genes. The *ipd3* knockout phenotype is near-complete elimination of mycorrhization (Watts-Williams and Cavagnaro 2015). Ectopic expression of IPD3 constitutively activated via phosphomimicking (*IPD3*^*S50D*^) or truncation to the DNA-binding domain (*IPD3*^*Min*^), however, results in symbiosis-like gene regulation even in the absence of a microbial signal or upstream CSP genes (Singh et al. 2014; Pimprikar et al. 2016).

Here, we express *IPD3* in *Arabidopsis* based on knowledge of its uniquely powerful function in AM. By restoring expression of this gene that was present in the mycorrhizal ancestors of *Arabidopsis* before loss of AM in the Brassicaceae, we apply a novel means of identifying retained or unrecognized connections between AM and other genetic networks conserved in nonAM plants. Characterization of *IPD3*-expressing *Arabidopsis* targets two specific questions. First, does *IPD3* have roles outside of its canonically narrow function in AM establishment? Second, does *IPD3* retain functional molecular relationships when restored to *Arabidopsis*, which lost its ancestral copy of this gene along with the trait approximately 65 million years ago (Hohmann et al. 2015)? If so, could reconnecting such relationships alter the response to AMF or even restore symbiosis?

We use transcriptomics to understand the gene-regulatory impact of restoring *IPD3* expression to *Arabidopsis*, and we also compare the inverse case of *IPD3* knockout in a mycorrhizal host plant, via the *cyclops-4* mutant of *Lotus japonicus.* While Lotus has the upstream CSP that normally activates IPD3 in the presence of AMF, the *cyclops-4* mutant lacks functioning IPD3 and results in Lotus that fails to form mycorrhizae despite having the upstream CSP elements intact (Yano et al. 2008; Singh et al. 2014; Pimprikar et al. 2016). This Lotus mutant phenotypically mirrors wild type Arabidopsis in lacking AM, though Arabidopsis further lacks many other genes as described above (Delaux et al. 2013). We subjected both genotypes of both species to AMF treatment, thus, our experiment generates a factorial set of transcriptome data for every combination of *IPD3* genotype, [non]symbiotic species background, and AMF exposure (Fig. 1). Because AMF cannot colonize or survive in long-term monoculture with nonAM plants, we use a pre-germinated spore treatment as described by Fernández et al. to study the early phase of plant-AMF interaction after 48 h of co-culture (Fernández et al. 2019). This corresponds to the pre-symbiotic phase of AM host plant-AMF interaction where significant CSP activity takes place but little colonization is established (Gutjahr and Parniske 2013).

**Fig. 1:**
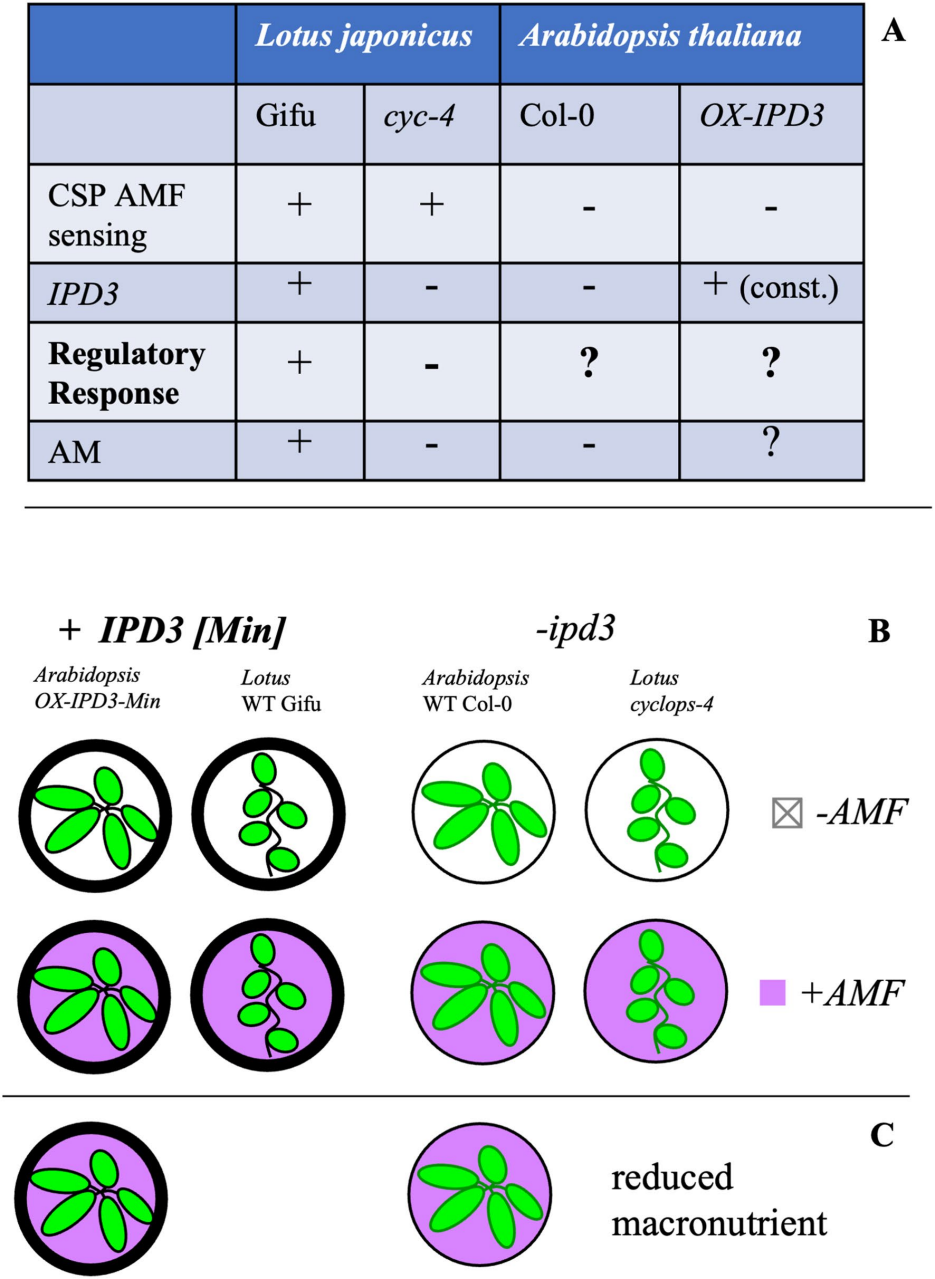
Experimental design comparing different species and genotypes. **A** The AM-host *Lotus japonicus* wildtype (ecotype Gifu) and *IPD3* knockout (*cyclops-4; cyc4*) genotypes differ in their ability to establish AM. *Arabidopsis thaliana* as a non-host species was engineered to express the DNA binding domain of IPD3 (*OX-IPD3*^*Min*^). **B** Phenotypic and transcriptomic analysis was carried out on the genotypes with or without AM inoculation and **C** under high and low macronutrient-containing media. Two independent transgenic lines of *Arabidopsis* were used for analysis in **B** and 1 transgenic line of *Arabidopsis* was used for analysis in **C**

We additionally examined a set of AMF-exposed *Arabidopsis* plants under low-macronutrient conditions (N, P, K) as a known regulator of symbiotic interactions in host plants (Bonneau et al. 2013; Nouri et al. 2014; Carbonnel and Gutjahr 2014). We perform correlation network and differential expression analyses to identify patterns in transcriptomic data from this experiment, and explore their functional implications using gene ontology (GO).

## Materials and methods

Please see supplemental experimental procedures in Online Resource 1 for additional detail on all sections.

### Generation of transgenic *Arabidopsis*

The coding sequences of MtIPD3, S50D-IPD3, and IPD3-Min (Genbank EF569224.1; Yano et al. 2008; Singh et al. 2014) were synthesized (Integrated DNA Technologies, Research Triangle Park, NC) and assembled by Hi-Fi assembly (New England Biolabs, Ipswich, MA) into a modified pCAMBIA0380 expression construct (Genbank AF234290.1) under control of the Arabidopsis Ubiquitin 10 promoter (Ivanov and Harrison 2014). *35S:mCherry* amplified from pC-GW-mCherry (Genbank KP826771.1) (Dalal et al. 2015) was the selection marker. Arabidopsis were transformed as described by Davis et al. (2009). Seeds were screened by fluorescence and PCR during segregation and lines were brought to homozygosity.

### Protein analysis

Protein was extracted from roots and shoots of 6-week-old seedlings grown on 1/2MS plates. For untargeted shotgun proteomics, 5 samples per line and tissue type were ground and lysed in SDT buffer, then prepared as described in Wiśniewski et al. (2009) before 1D-LC-MS/MS using an UltiMate^TM^ 3000 RSLCnano Liquid Chromatograph and Orbitrap Eclipse Tribrid mass spectrometer (Thermo Fisher) as described in Mordant and Kleiner (2021). Mass spectra were searched against a database of Col-0 *A. thaliana* proteins (Uniprot:UP000006548) using the SEQUEST HT algorithm in Proteome Discoverer. Protein abundance was quantified as normalized spectral abundance factor (NSAF) in Microsoft Excel (Zybailov et al. 2006).

For analysis of specific protein size ranges corresponding to bands observed on blots or predicted protein length, we used in-gel digestion of excised SDS-PAGE prior to LC-MS/MS analysis (GeLC-MS/MS). Only 1 sample per construct was used for GeLC-MS/MS. 30–40 µg of total protein in lysate generated for untargeted proteomics was denatured by heating with Laemmli buffer, then run on an SDS-PAGE 12% separating gel with 5% stacking gel. Excised bands were processed according to Shevchenko et al. (2006), and 10 μL of peptide mixture was injected to LC as described above, connected to an Orbitrap Exploris 480 mass spectrometer (Thermo-Fisher) for MS/MS with the same settings used for untargeted proteomics.

For Western blotting, frozen tissue was hand-ground with extraction buffer, centrifuged, and the supernatant denatured by heating in LDS sample buffer. Protein was run on a 12% Tris-Glycine acrylamide gel, then transferred to PVDF membranes and blocked in TBS+2% BSA with 4 μL/mL Tween-20, then incubated with 1:1000 dilution of custom rabbit anti-IPD3 polyclonal antibody (Genscript, China) followed by 1:2500 donkey anti-rabbit AlexaFluor 488-conjugated secondary antibodies (Thermo Fisher, Waltham, MA) and imaged on a GelDoc SR (Bio-Rad, Hercules, CA).

### Growth phenotyping

Plants were grown in the NCSU phytotron under long day conditions in 8 oz pots filled with SunGro propagation mix (Sungro, Agawam, MA). Pots were hand-watered with deionized water. Seeds were harvested from dried mature plants and hand-cleaned before weighing. The seed yield experiment was repeated 3 times with n = 9–15. The flowering time experiment was performed once with n = 14 for line 312 and n = 15 for all other lines, with plants censused daily for onset of bolting.

### Transcriptome experiment

Seeds were sterilized and grown for 6 weeks under long-day conditions (16 h light/8 h dark, 21/18 ℃) on sterile petri dishes containing either 1/2MS or low-nutrient MS media (Phytotech Labs, Lenexa, KS). Following the protocols established by Fernández et al. (2019) and Mukherjee and Ané (2011), sterile spores of *R. irregularis* (Premier Tech, Canada) were pre-germinated for 1 week at 26 ℃, and a suspension of ~ 200 germinated spores was added to the roots of each AMF-treated plant 48 hours prior to sample collection. Control plants were mock-inoculated with sterile water. Each replicate consisted of the pooled roots of 5 seedlings from the same plate.

RNA was extracted with the Purelink RNA Mini kit and treated with Turbo DNAse (Invitrogen, Waltham, MA), then sequenced by DNBSEQ at BGI Group (China) using strand-specific, poly-A enrichment to obtain 100 bp paired-end reads. *Lotus* and *Arabidopsis* alignments were performed using BBSplit, a multi-reference aligner, to separate plant and fungal reads (Bushnell 2014). Reference genomes used were Araport 11 for *Arabidopsis* (TAIR), the Joint Genomics Institute assembly for *R. irregularis* (Genbank: GCA_000439145.3), the Gifu V1.2 assembly for *Lotus* (GCA_012489685.2), the *IPD3-Min* transformation construct, and the *LjCYCLOPS* sequence. Reads were counted at the transcript level using featureCounts (Liao et al. 2014).

Gene expression networks were constructed using WGCNA v1.69 (Langfelder and Horvath 2008, 2012) with soft-threshold power of 16 (*Arabidopsis*) or 24 (*Lotus*). Correlation coefficients were calculated between the eigengenes of each module and treatment variables to identify significant module-trait relationships, with p < 0.05. Gene Ontology enrichment and hierarchical term clustering was performed with PANTHER (Mi et al. 2013). Terms were filtered by specificity and significance, then subjected to semantic similarity clustering in reviGO (Supek et al. 2011).

Differential expression analysis was performed in R using the edgeR package (Liao et al. 2014; Robinson et al. 2010). The estimateGLMCommonDisp function with FDR-adjusted p-value < 0.05 was used to test for differential expression. Cross-comparison of gene lists was done in Excel.

## Results

### Generation of transgenic *Arabidopsis*

The transcription factor IPD3 consists of an activation domain that can be phosphorylated on Serine-50 upon AM inoculation and a DNA-binding domain essential for transcriptional regulation of downstream effectors (Singh et al. 2014; Jin et al. 2018). To ensure that we can identify transcriptional regulation via IPD3 in the non-host that is likely lacking signaling and activation of IPD3, we generated 7 homozygous transgenic Arabidopsis lines expressing Medicago truncatula *IPD3* (*IPD3*^*Mt*^), 4 lines of phosphomimic *IPD3* (*IPD3*^*S50D*^), and 5 lines expressing *IPD3*^*Min*^ (aa 254-513 of IPD3^Mt^) (Singh et al. 2014). All transgenes were expressed under the *Arabidopsis UBIQUITIN10* promoter (Grefen et al. 2010; Ivanov and Harrison 2014). RT-PCR confirmed RNA expression of all versions of the transgene.

Western blot of root and shoot tissue of T3 individuals confirmed presence of IPD3^Min^ protein, but not IPD3^Mt^ and IPD3^S50D^ (Online Resource 2). We noted that Western blot visualization was difficult to obtain, requiring the precise method described in Online Resource 2, and that root and shoot IPD3^Min^ protein bands appear to run at slightly different size, which might represent influence of unknown post-translational modification or cellular localization that interferes with expression and running conditions. We therefore performed targeted protein sequencing using mass spectrometry to confirm that the protein bands observed on the blot were in fact IPD3^Min^. Excised SDS-PAGE gel bands at the expected size of IPD3^Min^ in shoot and root samples were used for shotgun proteomics (Online Resources 1 and 3). *IPD3*^*Mt*^ and *IPD3*^*S50D*^ lines were analyzed in the same manner, however, and as with Western blot of these lines, protein expression was again not detected. To further confirm that our ability to detect and identify all forms of IPD3 was not affected by gel running conditions or extraction, we then performed untargeted shotgun proteomics of shoots and roots (n = 5) using independent processing methods (Online Resource 1). In untargeted proteomic analysis, IPD3^Mt^ and IPD3^S50D^ were again not detected, while IPD3^Min^ was highly abundant (top 10% NSAF) in respective lines (Online Resource 3). Consequently, we focused only on characterizing the 5 *IPD3*^*Min*^ lines (numbered 303; 308; 310; 312; 357).

In *IPD3*^*Min*^ lines used we confirmed that protein and RNA of the gene of interest were highly expressed relative to native sequences (Online Resources 3 and 15), however, these quantitative data do not provide a direct measurement of transcription factor activity of the protein product.

### Phenotypic effect of *IPD3*^*Min*^ expression in *Arabidopsis*

Plants were surveyed for differences in growth under long-day conditions (Fig. 2, Online Resource 4). All 5 transgenic *IPD3*^*Min*^ lines were significantly slower to initiate the transition to flowering than wild type Col-0, measured as days to onset of bolting (Fig. 2A, B, Online Resource 5). Four of 5 lines (excluding 303) were also significantly slower to flower than a null segregant control (Fig. 2B). Despite flowering differences, no significant difference in seed yield was detected over 3 repetitions of the experiment (Fig. 2C). No difference in germination timing was observed (Online Resource 5). An unexpected strong phenotype was the pink coloration of four of the five *IPD3*^*Min*^ transgenic plant roots, while this color in *IPD3*^*Mt*^ and *IPD3*^*S50D*^ lines was very weak in 4 out of the 11 plants, and visually absent in the remaining 7 (Online Resource 6). In addition, 7 of the 8 independent T1 empty vector lines showed a range of pink coloration in roots. Because anthocyanins or carotenoids can cause this coloration in plant tissues, we performed extraction protocols for those secondary metabolites, but were not able to confirm any measurable quantities. The most likely conclusion is that the color could be caused by the marker mCherry that was used as a reporter gene. This reporter gene was present in the *IPD3*^*Mt*^ and *IPD3*^*S50D*^ constructs as well, where little to no pink coloration was observed, which may relate to the lack of expression and potential silencing of those transgenes as assessed through proteomics (Online Resources 2, 3).

**Fig. 2:**
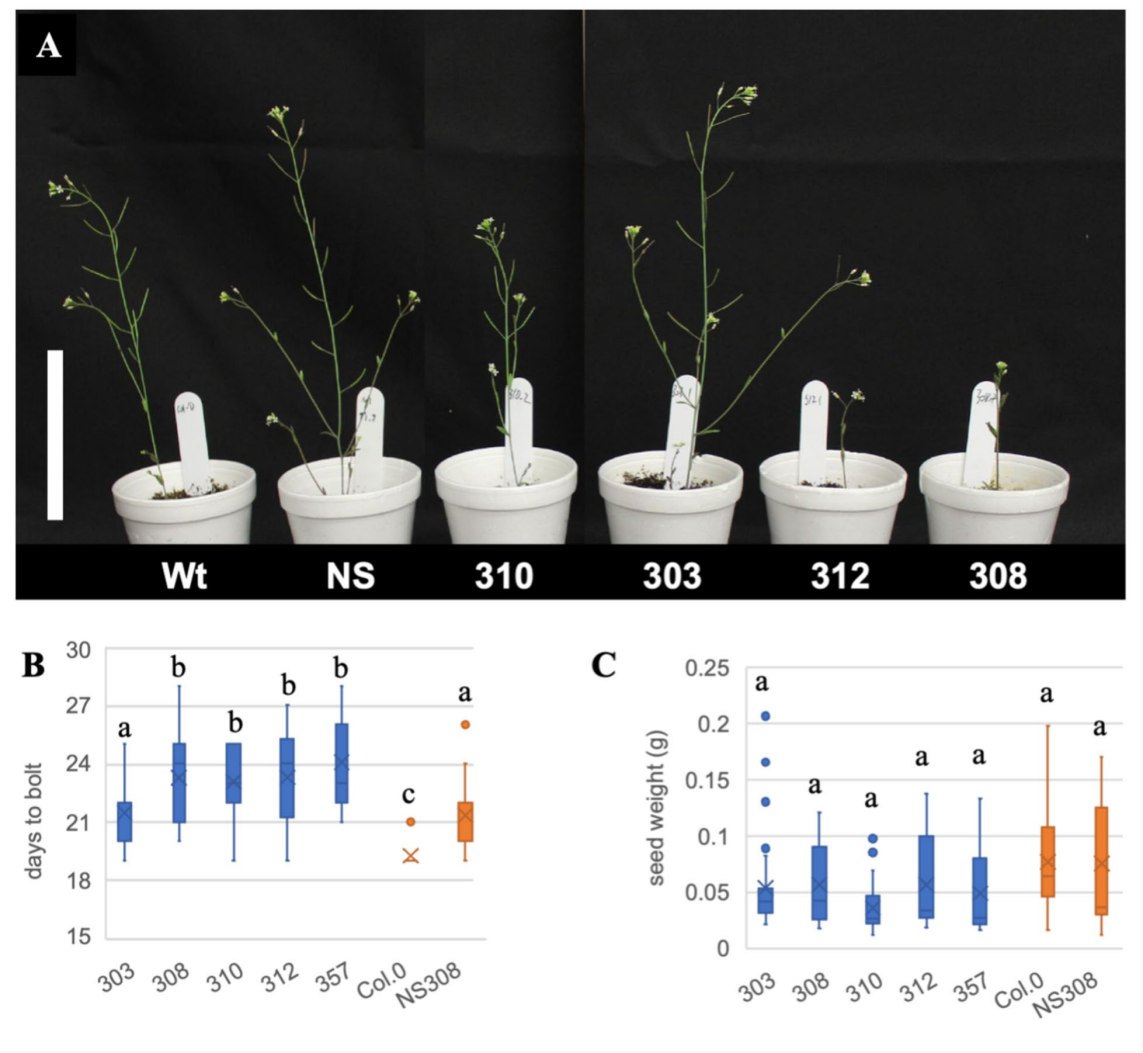
Phenotypes of independent homozygous transgenic lines expressing the DNA-binding domain of IPD3 (IPD3^Min^). **A** Shoots of most *IPD3*^*Min*^ transgenic lines appear shorter, less branched and delayed in development; scale bar 10 cm. **B** *IPD3*^*Min*^ Transgenic lines (blue) had a delayed transition to reproductive development (onset of bolting) relative to nontransgenic controls (orange) (ANOVA, p < 0.05, n = 15), but **C** showed no significant differences in total seed yield (MCM p < 0.05) (in **B** and **C** mean is marked with X and median marked with –, outliers shown as dots) (see Online Resources 4–6)

We also monitored *Lotus japonicus* plants used in cross-species comparison for overt differences between wild type (Gifu ecotype) and the *cyclops-4* knockout mutant of *IPD3*. Consistent with prior literature we noted no obvious growth phenotype in the *ipd3* mutant (Yano et al. 2008; Horváth et al. 2011) (Online Resource 7). The genotype of *cyclops-4 Lotus* was confirmed by Sanger sequencing of the *CYCLOPS* genomic region.

### Transcriptional consequences of manipulating *IPD3*

Before a functional AM host trait could be engineered into *Arabidopsis* as a reference plant for Brassicaceae (Hornstein and Sederoff 2023), the potential for evolutionarily conserved interactions and pathways can be explored via comparative transcriptome analysis of non-host and host plants with and without IPD3/IPD3^Min^. 

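Roots of Arabidopsis and Lotus plants were collected at 6 weeks, with the roots of 5 seedlings pooled per library, either 48 h after 200 germinated spores per plant of the arbuscular mycorrhizal fungus (AMF) *R. irregularis* had been added or after mock inoculation. Lotus was represented by the wild type Gifu and the *ipd3* mutant *cyclops-4*, and Arabidopsis by the wild type Col-0 and by lines 308 and 310, which express *IPD3* Min, a shortened form of the symbiosis transcription factor IPD3. In each treatment there were 4 libraries of Gifu, 3 of *cyclops-4*, 4 of Col-0, 4 of line 308 and 3 of line 310. A further 5 libraries of Col-0 and 3 of line 308, all with AMF, came from plants on low-nutrient (LN) medium. The authors made strand-specific, poly-A enriched libraries, cleaned the reads, assigned them with BBSplit to the plant, to the fungus or to the construct, discarded ambiguous reads, and counted read pairs on each annotated transcript with featureCounts. They deposited these counts without normalization. Coordinates are those of the Araport 11 annotation of Arabidopsis and of the Gifu V1.2 assembly of Lotus.
Total counts per library ran from 13890613 to 14116884 in Col-0 −AMF (median 13943481), from 13185910 to 14328336 in Col-0 +AMF (median 14255361), from 13402761 to 14174846 in line 308 −AMF (median 13841477) and from 14047430 to 14148712 in line 308 +AMF (median 14067956). In line 310 they ran from 14114909 to 14259603 in the −AMF group (median 14175443) and from 13926761 to 14186270 in the +AMF group (median 14080765). On LN medium they ran from 13125046 to 14790061 in Col-0 (median 14489856) and from 14080966 to 14420730 in line 308 (median 14309188). The Lotus totals were lower, from 2466468 to 2704805 in Gifu −AMF (median 2683617.5), from 2631967 to 2844925 in Gifu +AMF (median 2730951.5), from 2672368 to 2773121 in *cyclops-4* −AMF (median 2766511) and from 2615924 to 2871520 in *cyclops-4* +AMF (median 2782008). The headers of the deposited tables show that the authors counted Arabidopsis read pairs as reverse-stranded and Lotus read pairs as forward-stranded. In Lotus, the 12.1% of transcripts that overlap an annotated exon of the opposite strand took between 74.4% and 81.9% of the counts of a library. In Arabidopsis, 22.1% of the transcripts overlap such an exon and took between 25.2% and 26.1%. Whether the Lotus setting matches the strand of the libraries stays open. If it does not, counts of Lotus transcripts without such an overlap would come from elsewhere, so a lack of overlap does not vouch for them. Read pairs shared by several transcripts were not counted. The 30.1% of Arabidopsis genes with more than 1 annotated transcript held between 2.53% and 2.99% of the counts. In Lotus, 32.65% of the genes had more than 1 and held between 27.89% and 30.35%.
All 61 pairs of replicate libraries differed by more than the sampling noise, with a chi-square between 4.06 and 41.8 per degree of freedom, so each library was kept as a separate replicate. Transcripts with at least 10 counts in at least 1 library of the species were tested, which left 16925 transcripts in Arabidopsis and 12616 in Lotus. Counts were normalized by edgeR's TMM method, and each contrast was fitted on the libraries of its own groups with edgeR's quasi-likelihood test. A transcript was counted as a differentially expressed gene (DEG), or called, at an adjusted p under 0.05 (Benjamini-Hochberg). CPM, the counts scaled to the normalized library size, are given with their SD, and n is the number of libraries.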

We sequenced total mRNA of 6-week-old roots of transgenic *IPD3*^*Min*^, mutant *cyclops-4*, and wild type *Arabidopsis* Col-0 & *L. japonicus* Gifu plants with or without 48 hours of AMF germinated spore treatment prior to collection (Fig. 1). Two independent transgenic lines of *Arabidopsis* (308 and 310) with similar phenotype (Fig. 2, Online resources 4, 6) and *IPD3*^*Min*^ transcript abundance were included in the experiment to account for possible variation due to genomic insertion site effects and epigenetic consequences in transgenic lines (Schnell et al. 2015).

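The paper lists the *IPD3* Min count of each library in Online Resource 15, whose other counts equalled the deposited ones in all 870 values that could be compared. On the standard medium these *IPD3* Min counts, which are the paper's, had a mean of 34506 ± 2734 in line 308 (SD, n = 8) and 9223 ± 1151 in line 310 (SD, n = 6). The ratio was 3.74, and every library of line 308 lay above every library of line 310 (exact permutation test, two-sided, p = 0.000333, the smallest possible). As CPM the ratio was 3.76, and leaving out each library in turn kept it between 3.63 and 3.87. The counts in line 308 were 34914 ± 1680.1 (SD, n = 4) with AMF and 34097 ± 3765 (SD, n = 4) without. In line 310 they were 8998 ± 912 (SD, n = 3) with AMF and 9447 ± 1527 (SD, n = 3) without, and both differences between treatments lie inside the SD. Line 308 on LN medium had 40943 ± 4679 (SD, n = 3) counts. The Col-0 libraries on the standard medium held at most 1 count, and those on LN medium between 0 and 19.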

We used statistical methods like Principle Component Analysis (PCA) and Differential Gene Expression as well as machine learning for network analysis to identify genes, pathways and networks in Arabidopsis and Lotus plants that are responsive to AMF inoculation and dependent or independent of IPD3 regulation. The comparison of the species and genotype specific transcriptome analyses provides an insight into those pathways that are still conserved in Arabidopsis after the evolutionary loss of the AM host trait through IPD3 loss. Correlation network construction used quantitative expression of *IPD3*^*Min*^ in each sample of both lines as the primary transgenic trait. In differential expression analysis an *IPD3*^*Min*^ category including only genes independently attested as DEGs in both transgenic lines was used. We also compared Col-0 *Arabidopsis* to a single *IPD3*^*Min*^ transgenic line (308) with AMF inoculation on low-nutrient (LN) MS medium containing 0.5% P, 1% N, and 1% K relative to 1/2 MS (Fig. 1).

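On LN medium, where all libraries had received AMF, 1429 of 16925 transcripts were DEGs between line 308 and Col-0, 581 higher and 848 lower in line 308 (edgeR's quasi-likelihood test). This number moved with single libraries, from 240 without 308 +AMF LN replicate 3 to 4208 without Col-0 +AMF LN replicate 5. The names of the LN libraries come in 2 forms, and with the form of the name as a covariate the number was 959. Of the DEGs, 1229 had a mean of at least 10 counts and groups whose libraries did not overlap. Among these, the largest increases were in AT1G75945 and *CYP76C2*. AT1G75945 (chromosome 1, from 28515245 to 28515916) had 27.9 ± 3.57 CPM in line 308 (SD, n = 3) and 0.294 ± 0.658 in Col-0 (SD, n = 5), where replicate 2 had 1.47 CPM and the other libraries no count. *CYP76C2* (AT2G45570, chromosome 2, from 18779321 to 18781973) had 63.2 ± 9.40 CPM in line 308 (SD, n = 3) and 2.58 ± 0.952 in Col-0 (SD, n = 5), a log2 fold change of 4.65 (SE 0.22, adjusted p = 4.46e-06). The largest decreases were in *NATA1* (AT2G39030) and *DFR* (AT5G42800), whose libraries of line 308 were all at or under 3 counts. Against that floor, *NATA1* was at least 7.00-fold lower in line 308 (adjusted p = 0.0294) and *DFR* at least 8.04-fold lower (adjusted p = 0.0329). The adjusted p of *NATA1* rose to 0.109 without line 308 +AMF LN replicate 3 and that of *DFR* to 0.12 without line 308 +AMF LN replicate 3.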

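PCA was run on log2 CPM (prior count 2) of the 12616 Lotus transcripts in 14 libraries, centred and not scaled. PC1 held 22.1% of the variance and PC2 13.6%. On PC1, Gifu +AMF libraries had a mean score of 9.79 ± 14.4 (SD, n = 4) and Gifu −AMF libraries of −23.4 ± 25.8 (SD, n = 4). The gap of 33.2 is larger than the pooled SD of 20.9, and the libraries of the treatments did not overlap (exact permutation test, two-sided, p = 0.0286, the smallest possible). Pooled SD here means the square root of the unweighted mean of the group variances, also for groups of unequal size. Gifu −AMF replicate 2 lay far from its group at −62.0, with the others between −12.1 and −8.87. The gap stayed between 23.2 and 38.8 when each Lotus library was left out in turn. With each transcript scaled to unit variance it was 47.6. Such scaling, or the use of only 500 transcripts, changes the unit of the scores, so the sizes of such gaps cannot be compared. Without the transcripts that overlap an exon of the opposite strand, which left 10001, the gap was 30.3 (exact permutation test, p = 0.0286). Across the libraries, the PC1 score went with the share of counts on the overlapping transcripts (Pearson's r −0.83, permutation p = 0.00024; Spearman's rho −0.75, permutation p = 0.00286; r −0.55 without the 2 libraries with the most distant shares). On PC2, *cyclops-4* lay above Gifu by 18.2 without AMF (pooled SD 12.3, exact p = 0.2) and by 20.5 with AMF (pooled SD 11.2, exact p = 0.0857). The smallest exact p for 3 libraries against 4 is 0.0286, so neither gap on PC2 passed 0.05. The gap without AMF ran from 1.58 to 34.3 over the fits that each left out a library. The gap with AMF changed sign, to −33.8, with transcripts scaled to unit variance.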

In principal component analysis (PCA) of *Lotus*, Gifu transcriptomes are clustered according to AMF treatment along PC1 (Online Resource 8). *cyclops-4* transcriptomes were separated from those of Gifu plants along PC2. Interestingly, both AMF-treated and untreated *cyclops-4* transcriptomes clustered along PC1 with those of AMF-treated Gifu plants. 

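Without AMF, *cyclops-4* libraries had a mean PC1 score of 8.38 ± 11.6 (SD, n = 3) and with AMF of 9.75 ± 27.3 (SD, n = 3). The difference of 1.37 between these treatments is far inside the pooled SD of 21.0 (exact permutation test, two-sided, p = 1.0, smallest possible 0.1). The mean of untreated *cyclops-4* minus that of AMF-treated Gifu was −1.41 (pooled SD 13.1, exact p = 0.914), and minus that of untreated Gifu 31.8 (pooled SD 20.0, exact p = 0.0571). With the 500 transcripts of largest variance, the last of these gaps was 16.1, in another unit of the scores. The other 2 gaps changed sign in some of the fits that each left out a library. The gap for AMF in *cyclops-4* ran from −11.3 without *cyclops-4* +AMF replicate 1 to 16.2, and that for untreated *cyclops-4* against treated Gifu from −22.3 to 11.3 without Gifu +AMF replicate 1. With transcripts scaled to unit variance they also changed sign, to −0.831 and 6.20. These scores include the Lotus transcripts that overlap an exon of the opposite strand.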

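In Arabidopsis, PCA of 16925 transcripts in the 22 libraries from the standard medium put 18.3% of the variance on PC1 and 14.5% on PC2. Without AMF, line 308 had a mean PC1 score of 22.5 ± 17.7 (SD, n = 4), line 310 of −8.04 ± 6.15 (SD, n = 3) and Col-0 of −24.0 ± 9.18 (SD, n = 4). The gap between line 308 and Col-0 was 46.5 (pooled SD 14.1, exact permutation test, two-sided, p = 0.0286, the smallest possible). That between line 310 and Col-0 was 15.9, above the pooled SD of 7.81, but with an exact p of 0.0857 it did not pass 0.05. With AMF, line 308 had a mean of 25.9 ± 9.43 (SD, n = 4), line 310 of −0.321 ± 4.43 (SD, n = 3) and Col-0 of −18.1 ± 3.61 (SD, n = 4). Both gaps with AMF had an exact p of 0.0286, the smallest possible. The gap for line 308 with AMF stayed past 0.05 in every alternative tried, between 23.8 and 100.3. That for line 310 with AMF was 3.94 with the 500 transcripts of largest variance. The sizes under these alternatives are in other units of the scores and cannot be compared.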

In *Arabidopsis*, *IPD3*^*Min*^ transgenic lines clustered relative to Col-0 along PC1 (Online Resource 8). Line 308 clustered farther from Col-0 than line 310, most likely due to the higher *IPD3*^*Min*^ expression in individuals of this line (Online Resources 8, 9). 

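With AMF, line 308 lay 44.0 from Col-0 on PC1 (pooled SD 7.14) and line 310 lay 17.8 from Col-0 (pooled SD 4.04). The order of the lines is that of the paper's *IPD3* Min counts. The paper proposes that line 308 lies farther from Col-0 because its *IPD3* Min expression is higher.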

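On PC2, Col-0 libraries with AMF had a mean score of 24.1 ± 23.8 (SD, n = 4) and those without AMF of −19.3 ± 7.49 (SD, n = 4). The gap was 43.4 (pooled SD 17.6, exact permutation test, two-sided, p = 0.0286, the smallest possible). Col-0 +AMF libraries spread from −8.43 to 48.7. When each Arabidopsis library was left out in turn the gap ran from 35.6 to 54.6. With the 500 transcripts of largest variance it was 19.7, in another unit of the scores, so this does not show a smaller gap. In line 308 the gap between treatments on PC2 was 4.85 (pooled SD 8.79, exact p = 0.514) and in line 310 it was −3.18 (pooled SD 21.0, exact p = 1.0, smallest possible 0.1). With transcripts scaled to unit variance, which also changes the unit, the gap in line 308 was 45.5 and that in line 310 was 15.2. Both gaps changed sign in some fits with a library left out. That for line 308 ran from −0.461 without line 308 −AMF replicate 4 to 9.57, and that for line 310 from −14.1 to 7.88 without line 310 +AMF replicate 2.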

Col-0 plants clustered by AMF treatment along PC2, but there was no clear separation by treatment among *IPD3*^*Min*^ lines (Online Resource 8). PCA of the low-nutrient experiment also shows strong clustering by genotype (Online Resource 10). 

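In the LN experiment, PCA of 8 libraries put 44.6% of the variance on PC1, where line 308 had a mean score of 39 ± 7.68 (SD, n = 3) and Col-0 of −23.4 ± 24.3 (SD, n = 5). The gap was 62.5 (pooled SD 18.0, exact permutation test, two-sided, p = 0.0179, the smallest possible). Col-0 replicate 5 lay at 19.3 on this axis and the other Col-0 libraries between −40.1 and −28.6. Leaving out each library in turn gave gaps from 59.6 to 73.5.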

In conclusion, the variance in gene expression changes in wild type *Lotus* and *Arabidopsis* plants corresponds more to the inoculation with AMF, while gene expression variation in response to presence or absence of IPD3/IPD3Min is less affected by presence or absence of AMF and this variance is explained by a different component.

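On PC1 in Arabidopsis, AMF moved the mean of Col-0 by 5.85, which is inside the pooled SD of 6.97 (exact permutation test, two-sided, p = 0.286, smallest possible 0.0286). That shift ran from −7.77 without Col-0 −AMF replicate 1 to 19.1 over the libraries left out and was −23.7 with transcripts scaled to unit variance. Whether the AMF shifts of the genotypes differ was tested per transcript with an interaction term (edgeR's quasi-likelihood test). In Lotus, 19 of 12616 transcripts had a different AMF response in Gifu and *cyclops-4* at an adjusted p under 0.05, a number that ran from 1 (without Gifu −AMF replicate 2) to 92 (without cyclops-4 +AMF replicate 1). Of these, 1 lies wholly opposite an exon of the other strand. In Arabidopsis, 0 of 16925 transcripts differed in AMF response between Col-0 and line 308, with 1272 at an unadjusted p under 0.05, and 0 between Col-0 and line 310, with 1321. Without Col-0 +AMF replicate 1 these numbers were 43 and 4. From the PCA, the paper concludes that the presence of AMF and that of IPD3 are explained by different components.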

### Correlation network and gene ontology analysis

We used weighted gene co-expression network analysis (WGCNA) as a transcriptome analysis tool which captures global expression patterns reflective of the underlying reality of coordinated expression of many genes affected by multiple factors (Langfelder and Horvath 2008, 2012). WGCNA clusters the transcriptome into modules with similar expression profiles which suggest they may regulate each other or are co-regulated. WGCNA also correlates expression of a representative eigengene for each module to traits and treatments, in this case quantitative *IPD3*^*Min*^ expression, AMF treatment, and nutrient level. The two-step process of module construction and module-trait correlation makes WGCNA sensitive to links between potentially subtle expression changes at the gene level and experimental variables, and can be used to guide more targeted analysis. WGCNA analysis incorporates transgene expression agnostic of categorical information about the 2 transgenic lines, instead reflecting how well expression of native Arabidopsis genes correlate to IPD3^Min^ across a range of variation in transgene expression levels in each individual plant. WGCNA of *Arabidopsis* identified 22 co-regulatory modules (Online Resources 11, 12). Figure 3A includes all modules significantly correlated to *IPD3*^*Min*^ expression, and selected modules correlated to AMF treatment and nutrient level. We used gene ontology (GO) enrichment to link module membership to biological functions (Fig. 3B). We also performed targeted pathway analysis of specific gene members within modules to better connect these broad patterns to physiological functions (Fig. 4). Statistical significance in Fig. 4 is a hypothesis test of whether mean expression of the given gene differs between specific treatment groups, an independently calculated and complementary measure to the network analysis correlations which establish module membership.

**Fig. 3:**
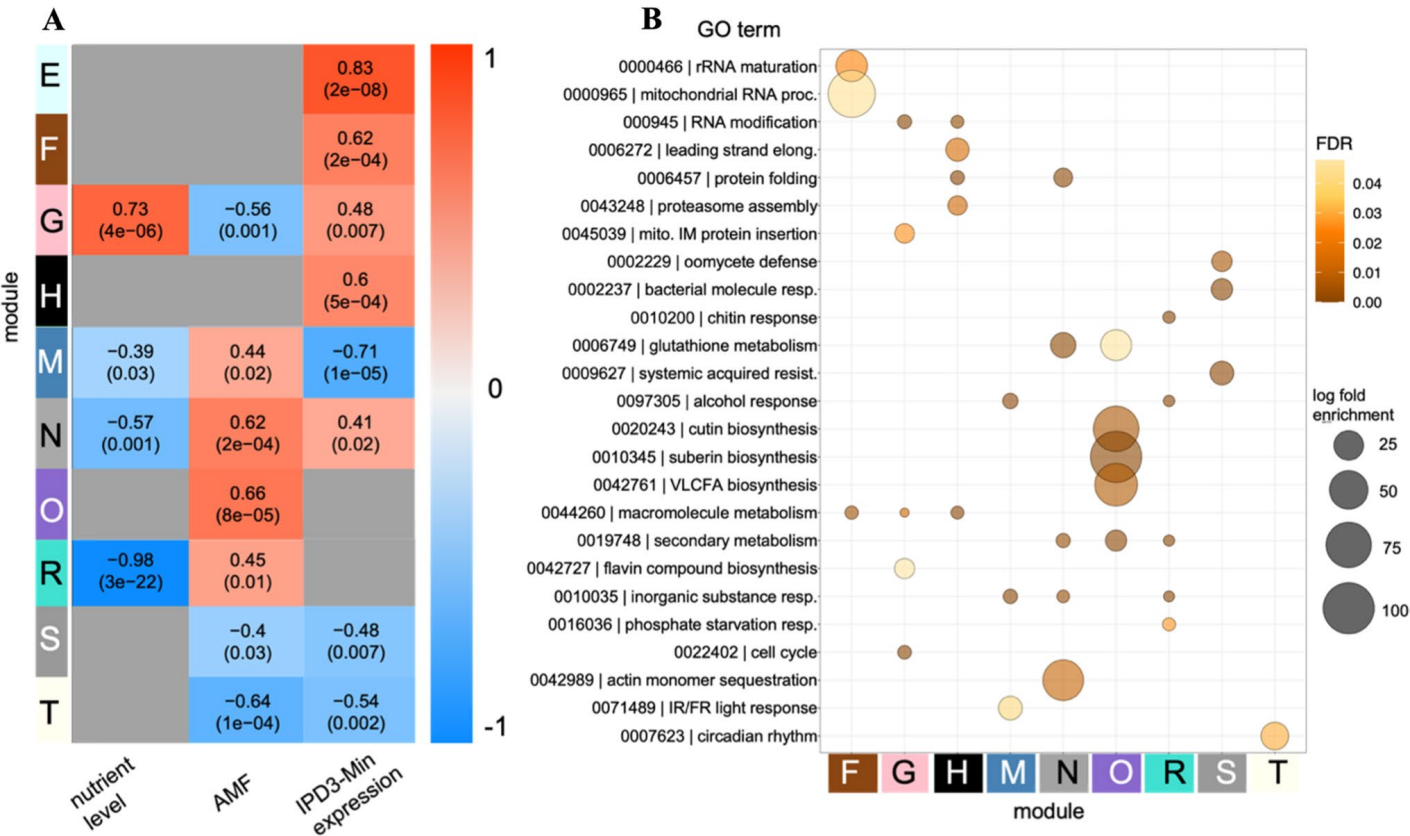
Correlation network modules and gene ontology analysis for transcription of *Arabidopsis thaliana IPD3*^*Min*^ and Col-0 genotypes across AMF and low-nutrient treatments. **A** Selected correlation modules, including all those significantly correlated to *IPD3*^*Min*^ expression. Modules are labeled E–T in order of appearance in the full network (Online Resource 7). Color of cells within the heatmap reflects correlation of that module to trait values; p-value of the module-trait correlation is listed in parentheses. **B** Gene Ontology enrichment of all modules shown in **A**; terms have been reduced by applying a cutoff for the top 3 most-enriched and most-significant terms in each module followed by overlap analysis to establish representative terms. Color intensity corresponds to FDR-corrected p-value of term enrichment and circle area corresponds to scale of enrichment. (See Online Resource 11, Online Resources 12, 14, S10)

**Fig. 4:**
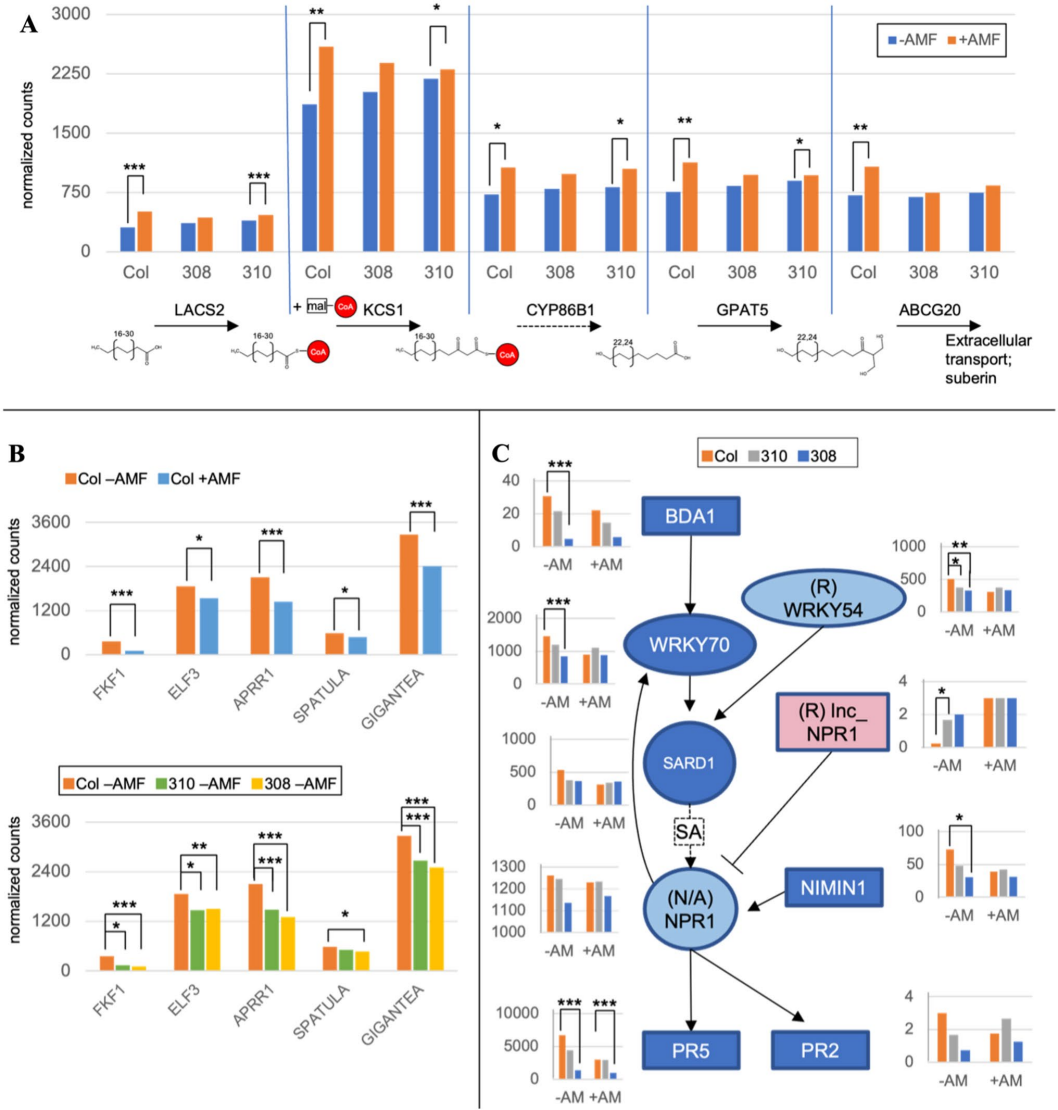
Targeted analysis for pathways of interest within correlation network modules. All genes included in this figure are statistically significant members of the respective network module (having module-trait correlations at p_GS < 0.05 as indicated in Fig. 3) at p_kME < 0.05. Significance reflects 1-tailed t-test of group means for transcript counts of specific genes, a complementary measure which is calculated independently from both the correlation network and untargeted DEG analysis; n = 3–5, *p < 0.05; **p < 0.01; ***p < 0.005. Standard Error of all treatment groups is provided in Online Resource 15 in addition to t-test results. Some interactions in pathway maps have been omitted for clarity. **A** Expression of a subset of individual genes belonging to module O related to extracellular wax synthesis. **B** Expression of well-known circadian clock related genes in module T. **C** Pathway map of the WRKY70-SA-NPR1-mediated defense response with expression of individual genes. Genes belong to module S unless marked otherwise in parentheses. (See Online Resources 12, 15). Gene acronyms are expanded as follows: **A** LACS2, Long-chain Acyl-CoA Synthetase 2; KCS1, 3-Ketoacyl-CoA Synthase 1; CYP86B1, Cytochrome P450, Family 86, Subfamily B, Polypetide 1; GPAT5, Glycerol-3-phosphate sn-2-Acyltransferase 5; ABCG20, ATP-binding Cassette G20. **B** FKF1, Flavin-binding, Kelch Repeat, F Box 1; ELF3, Early Flowering 3; APRR1, Pseudo-response Regulator 1; Spatula; Gigantea. **C** BDA1, Bian Da 1; WRKY70, WRKY DNA-binding Protein 70; WRKY54, WRKY DNA-binding Protein 54; SARD1, SAR Deficient 1; NPR1, Nonexpressor of PR Genes 1; lnc_NPR1, antisense long non-coding RNA of NPR1; NIMIN1, NIM1-interacting 1; PR5, Pathogenesis-related Gene 5; PR2, Pathogenesis-related Gene 2

The WGCNA analysis identified clusters of co-regulated transcripts that were either responsive to the nutrient level, the exposure to AMF, the expression of IPD3Min, or combinations of those treatments. Further GOterm analysis of those specific clusters showed the potential functional connections of genes that were differentially co-regulated in response to either treatment of combinations of those. Only one cluster of transcripts (cluster O) significantly correlated only with AMF inoculation in Arabidopsis, and three clusters (E, F, H) significantly correlated only with IPD3Min expression. One cluster (M) showed positive correlation with AMF inoculation but negative correlation with IPD3^Min^ expression suggesting repression of those genes by IPD3^Min^.

### The *Arabidopsis* response to AMF includes altered defense and lipid metabolism

Despite its nonAM status, *Arabidopsis* transcriptome networks showed 10 modules of co-regulated genes with trait correlations to AMF treatment, indicating a clear transcriptional response to the fungus (Online Resource 11). We considered modules O and R that correlate to AMF treatment but not *IPD3*^*Min*^ expression to reflect portions of the native *Arabidopsis* AMF response that are unaffected by *IPD3*^*Min*^ expression. Expression of genes in module R positively correlated with AMF treatment but negatively correlated with nutrient level. Top GO terms in this module R related to both nutrient stress (GO:0016036; phosphate starvation) and biotic interactions (GO:0010200; chitin response) (Fig. 4B, Online Resources 13, 14).

Module O expression correlated solely to AMF treatment, independent of IPD3^Min^ genotype and was highly enriched for terms related to biosynthesis of extracellular lipids (GO:0010143; cutin biosynthesis, GO:0010345; suberin biosynthesis, GO:0042761; very long-chain fatty acid biosynthesis) (Fig. 3B). These genes fall along the biosynthetic pathway of 2-monoacylglycerols (2-MAGs), which affect pathogen and stress resistance as components of cutin and suberin (Fig. 4A, Online Resources 12, 14). 2-MAGs are also the primary form of carbon exported to AMF fungus from AM host plants (Luginbuehl et al. 2017; Rich et al. 2017). 

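Fig. 4A and Online Resource 15 name 9 genes of the 2-monoacylglycerol pathway from module O: *GPAT5*, *KCS2*, *CYP86A1*, *ABCG20*, *CYP86B1*, *LACS2*, *KCS1*, *KCR1* and *GPAT6*. The log2 fold changes between Col-0 +AMF and Col-0 −AMF ran from 0.12 (*KCR1*) to 0.74 (*LACS2*), with a median of 0.57. Over all 16925 transcripts 0 of the 9 were called (edgeR's quasi-likelihood test), with 7 at an unadjusted p under 0.05, and 7 passed when adjusted over the list alone. The paper chose this list on these libraries, so the latter is not independent evidence. Leaving out Col-0 −AMF replicate 4 moved the number called most, to 8. It was 7 with a common dispersion, 4 without Col-0 +AMF replicate 1 and 0 without any other library of these groups.
*LACS2* (AT1G49430, chromosome 1, from 18290942 to 18295905), which has 2 annotated transcripts, had 36.9 ± 7.34 CPM with AMF and 22.0 ± 3.00 without (SD, n = 4 each), a log2 fold change of 0.74 (SE 0.15, adjusted p = 0.0586). It was the only gene of the list with no overlap between the groups (exact permutation test, two-sided, p = 0.0286, the smallest possible). *CYP86A1* (AT5G58860, chromosome 5, from 23765791 to 23768111) had 392 ± 60.9 CPM with AMF and 247 ± 45.7 without, a log2 fold change of 0.66 (SE 0.14, adjusted p = 0.0673). *KCR1* (AT1G67730, chromosome 1, from 25391338 to 25393889) had 285 ± 14.0 and 261 ± 12.6 CPM, a log2 fold change of 0.12 (SE 0.07, adjusted p = 0.394). The difference of the mean log2 CPM over the list was 0.53 (exact p = 0.0571, smallest possible 0.0286). Since the paper chose the list on these libraries, this difference is not independent evidence either. Of the exon length of *KCS2*, 63.6% overlaps an annotated exon of the opposite strand.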

Mean expression of all tested genes in the pathway was significantly higher in AMF-treated Col-0 plants than in untreated plants (Fig. 4A). Significantly higher expression was also detected in some but not all AMF-treated transgenic lines for the same genes. This indicates that upregulation of lipid biosynthetic genes in AMF-treated *Arabidopsis* is *IPD3*^*Min*^*-*independent, consistent with the module’s correlation to AMF treatment but not *IPD3*^*Min*^ expression in Fig. 3A. 

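In line 308, the log2 fold changes of the 9 genes with AMF ran from 0.11 to 0.49 with a median of 0.24, and the difference of the mean log2 CPM over the list was 0.24 (exact permutation test, two-sided, p = 0.0286, the smallest possible). Over all transcripts 0 were called, 3 when adjusted over the list alone and 6 at an unadjusted p under 0.05. As the paper chose the list on these libraries, the p of the list difference and the count over the list alone are not independent evidence. The largest change was that of *CYP86A1*, with 372 ± 23.9 CPM with AMF and 266 ± 36.2 without (SD, n = 4 each; log2 fold change 0.49, SE 0.10, adjusted p = 0.261 from edgeR's quasi-likelihood test). In line 310 the log2 fold changes ran from 0.02 to 0.39, with 0 called over all transcripts, 0 over the list alone and 0 at an unadjusted p under 0.05. The list difference in line 310 was 0.15 (exact p = 0.7, smallest possible 0.1). The changes of *GPAT5*, *KCS2*, *CYP86A1* and *GPAT6* in line 310 turned negative without line 310 +AMF replicate 3, at −0.04, −0.05, −0.12 and −0.15. The interaction of AMF with genotype was not past the threshold for any gene of the list in either line. Its smallest adjusted p was 0.554, for *LACS2* in line 308, whose AMF response differed from that of Col-0 by −0.49 on the log2 scale (SE 0.18). From the increase in Col-0 and in some of the lines, the paper concludes that this response to AMF was not dependent on *IPD3* Min.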

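Without AMF, the circadian genes of Fig. 4B (*FKF1*, *ELF3*, *APRR1*, *SPATULA* and *GIGANTEA*) had log2 fold changes against Col-0 from −1.66 to −0.29 in line 308 (median −0.38) and from −1.43 to −0.21 in line 310 (median −0.36). Over all transcripts, 3 of the 5 were called in line 308 (edgeR's quasi-likelihood test) and 0 in line 310, where 4 had an unadjusted p under 0.05. Adjusted over the list alone, 5 and 4 were called. The difference of the mean log2 CPM over the list was −0.66 in line 308 and −0.57 in line 310, each with no overlap with Col-0 (exact permutation test, two-sided, p = 0.0286, the smallest possible). For the 7 tested salicylic acid genes of Fig. 4C and Online Resource 15, the mean difference was −1.15 in line 308 (exact p = 0.0286) and −0.47 in line 310 (exact p = 0.2). The paper chose both lists on these libraries, so the counts over the list alone and the p of the list differences are not independent evidence. The difference between the lines themselves was not tested.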

The gene level comparisons of transcript abundance for this module shows that both independent transgenic lines (308 and 310) have similar transcript abundance differences to Col-0 and are comparable in their response prior to AMF treatment (Fig. 4B, C). Other genes in module O also function in lipid synthesis, including *GPAT6*, a functional homolog of *RAM2* which is strictly required for AM in host species (Online Resource 12) (Gobbato et al. 2013; Dai et al. 2022). While it is a member of module O, AMF-mediated increase of GPAT6 gene expression was only significant in the IPD3^Min^ line 308, but not in Col-0 nor in the IPD3^Min^ line 310 (Online Resource 15).

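*GPAT6* (AT2G38110, chromosome 2, from 15952496 to 15955752) had 78.5 ± 10.5 CPM in line 308 with AMF and 62.5 ± 3.76 without (SD, n = 4 each), a log2 fold change of 0.33 (SE 0.10, unadjusted p = 0.00642, adjusted p = 0.442 from edgeR's quasi-likelihood test over all transcripts). In Col-0 it had 82.7 ± 11.2 CPM with AMF and 64.3 ± 19.0 without (SD, n = 4 each), a log2 fold change of 0.36 (SE 0.18, adjusted p = 0.325). Col-0 −AMF replicate 4 lay at 92.5 CPM with the other libraries between 51.2 and 57. Without it the log2 fold change in Col-0 was 0.58, and the adjusted p ran from 0.0358 without that library to 0.528 over the single libraries left out. In line 310 *GPAT6* had 69.3 ± 17.5 and 68.6 ± 7.52 CPM (SD, n = 3 each), a log2 fold change of 0.02 (SE 0.18, adjusted p = 1.0) that ran from −0.15 without line 310 +AMF replicate 3 to 0.20. The AMF response of line 308 differed from that of Col-0 by −0.03 (SE 0.22, adjusted p = 0.99) and that of line 310 by −0.34 (SE 0.28, adjusted p = 0.779), on the log2 scale.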

### *IPD3*^*Min*^ expression imitates AMF treatment in Arabidopsis Col-0 plants

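The circadian genes were also compared between treatments. In Col-0, their log2 fold changes with AMF ran from −1.71 to −0.25 with a median of −0.43. Over all transcripts 3 were called and 4 when adjusted over the list alone (edgeR's quasi-likelihood test), and since the paper picked them from these libraries, the latter count is not independent evidence. The number called over all transcripts fell to 0 without Col-0 +AMF replicate 2 or without Col-0 −AMF replicate 1 or 3. In line 308, all 5 had a lower mean with AMF, with a median of −0.35 and 1 called over all transcripts. In line 310 the median was −0.40, with 0 called and 4 at an unadjusted p under 0.05. The difference of the mean log2 CPM over the list between treatments was −0.62 in Col-0 and −0.61 in line 308 (exact permutation test, two-sided, p = 0.0286 each, the smallest possible) and −0.59 in line 310 (exact p = 0.1, the smallest that 3 libraries against 3 allow). The p of these list differences are not independent evidence either.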

Transcription in module T correlated negatively to AMF treatment and *IPD3*^*Min*^ expression (Fig. 3A). This is consistent with *IPD3*^*Min*^ expression enhancing the effect of AMF treatment or replicating the effect of AMF in untreated samples. A similar pattern was present in modules N (both positive) and S (both negative) (Fig. 3A). Module T contains only 56 genes and was enriched solely for terms related to circadian rhythm (GO:0007623; circadian rhythm, GO:0048511; rhythmic process) (Fig. 3B, Online Resource 14). Members of this module include components of the *CONSTANS-FT* daylength sensing system (Online Resources 12, 15) (Takagi et al. 2023). As shown in Fig. 4B, AMF treatment of Col-0 plants results in significantly reduced expression for genes across the pathway, and *IPD3*^*Min*^ expression replicates this effect even in the absence of AMF.

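*FKF1* (AT1G68050, chromosome 1, from 25508639 to 25510907) had 25.4 ± 7.10 CPM in Col-0 −AMF (SD, n = 4) and 7.81 ± 1.37 in Col-0 +AMF (SD, n = 4), a log2 fold change of −1.71 (SE 0.21, adjusted p = 0.0134 from edgeR's quasi-likelihood test). Without AMF it had 8.01 ± 2.28 CPM in line 308 (SD, n = 4; log2 fold change against Col-0 −1.66, SE 0.24, adjusted p = 0.00729) and 9.53 ± 4.14 in line 310 (SD, n = 3; −1.43, SE 0.31, adjusted p = 0.232). With AMF it was lower still in line 308, at 1.97 ± 0.186 CPM (SD, n = 4). *GIGANTEA* (AT1G22770, chromosome 1, from 8061751 to 8067790) had 232 ± 9.20 CPM in Col-0 −AMF, 172 ± 9.31 in Col-0 +AMF (log2 fold change −0.43, SE 0.07, adjusted p = 0.0251) and 178 ± 14.8 in line 308 −AMF (−0.38, SE 0.08, adjusted p = 0.0384). *APRR1* (AT5G61380, chromosome 5, from 24674963 to 24678550) had log2 fold changes of −0.52 (SE 0.10, adjusted p = 0.0429) with AMF in Col-0 and −0.68 (SE 0.11, adjusted p = 0.0127) in line 308 −AMF. *ELF3* and *SPATULA* were lower in each of these comparisons but were not called. The adjusted p for AMF in Col-0 rose to 0.0588 without Col-0 +AMF replicate 2 for *FKF1*, 0.134 without Col-0 +AMF replicate 2 for *APRR1* and 0.119 without Col-0 +AMF replicate 2 for *GIGANTEA*. Both contrasts use the same Col-0 −AMF libraries. A collection time of that group apart from the others could move these clock genes in both contrasts and stays open. From the lower expression in both, the paper concludes that *IPD3* Min replicates the AMF effect.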

Module S transcription was negatively correlated with both *IPD3*^*Min*^ and AMF treatment, and is enriched for GO terms related to pathogen defense and systemic acquired resistance (SAR) (GO:0002229, oomycete defense; GO:0002237, bacterial molecule response; GO:0009627, systemic acquired resistance) (Fig. 3). This module contains the key defense regulator *WRKY70*, which mediates selection of defense responses by positively regulating salicylic acid (SA) immunity and negatively regulating jasmonic acid (JA) related pathways (Li et al. 2006). As shown in Fig. 4C, genes acting up- and downstream of *WRKY70* in SA-mediated defense are also present in this module, including cell-surface ankyrin protein *BDA1*, and pathogen response gene *PR2* (Thomma et al. 2001; Yang et al. 2012a). *NPR1*, another key positive regulator of SA-mediated defense was detected in the transcriptome but not placed in a network module (Fig. 4C) (Thomma et al. 2001).

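Of the 9 genes for salicylic acid defense in Fig. 4C and Online Resource 15, *PR2* held at most 7 counts in any Arabidopsis library and lnc_NPR1 at most 5, so 7 could be tested. *PR2* has 2 annotated transcripts, and read pairs shared by them were not counted. All 7 had a lower mean in line 308 −AMF than in Col-0 −AMF, of which 4 were called over all transcripts and 6 when adjusted over the list alone (edgeR's quasi-likelihood test). The paper picked this list from these libraries, so the latter count is not independent evidence. In line 310 all 7 means were also below Col-0, with 0 called over all transcripts, 0 over the list alone and 1 at an unadjusted p under 0.05. Leaving out single libraries gave between 1 and 5 called in line 308, with 5 without Col-0 −AMF replicate 2. *PR5* (AT1G75040, chromosome 1, from 28177670 to 28179022) had 478 ± 109 CPM in Col-0 (SD, n = 4), 95.7 ± 40.5 in line 308 (SD, n = 4; log2 fold change −2.32, SE 0.27, adjusted p = 0.00248) and 309 ± 261 in line 310 (SD, n = 3; −0.64, SE 0.46, adjusted p = 0.653). *WRKY70* (AT3G56400, chromosome 3, from 20908711 to 20910623) had 104 ± 16.8, 59.6 ± 9.92 and 83.5 ± 29.2 CPM in the same order, and the change was called in line 308 (−0.80, SE 0.14, adjusted p = 0.0215) but not in line 310 (−0.32, SE 0.21, adjusted p = 0.627). *BDA1* (AT5G54610, chromosome 5, from 22184545 to 22186633) had 2.19 ± 0.953 CPM in Col-0 and 0.337 ± 0.317 in line 308, where the mean was 4.75 counts per library (−2.67, SE 0.55, adjusted p = 0.039). *NIMIN1* (AT1G02450, chromosome 1, from 497917 to 498539) had a log2 fold change of −1.27 (SE 0.39, adjusted p = 0.124) in line 308 and was not called. In line 308 the adjusted p reached 0.114 without Col-0 −AMF replicate 1 for *BDA1*, 0.0819 without line 308 −AMF replicate 2 for *WRKY70* and 0.0181 without line 308 −AMF replicate 3 for *PR5*.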

Several SA defense genes (*BDA1; WRKY70; WRKY54; NIMIN1; PR5*) were significantly downregulated in one or both transgenic lines even in the absence of biotic interaction with AMF (Fig. 4C). This suggests that *IPD3*^*Min*^ expression in isolation can replicate the suppressive effect of AMF interaction on SA-related defense. Consistent with downregulation of SA-related genes, we also found evidence of antagonistic crosstalk between jasmonic and salicylic acid-mediated defenses (Li et al. 2006; Hou and Tsuda 2022). Module R, which in contrast to Module S was upregulated in response to AMF, is functionally enriched for jasmonic acid (JA) signaling (GO:009753) (Online Resource 14). 

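*PR3* (AT3G12500, chromosome 3, from 3962136 to 3963984), 33.1% of whose exon length overlaps an exon of the opposite strand, had 498 ± 137 CPM in Col-0 with AMF and 516 ± 99.7 without (SD, n = 4 each), a log2 fold change of −0.06 (SE 0.19, adjusted p = 0.916 from edgeR's quasi-likelihood test). *PR4* (AT3G04720, chromosome 3, from 1285425 to 1286760) had 458 ± 61.4 and 544 ± 185 CPM, a log2 fold change of −0.25 (SE 0.21, adjusted p = 0.564). *JMT* (AT1G19640, chromosome 1, from 6788885 to 6791919) held 0 to 6 counts per library in these groups, with 0.160 ± 0.106 and 0.213 ± 0.182 CPM. Its log2 fold change was −0.39 (SE 0.78, adjusted p = 0.847), smaller than its SE. Whether a change could be detected at this level was not tested. Over the fits with a library left out, the change of *JMT* ran from −0.80 to 0.16 without Col-0 −AMF replicate 1, and that of *PR3* from −0.20 to 0.08 without Col-0 −AMF replicate 4. The difference between treatments was inside the spread of the libraries for all 3.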

JA genes upregulated by AMF in module R included upstream (jasmonate methlytransferase *JMT*) and downstream (chitinases *PR3* and *PR4*) members of the JA defense pathway (Samac et al. 1990; Thomma et al. 1998; Seo et al. 2001). Module R also contained a set of genes enriched for salicylic acid signaling, some of which are negative regulators of SA defense such as At1g08667.1 (*lnc_NPR1*), a putative antisense transcript of *NPR1* whose upregulation would correspond to downregulation of *NPR1* and the SA response (Fig. 4C, Online Resource 15). 

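The lnc_NPR1 transcript (AT1G08667.1) lies on the forward strand of chromosome 1 from 23854908 to 23855121, and its whole length overlaps an exon of *NPR1* (AT1G64280), which lies on the reverse strand from 23852748 to 23855658. It held a mean of 3.00 counts per library in Col-0 +AMF and 0.250 in Col-0 −AMF, with at most 5 in any library, which is under the minimum for the test. *NPR1* itself had 88.3 ± 5.73 CPM in Col-0 +AMF and 89.5 ± 4.59 in Col-0 −AMF (SD, n = 4 each), a log2 fold change of −0.02 (SE 0.07, adjusted p = 0.903 from edgeR's quasi-likelihood test) that ran from −0.06 to 0.01 without Col-0 +AMF replicate 2. Without AMF, *NPR1* had 80.5 ± 11.3 CPM in line 308 (log2 fold change against Col-0 −0.15, SE 0.10, adjusted p = 0.463) and 87.1 ± 3.73 in line 310 (−0.05, SE 0.07, adjusted p = 0.838).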

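*WRKY54* (AT2G40750, chromosome 2, from 17000419 to 17002528) had 36 ± 5.9 CPM in Col-0 −AMF (SD, n = 4) and 22.2 ± 7.35 in Col-0 +AMF (SD, n = 4), a log2 fold change of −0.70 (SE 0.21, adjusted p = 0.133 from edgeR's quasi-likelihood test). Without AMF it had 23.4 ± 3.09 CPM in line 308 (SD, n = 4; log2 fold change against Col-0 −0.62, SE 0.13, adjusted p = 0.0463) and 26.4 ± 5.16 in line 310 (SD, n = 3; −0.46, SE 0.16, adjusted p = 0.406). The change in line 308 was called, and its adjusted p ran from 0.0357 without Col-0 −AMF replicate 4 to 0.129 without line 308 −AMF replicate 2.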

Other SA-related genes were placed into module R due to expression correlation at the individual sample level, but upon comparison of treatment group means matched the pattern of downregulation in module S; this included *WRKY54*, a co-regulator with *WRKY70* of SA synthesis (Chen et al. 2021b) (Fig. 4C, Online Resource 15).

Positive *IPD3*^*Min*^ correlation with modules F, G, H, and N corresponded to GO enrichment for background processes, e.g. GO:0000466, rRNA maturation (Fig. 3). These functions are essential to the organism, but limited in GO analysis from being linked to specific effects. These modules contained 4132 genes, indicating that about 10% of all gene models in the *Arabidopsis* genome were upregulated in connection to *IPD3*^*Min*^ (Online Resource 12). Module E had the strongest correlation to *IPD3*^*Min*^ expression but resulted in no significant GO term enrichment (Fig. 3A, Online Resources 12, 14). Notably, 8 of 25 genes subsequently identified as *IPD3-*responsive via differential transcription analysis in Fig. 6B belonged to module E and are discussed in later sections (Online Resource 16).

### Network analysis of *Lotus* transcriptomes

We also constructed a correlation network for *Lotus*, which is available in Online Resources 17 and 18. A distinctive feature of the *Lotus* network is that while expression of 8 modules correlated with *IPD3* genotypes and 15 modules correlated with the AMF treatment, no modules correlated with both treatments. We confirmed transcription of CSP and AMF marker genes including *CCaMK, NSP2,* and *PT4,* however, all detectable CSP genes were placed into network modules not correlated to either treatment.

### Cross-species comparison of differential transcription

The major question of our experiment was whether elements of the AMF response network are still present in the non-host Arabidopsis after the evolutionary loss of the transcription factor IPD3. To directly characterize transcript abundance changes related to the presence or absence of the respective IPD3/IPD3^Min^ versions in a manner that enables cross-comparison of species, we conducted differential transcript abundance analysis for genotype and AMF treatment in *Lotus* and *Arabidopsis*.

The question to answer in this cross-species comparison was which genes are IPD3-dependent in their response to AMF inoculation in the host plant (Lotus) and then compare it to the non-host Arabidopsis (Fig. 5A, Online Resource #19) with the goal to identify genes that still can be regulated by IPD3^Min^. Transgenic expression used to create the +IPD3^Min^ genotype in Arabidopsis introduces two additional factors which make this genotype only partially parallel to the Lotus wild type. First, the transgene is constitutively expressed under the Ubiquitin promoter and constitutively active at the protein level due to truncation of the activation domain, as opposed to inducible as in Lotus (Pimprikar et al. 2016; Singh et al. 2014). Second, Agrobacterium mediated transformation randomly inserts the transgene into different genomic locations in different independent lines, resulting in differing expression levels and potential effects on native genes (Edwards et al. 2022). To limit influence of such across-line variation, in the primary analysis we considered only those Arabidopsis DEGs independently attested for a given contrast in both transgenic lines (Fig. 5). Contrasts of individual transgenic lines 308 and 310 vs. Col-0 are provided in Online Resource 16. In the −*ipd3* genotype of *Lotus *(*cyclops-4*), AMF exposure induced only 15 DEGs (Fig. 5A contrast A), while AMF treatment of +IPD3 Lotus induced 461 DEGs (Fig. 5A, contrast B). This is consistent with prior knowledge that AM symbiosis is strongly *IPD3-*dependent (Yano et al. 2008). 

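In *cyclops-4*, AMF changed 15 of 12616 transcripts, 11 higher and 4 lower (contrast A, 3 libraries against 3, edgeR's quasi-likelihood test). In Gifu it changed 366, 258 higher and 108 lower (contrast B, 4 libraries against 4). Scaled by library size without TMM, contrast A had 12 DEGs, 7 of them higher. Of the DEGs, 6 in contrast A and 78 in contrast B overlap an annotated exon of the opposite strand. With each library left out in turn, contrast A gave from 0 DEGs, without *cyclops-4* +AMF replicate 2, to 89, without *cyclops-4* +AMF replicate 3. Without any of the *cyclops-4* −AMF libraries it gave 3. Contrast B gave from 184, without Gifu +AMF replicate 1, to 349. Fitted on every choice of 3 libraries against 3, the size of contrast A, contrast B gave from 94 to 511 DEGs with a median of 246. The choice that moved contrast A most was the spread estimate, and a common dispersion gave 159 DEGs in contrast A and 647 in contrast B.
Of the DEGs of contrast B, 278 had a mean of at least 10 counts and no overlap between the groups, which 4 libraries against 4 give by chance with a probability of 0.0286. The largest increases among them were in LotjaGi2g1v0236900.1 (chromosome 2, from 69808322 to 69811339), with 16.1 ± 12.1 CPM with AMF and 0.990 ± 1.15 without (SD, n = 4 each; log2 fold change 4.16, SE 0.64, adjusted p = 0.000746), and in LotjaGi2g1v0214300.1 (33.4 ± 11.9 and 7.16 ± 2.91 CPM; log2 fold change 2.23, SE 0.30, adjusted p = 0.00027). Of LotjaGi3g1v0493300.3, 82.5% overlaps exons of the opposite strand. It was lower with AMF by a log2 fold change of −2.87 (SE 0.49, adjusted p = 0.00203), and Gifu −AMF replicate 2 had 349 CPM with the other libraries of its group between 40.4 and 80.9. This change ran, as each library was left out, from −3.17 to −1.66. The second large decrease was in LotjaGi1g1v0613100.1 (log2 fold change −2.02, SE 0.35, adjusted p = 0.0024).

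**Figure D1:**
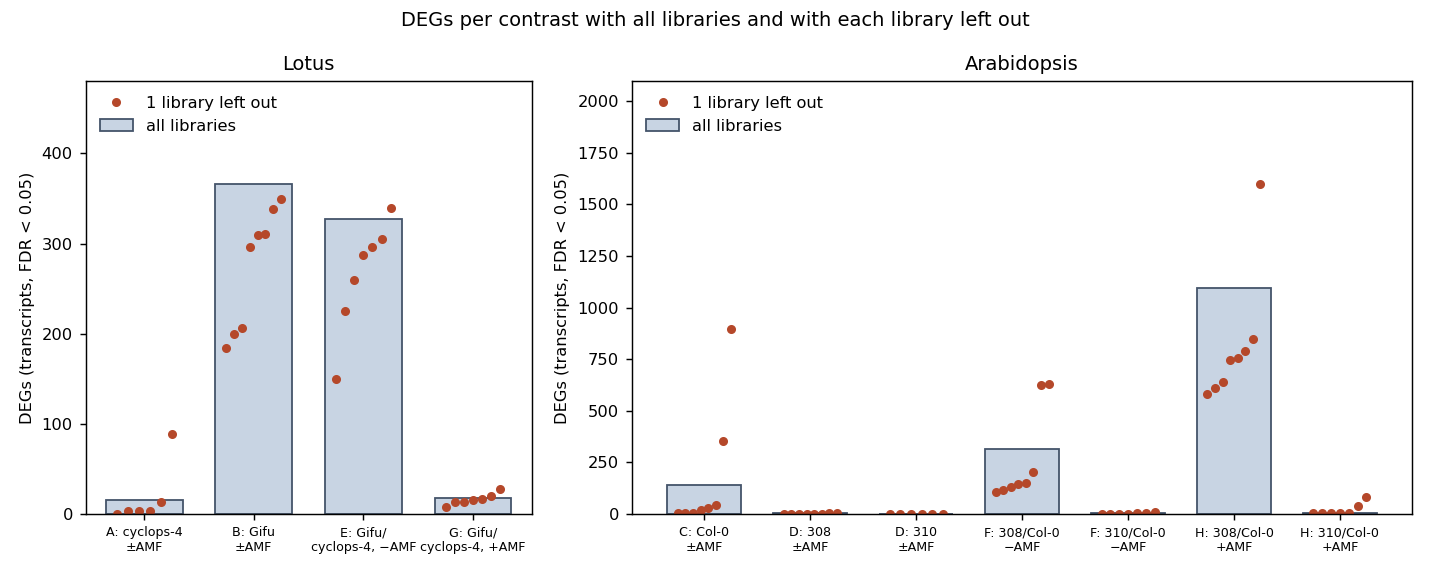
Number of DEGs per contrast in Lotus (left) and Arabidopsis (right). Bars give the number with all libraries and points the number with each library left out in turn. Contrast C ran from 3 to 897 DEGs and contrast A from 0 to 89.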

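AMF changed 141 of 16925 transcripts in Col-0, 60 higher and 81 lower (contrast C, 4 libraries against 4, edgeR's quasi-likelihood test), with 2978 at an unadjusted p under 0.05. In line 308 it changed 2, both lower (contrast D, 1477 at an unadjusted p under 0.05), and in line 310 it changed 0 (562 at an unadjusted p under 0.05). No transcript was called in both lines, with 122 at an unadjusted p under 0.05 and the same direction in both. Each of the 8 libraries moved the number in Col-0, from 3 without Col-0 −AMF replicate 3 to 897 without Col-0 +AMF replicate 1, and it was 355 without Col-0 −AMF replicate 4. In line 308 it ran from 0 to 4 (without 308 −AMF replicate 1), and in line 310 it stayed at 0. The fit on all groups of the species gave 375 DEGs in Col-0, 6 in line 308 and 2 in line 310.
Of the DEGs of Col-0, 140 had a mean of at least 10 counts and no overlap between the groups. The largest decreases among these were in AT4G08410 (chromosome 4, from 5338863 to 5341209), with 4.62 ± 3.19 CPM with AMF and 24.9 ± 7.99 without (SD, n = 4 each; log2 fold change −2.43, SE 0.45, adjusted p = 0.0398), and in AT2G03260 (log2 fold change −2.09, SE 0.40, adjusted p = 0.0452). The largest increases were in AT1G06045 (log2 fold change 2.49, SE 0.39, adjusted p = 0.0251), which overlaps an exon of the opposite strand over its whole length, and in AT5G14130 (log2 fold change 1.87, SE 0.37, adjusted p = 0.0471). In the order named, their adjusted p rose to 0.137 without Col-0 +AMF replicate 2, 0.152 without Col-0 +AMF replicate 2, 0.106 without Col-0 −AMF replicate 3 and 0.153 without Col-0 +AMF replicate 2. The DEGs of line 308 were *FKF1*, with a log2 fold change of −2.02 (SE 0.22, adjusted p = 0.026), and *PRR5* (AT5G24470, chromosome 5, from 8356204 to 8358546), with −1.02 (SE 0.13, adjusted p = 0.0497). In Col-0, *PRR5* changed by −0.82 (SE 0.12, adjusted p = 0.0202) on the log2 scale and in line 310 by −1.07 (SE 0.22, adjusted p = 1.0).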

In −*ipd3* Col-0 *Arabidopsis*, however, AMF *regulated* 497 DEGs (Fig. 5A contrast C), while AMF treatment of *+IPD3*^*Min*^* Arabidopsis regulated abundance of* only 3 transcripts (contrast D). 

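Without AMF, 327 of 12616 Lotus transcripts differed between Gifu and *cyclops-4*, 57 higher and 270 lower in Gifu (contrast E, edgeR's quasi-likelihood test), of which 54 overlap an annotated exon of the opposite strand. Their number ran from 150, without *cyclops-4* −AMF replicate 3, to 339. In Arabidopsis, 315 of 16925 transcripts differed between line 308 and Col-0 (138 higher, 177 lower) and 4 between line 310 and Col-0 (contrast F). All 4 were also called in line 308, in the same direction. *TAR1*, *CYP76C2* and AT5G39520 were higher and AT5G28335 was lower, and the identifiers without a symbol were named after their values were seen. In line 308 the number ran from 103 without Col-0 −AMF replicate 1 to 631 without 308 −AMF replicate 1, and was 624 without Col-0 −AMF replicate 4. The number called in both lines was 9 without Col-0 −AMF replicate 4, and 0 without Col-0 −AMF replicate 1 or 3 or without line 310 −AMF replicate 2 or 3. Library-size scaling without TMM moved contrast E most, to 147 DEGs. A common dispersion moved contrast F most, to 1490 in line 308 and 220 in both lines.
Of contrast E, 282 DEGs had a mean of at least 10 counts and no overlap between the groups, which 3 libraries against 4 give by chance with a probability of 0.0571. LotjaGi3g1v0320600.1 was at least 23.6-fold higher in Gifu, since every *cyclops-4* library was at or under the floor of 3 counts (adjusted p = 6.28e-10). LotjaGi3g1v0359100.1 had 147 ± 218 CPM in *cyclops-4* (SD, n = 3) and 3.26 ± 4.85 in Gifu (SD, n = 4), a log2 fold change of −5.35 (SE 0.76, adjusted p = 3.28e-05) that ran from −7.41 to −2.59 with single libraries left out. Neither overlaps an exon of the opposite strand. In line 308, the largest decreases among 297 such DEGs were in *LHB1B1* (AT2G34430, log2 fold change −3.61, SE 0.44, adjusted p = 0.00325) and *RLP23* (AT2G32680, log2 fold change −3.24, SE 0.38, adjusted p = 0.00237). AT5G09570 was at least 16.5-fold higher in line 308, with 3.54 ± 3.40 CPM (SD, n = 4; adjusted p = 0.0403).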

In -AMF *Lotus* the presence of *IPD3* in *+IPD3 Gifu* produced 338 DEGs relative to −*ipd3 cyclops-4* (Fig. 5A contrast E), while the equivalent contrast in *Arabidopsis* produced 25 DEGs (contrast F). 

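With AMF, 17 of 12616 Lotus transcripts differed between Gifu and *cyclops-4*, 11 higher and 6 lower in Gifu (contrast G, edgeR's quasi-likelihood test), of which 5 overlap an annotated exon of the opposite strand. As libraries were left out there were from 7 (without *cyclops-4* +AMF replicate 2) to 27 (without Gifu +AMF replicate 3). In Arabidopsis (contrast H), 1093 transcripts differed between line 308 and Col-0, 415 higher and 678 lower, and 5 between line 310 and Col-0. Called in both lines were 3, AT1G75945, *CYP76C2* and AT3G26740. AT1G75945 had no count in any Col-0 +AMF library and between 277 and 369 counts in each library of both lines with AMF. AT3G26740 had log2 fold changes of −1.72 in line 308 (SE 0.17, adjusted p = 0.000286) and −1.44 in line 310 (SE 0.18, adjusted p = 0.0494), and was named after its values were seen. Without Col-0 +AMF replicate 1, 80 transcripts were called in line 310 and 73 in both lines, and without line 310 +AMF replicate 3 34 in both. In line 308 the number ran from 582 (without Col-0 +AMF replicate 3) to 1599. A common dispersion gave 351 in both lines and 114 DEGs in contrast G.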

Contrast of the two genotypes under AMF treatment resulted in 38 DEGs for Lotus and 77 DEGs for Arabidopsis (Fig. 5A, contrasts G and H). This comparison showed that regulation of only 15 transcripts in Lotus were independent of IPD3 when Lotus roots were challenged with AMF in contrast to 497 genes that did not require IPD3^Min^ in Arabidopsis to be regulated in response to AMF inoculation. When we interpret these DEGs for the two Arabidopsis genotypes, it is important to keep in mind that the IPD3^Min^ protein is constitutively active and the transgene was controlled by the constitutive UBI10 promoter and therefore both highly expressed and active prior to the AMF-inoculation, unlike in *Lotus*. If IPD3-responsive genes were already regulated by constitutive IPD3^Min^ expression in *Arabidopsis*, further activation upon AMF exposure would not be expected.

**Fig. 5:**
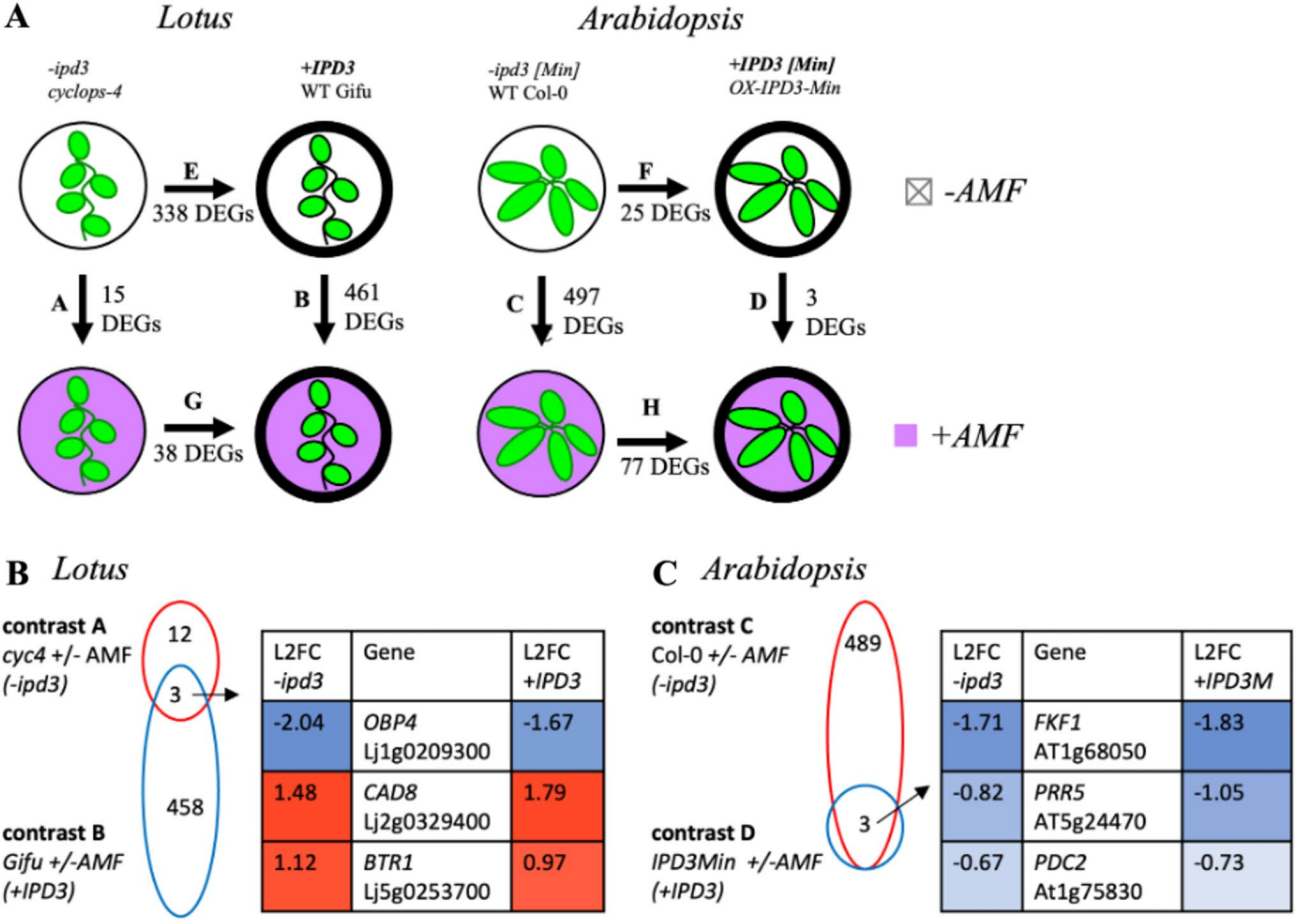
Differential transcription contrasts for *IPD3[Min]* expression with and without AMF treatment in two species. **A** Overview of all contrasts executed and number of DEGs detected. Contrast labels A–H in **B** and **C** and Fig. 6 correspond to those noted in **A**. DEGs reported for the *+IPD3Min* genotype in *Arabidopsis* are those attested in both of the individually conducted contrasts for the 2 transgenic lines 308 and 310. **B** Comparison of DEGs resulting from AMF treatment in *−ipd3* (*cyc4*) and *+IPD3* (Gifu) genotypes of *Lotus.* L2FC is Log_2_(fold change) of mean expression. **C** Comparison of DEGs resulting from AMF treatment in −*ipd3* (Col-0) and *+IPD3* (OX-*IPD3Min*) genotypes of *Arabidopsis.* Differential transcription is expressed as log_2_(fold change) (L2FC); more-positive numbers indicate higher expression and more-negative numbers indicate lower. (See Online Resource 16)

**Fig. 6:**
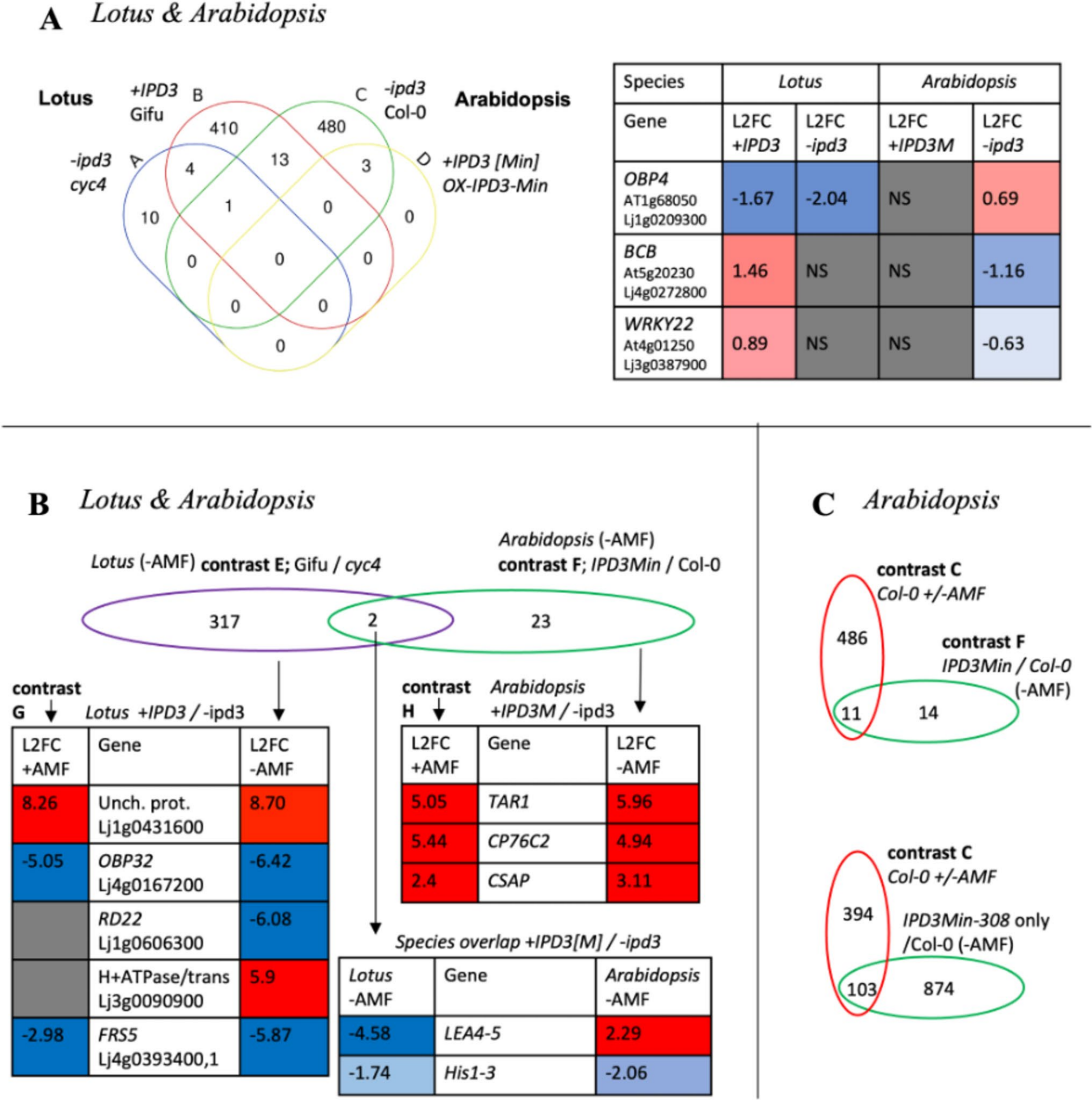
Cross-species comparison of AMF and *IPD3[Min]* responsive DEGs. **A** When the AMF-responsive DEGs within the respective +*IPD3* and −*ipd3* genotypes of *Lotus* and *Arabidopsis* are directly compared using annotated *Arabidopsis* homologs of *Lotus* genes, *OBP4* is shared by *−ipd3* Col-0 *Arabidopsis* with both *Lotus* genotypes, but oppositely regulated across species. Thirteen additional genes are shared by −*ipd3* Col-0 *Arabidopsis* and *+IPD3* Gifu *Lotus*, also with opposite regulation across species. **B** When the *IPD3-*responsive DEGs in non-AMF-treated *Lotus* and *Arabidopsis* are compared, *LEA4-5* and *His1-3* are shared across species, with *LEA4-5* being oppositely regulated. **C** When *IPD3-*responsive DEGs in non-AMF-treated *Arabidopsis* are compared to AMF-responsive DEGs in *−ipd3* Col-0 *Arabidopsis*, there is significant overlap. Eleven of 25 DEGs induced by *IPD3*^*Min*^ in both transgenic lines 308 and 310 are also induced by AMF in *−ipd3* Col-0. 103 out of 497 AMF-responsive DEGs (21%) in *−ipd3* Col-0 are also responsive to *IPD3*^*Min*^ in transgenic line 308, which has higher *IPD3*^*Min*^ expression and a larger overall DEG set. (See Online Resource 18)

Next, we asked if the genes that remained responsive to AMF in −*ipd3 Lotus* would be conserved in *Arabidopsis.* To detect candidate genes that are part of the *Lotus* AMF host response but independent of *IPD3*, we looked for overlap between AMF-responsive DEGs for both *Lotus* genotypes (Fig. 5B). 

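AMF changed 2 transcripts in both Lotus genotypes at an adjusted p under 0.05, *LjBTR1* and LotjaGi2g1v0329600_LC.1. The latter was named after its values were seen, and its log2 fold changes were 1.2 in *cyclops-4* (SE 0.19, adjusted p = 0.0165) and 1.21 in Gifu (SE 0.33, adjusted p = 0.0495 from edgeR's quasi-likelihood test). *LjOBP4* was called in *cyclops-4* only and *LjCAD8* in Gifu only. *LjOBP4* (LotjaGi1g1v0209300.1, chromosome 1, from 45895193 to 45896652), a homolog of an OBF binding protein, had 3.05 ± 0.899 CPM in *cyclops-4* +AMF and 12.6 ± 1.47 in *cyclops-4* −AMF (SD, n = 3 each; log2 fold change −2.03, SE 0.32, adjusted p = 0.0165). In Gifu it had 1.43 ± 0.803 and 4.56 ± 2.08 CPM, or 1 to 21 counts per library (SD, n = 4 each; log2 fold change −1.68, SE 0.47, adjusted p = 0.0511). *LjCAD8* (LotjaGi2g1v0329400.1, chromosome 2, from 80494021 to 80496212), a homolog of a cinnamyl alcohol dehydrogenase, had 224 ± 70.3 and 80.1 ± 28.2 CPM in *cyclops-4* (log2 fold change 1.49, SE 0.27, adjusted p = 0.0522) and 311 ± 119.8 and 90.7 ± 31.0 in Gifu (1.77, SE 0.27, adjusted p = 0.000746). *LjBTR1* (LotjaGi5g1v0253700.1, chromosome 5, from 56257442 to 56266207), a homolog of a protein that binds viral RNA, had 246 ± 28.9 and 113 ± 9.73 CPM in *cyclops-4* (1.12, SE 0.17, adjusted p = 0.0165) and 278 ± 48.0 and 144 ± 22.8 in Gifu (0.95, SE 0.20, adjusted p = 0.00996). None of these 3 homologs overlaps an exon of the opposite strand. The number shared was 33 without *cyclops-4* +AMF replicate 3 and 0 without *cyclops-4* +AMF replicate 2 or any of the *cyclops-4* −AMF libraries, and it was 81 with a common dispersion.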

Only 3 DEGs were shared: Lj1g0209300.1 (homolog of *OBF Binding Protein 4* (*LjOBP4*)); Lj2g0329400.1 (homolog of *Cinnamyl Alcohol Dehydrogenase 8* (*LjCAD8*)); and Lj5g0253700.1 (homolog of *Binding to TOMV RNA 1* (*LjBTR1*)). All of these genes were regulated in the same direction and at similar scale in both *Lotus* genotypes, suggesting they are elements of the native *Lotus* AMF response that are governed by an *IPD3-*independent mechanism. 

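Over the 366 DEGs of Gifu, the AMF response of *cyclops-4* had the same direction in 232, or 63.4%. The correlation of the responses across these transcripts was 0.27, with a jackknife SE over libraries of 0.51. It was −0.03 without *cyclops-4* +AMF replicate 1 and 0.58 without *cyclops-4* −AMF replicate 3. Transcripts are not independent replicates. In the direction of the Gifu response, the median log2 response of *cyclops-4* was 0.23 against a median size of 1.14 in Gifu, where the transcripts had been selected for their change. The DEGs include transcripts that overlap an exon of the opposite strand. Among the 19 transcripts with a different AMF response in the genotypes there was none of *LjOBP4*, *LjCAD8* and *LjBTR1*. From their equal direction and similar size, the paper proposes that an IPD3-independent mechanism governs them.

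**Figure D2:**
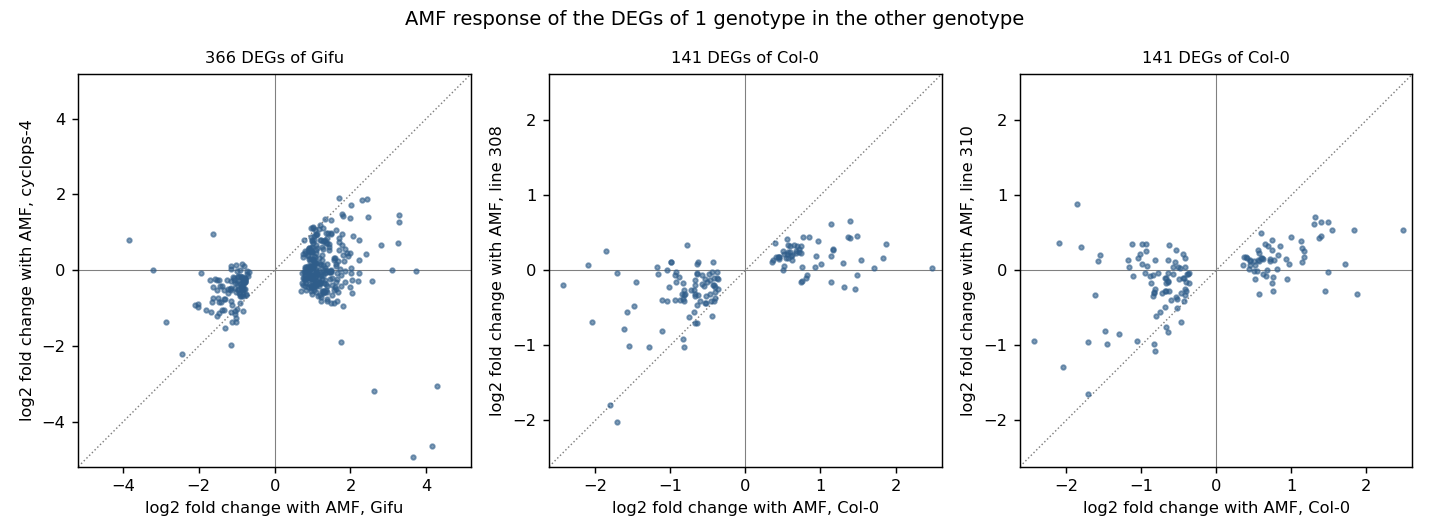
Log2 fold change with AMF in the other genotype against that in the genotype whose DEGs are shown, for 366 DEGs of Gifu in *cyclops-4* (left) and 141 DEGs of Col-0 in line 308 (middle) and line 310 (right). Each point is a transcript and the dotted line marks equal changes. Across transcripts r is 0.27, 0.63 and 0.50, and some of the farthest points rest on counts at or under 3 in a group.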

Despite *IPD3's* effect on the scale of AMF response in *Lotus, IPD3*^*Min*^ expression in *Arabidopsis* did not enable any new AMF-responsive DEGs, and the scale of response to AMF was much larger in the *−ipd3* Col-0 genotype than in *IPD3*^*Min*^ (Fig. 5C).

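Over the 141 DEGs of Col-0, the AMF response of line 308 had the same direction in 123 (87.2%) and that of line 310 in 102 (72.3%). The jackknife SE over libraries of the correlation across these transcripts was 0.18 for line 308 and 0.49 for line 310. With single libraries left out, the correlation ran from 0.49 to 0.73 and from 0.09 to 0.68. In the direction of the Col-0 response, the median log2 response was 0.22 in line 308 and 0.14 in line 310 against a median size of 0.73 in Col-0, where the transcripts had been selected. *PDC2* (AT5G54960, chromosome 5, from 22310553 to 22312832), which encodes a pyruvate decarboxylase, had log2 fold changes with AMF of −0.67 (SE 0.12, adjusted p = 0.0379) in Col-0, −0.70 (SE 0.13, adjusted p = 0.195) in line 308 and −0.76 (SE 0.12, adjusted p = 0.536 from edgeR's quasi-likelihood test) in line 310. From the DEG numbers, the paper concludes that the scale of the AMF response was much larger in Col-0 than in the *IPD3* Min lines.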

We then looked for overlaps in DEGs for AMF response between both genotypes of both species (Fig. 6). 

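*OBP4* (AT5G60850, chromosome 5, from 24480291 to 24482163), an OBF binding protein, had 95.9 ± 18.1 CPM in Col-0 with AMF and 59.3 ± 12.7 without (SD, n = 4 each). The log2 fold change was 0.69 (SE 0.17, adjusted p = 0.0888 from edgeR's quasi-likelihood test), so it was not called, while every library with AMF lay above every library without (exact permutation test, two-sided, p = 0.0286, the smallest possible). Without Col-0 +AMF replicate 1 the adjusted p was 0.0247, and without other single libraries it rose to at most 0.227.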

For direct cross-species comparisons *Lotus* genes were labeled with their closest *Arabidopsis* homologs as recorded in genome annotations; total DEG count for AMF response of Gifu was slightly reduced due to exclusion of 33 genes without an annotated *Arabidopsis homolog* (Online Resource 19)*.* One of the 3 *IPD3-*independent genes characterized in Fig. 5B as a member of the *IPD3*-independent *Lotus* AMF response, *OBP4* (*Lj1g0209300*; *At1g68050*), was also shared with the AMF response of Col-0 *Arabidopsis* (Fig. 6A). *OBP4* is a transcription factor that negatively regulates lateral root and root hair development in response to nitrate and abscisic acid (Ramirez‐Parra et al. 2017; Rymen et al. 2017; Xu and Cai 2019). Interestingly, *OBP4* was upregulated in the AMF response of *Col-0 Arabidopsis*, but downregulated in *Lotus*. 

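The sign of the change of *OBP4* with AMF held in every fit with a library left out, with log2 fold changes from 0.55 to 0.79 in Col-0. Those of the Lotus homolog *LjOBP4*, which overlaps no exon of the opposite strand, ran from −2.20 to −1.8 in *cyclops-4* and from −1.97 to −1.38 in Gifu. The groups of *LjOBP4* did not overlap in *cyclops-4* (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow) and overlapped in Gifu (exact p = 0.0571).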

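In line 308, *OBP4* had 71.3 ± 10.7 CPM with AMF and 58.3 ± 15.6 without (SD, n = 4 each), a log2 fold change of 0.29 (SE 0.17, adjusted p = 0.67 from edgeR's quasi-likelihood test). In line 310 it had 74.4 ± 16.1 and 70.7 ± 6.85 CPM (SD, n = 3 each), a log2 fold change of 0.08 (SE 0.16, adjusted p = 1.0) that ran from −0.07 without line 310 +AMF replicate 1 to 0.23. Neither change was larger than the spread between libraries.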

*OBP4* was not differentially regulated in *IPD3*^*Min*^ plants.

In addition to *OBP4*, 13 genes were differentially regulated in response to AMF in Gifu *Lotus* and Col-0 *Arabidopsis*, but not *cyclops-4 Lotus* or *IPD3*^*Min*^* Arabidopsis* (Fig. 6A, Online Resource 19). 

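In Col-0, *BCB* (AT5G20230, a blue copper binding protein, chromosome 5, from 6826365 to 6827748) had 6.24 ± 2.33 CPM with AMF and 13.9 ± 5.26 without (SD, n = 4 each; log2 fold change −1.15, SE 0.31, adjusted p = 0.104 from edgeR's quasi-likelihood test). Its homolog in Gifu (LotjaGi4g1v0272800.1) had 46.6 ± 13.3 and 17.2 ± 2.87 CPM (SD, n = 4 each; log2 fold change 1.45, SE 0.22, adjusted p = 0.000746). *WRKY22* (AT4G01250, chromosome 4, from 522530 to 524249) had 12.7 ± 1.75 and 19.6 ± 1.52 CPM in Col-0 (log2 fold change −0.63, SE 0.12, adjusted p = 0.0429), and its homolog in Gifu (LotjaGi3g1v0387900.1) 17.5 ± 1.32 and 9.30 ± 3.03 (0.87, SE 0.24, adjusted p = 0.0446). The homologs overlap no exon of the opposite strand. The adjusted p of *WRKY22* rose to 0.148 without Col-0 +AMF replicate 2 and, in Gifu, to 0.142 without Gifu −AMF replicate 4, and that of *BCB* in Col-0 was 0.0247 without Col-0 +AMF replicate 1. In *cyclops-4* the log2 fold changes were 0.52 (SE 0.32, adjusted p = 0.877) and −0.04 (SE 0.24, adjusted p = 0.994). In line 308, *BCB* changed by −0.09 (SE 0.18) and *WRKY22* by 0.11 (SE 0.14) on the log2 scale, and in line 310 by 0.19 (SE 0.25) and 0.34 (SE 0.15), with none called. The change of *BCB* in line 310 was −0.02 without line 310 −AMF replicate 2, and that of *WRKY22* in line 308 was −0.01 without line 308 +AMF replicate 4.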

In most of these genes, as for *OBP4*, the direction of regulation was reversed between species, including the next two most strongly regulated, multi-stress-responsive *Blue Copper Binding Protein* and pathogen response-related *WRKY22* (Fig. 6A). Consistent with defense effects of AMF observed in the network analysis, *WRKY22*, which was downregulated in *Arabidopsis*, is implicated in systemic acquired resistance and is characterized as a positive regulator of the SA pathway in SA-JA defense crosstalk (Kloth et al. 2016).

We also compared the effect of *IPD3* presence and absence across the two species in the absence of AMF treatment. 

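The genes that Fig. 6B lists for both species are *LEA4-5* and *HIS1-3*. Of these, *LEA4-5* was called in line 308 −AMF against Col-0 −AMF (adjusted p = 0.0393 from edgeR's quasi-likelihood test) but not in line 310 (adjusted p = 0.257), and *HIS1-3* in neither line (adjusted p = 0.0578 and 0.261). Col-0 −AMF replicate 4 had 5.62 CPM of *LEA4-5* and the other 3 libraries between 0.846 and 1.27. Without it, *LEA4-5* had an adjusted p of 0.000139 in line 308 and 0.000945 in line 310. In the other direction, the adjusted p of *LEA4-5* rose to 0.127 without Col-0 −AMF replicate 1 and 0.721 without line 310 −AMF replicate 2.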

Two genes differentially transcribed in +*IPD3 Lotus* relative to *−ipd3 Lotus* were also differentially transcribed in *+IPD3*^*Min*^* Arabidopsis* relative to *−ipd3* (Fig. 6B). Of these, osmotic stress responsive *Late Embryogenesis Abundant 4–5* was strongly downregulated by the presence of *IPD3* in *Lotus* but upregulated by the presence of *IPD3*^*Min*^ in *Arabidopsis*, while drought stress responsive *Histone H1-3* was downregulated in both species by the presence of respective *IPD3* versions.

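*LEA4-5* (AT5G06760, chromosome 5, from 2089445 to 2090430) had 11.2 ± 2.23 CPM in line 308 −AMF (SD, n = 4), 10.5 ± 0.489 in line 310 −AMF (SD, n = 3) and 2.20 ± 2.29 in Col-0 −AMF (SD, n = 4), with log2 fold changes of 2.36 (SE 0.49) and 2.24 (SE 0.53). Every library of both lines lay above every Col-0 library (exact permutation test, two-sided, p = 0.0286 for line 308 and 0.0286 for line 310). *HIS1-3* (AT2G18050, chromosome 2, from 7845999 to 7847031) had few counts, with 0.248 ± 0.0718 CPM in line 308, 0.210 ± 0.0698 in line 310 and 0.976 ± 0.449 in Col-0, or 2 to 21 counts per library. Its log2 fold changes were −1.94 (SE 0.45) and −2.18 (SE 0.53). It has 2 annotated transcripts, and read pairs shared by them were not counted, so its expression may be higher than these counts. The Lotus homologs of these genes were not analysed here.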

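In the comparisons of genotypes without AMF, 1506 transcripts had an unadjusted p under 0.05 between Gifu and *cyclops-4* (edgeR's quasi-likelihood test), including transcripts that overlap an exon of the opposite strand. Between line 308 and Col-0 there were 3100, and between line 310 and Col-0 1714. The share of the DEGs that were higher with IPD3 was 17.4% in Lotus and 43.8% in line 308.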

Beyond specific genes, a shared and unexpected feature of the *+IPD3/−ipd3* contrast in both species was a pattern of many differentially expressed genes resulting from manipulation of IPD3 even in the absence of AMF (Figs. 5A, 6B). Many of the affected genes are related to biotic and abiotic stress. These included strong downregulation in *Lotus* of *Lj4g0393400.1* and *Lj1g0155200_LC.1,* both of which are homologs of *AtFRS5*, a gene involved in linking light perception to stress and pathogen defense via JA, and upregulation of *Lj4g0167200.1*, a homolog of the *AtJASSY* JA biosynthesis enzyme (Ma and Li 2018; Guan et al. 2019). 

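LotjaGi4g1v0393400.1 (chromosome 4, from 77169038 to 77172455), the first of the *AtFRS5* homologs, had no count in any Gifu −AMF library and 2.65 ± 0.946 CPM in *cyclops-4* −AMF (SD, n = 3). It was at least 2.33-fold lower in Gifu against the floor of 3 counts (adjusted p = 0.0031 from edgeR's quasi-likelihood test). The second, LotjaGi1g1v0155200_LC.1 (chromosome 1, from 27537007 to 27540396), had 0.446 ± 0.445 CPM in Gifu (SD, n = 4) and 9.67 ± 0.349 in *cyclops-4* (SD, n = 3), at least 8.49-fold lower in Gifu (adjusted p = 1.48e-06). The *AtJASSY* homolog LotjaGi4g1v0167200.1 (chromosome 4, from 31860806 to 31865205) had no count in Gifu −AMF and 3.86 ± 2.71 CPM in *cyclops-4* −AMF (SD, n = 3), so it was at least 3.39-fold lower in Gifu (adjusted p = 0.000931), and with AMF at least 4.07-fold lower (adjusted p = 0.00756). LotjaGi1g1v0606300.1, which Fig. 6B labels RD22, was at least 2.56-fold lower in Gifu without AMF (adjusted p = 0.0073, and up to 0.0995 without *cyclops-4* −AMF replicate 2). Without AMF, all of these rest on at most 28 counts per library. None overlaps an exon of the opposite strand, which cannot show that the counts come from these genes if the strand setting was wrong.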

The top most strongly regulated gene that was dependent on the presence of *IPD3* in *Lotus* was *Lj1g0431600.1*; its homolog *Lj1g0070100.1* was also upregulated, with an average L2FC of 7.14. These genes are homologous to an uncharacterized MYB/SANT transcription factor in *Arabidopsis*, *At2g24960.2*. 

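LotjaGi1g1v0431600.1 (chromosome 1, from 92646459 to 92650965) had 19.0 ± 5.79 CPM in Gifu −AMF (SD, n = 4) and no count in any *cyclops-4* library. Against the floor of 3 counts it was at least 17.3-fold higher in Gifu without AMF (adjusted p = 3.79e-09 from edgeR's quasi-likelihood test) and at least 12.8-fold higher with AMF, where Gifu had 13.9 ± 3.75 CPM (adjusted p = 5.3e-05). LotjaGi1g1v0070100.1 (chromosome 1, from 9941383 to 9945355) had 2.31 ± 0.422 CPM in Gifu −AMF and no count in *cyclops-4* −AMF, at least 2.10-fold higher (adjusted p = 0.00536). Neither transcript overlaps an exon of the opposite strand. Their Arabidopsis homolog AT2G24960.2, 20.4% of whose exon length does, was not called in line 308 (log2 fold change −0.15, SE 0.28, adjusted p = 0.824) or line 310 (−0.17, SE 0.24, adjusted p = 0.839), and without Col-0 −AMF replicate 4 the changes were 0.02 and 0.02.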

In *Arabidopsis*, *IPD3*^*Min*^ expression also resulted in strong upregulation of genes related to JA pathogen response and auxin signaling including *Cytochrome P450 76C2* and *Tryptophan Aminotransferase Related 1* (Fig. 6B) (Lorenzo et al. 2003; Stepanova et al. 2008). 

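*CYP76C2* had 24.3 ± 3.19 CPM in line 308 −AMF (SD, n = 4), 28.2 ± 10.6 in line 310 −AMF (SD, n = 3) and 0.842 ± 1.04 in Col-0 −AMF (SD, n = 4). The log2 fold changes were 4.85 (SE 0.48, adjusted p = 0.000997) and 5.05 (SE 0.59, adjusted p = 0.0485 from edgeR's quasi-likelihood test), the latter with an adjusted p of up to 0.33 without Col-0 −AMF replicate 1. With AMF they were 5.34 (SE 0.33, adjusted p = 2.52e-05) and 5.55 (SE 0.51, adjusted p = 0.00493). Col-0 −AMF replicate 4 had 2.38 CPM and the other 3 between 0.211 and 0.564. *TAR1* (AT1G23320, chromosome 1, from 8273423 to 8275350) had 3.37 ± 0.510 CPM in line 308 and 2.29 ± 0.243 in line 310 without AMF, while every Col-0 −AMF library was at or under 3 counts, so it was at least 15.7-fold and 10.7-fold higher (adjusted p = 0.00016 and 0.0118). With AMF, the log2 fold change of *TAR1* was 5.36 (SE 0.54, adjusted p = 0.000292) in line 308 and 4.74 (SE 0.81, adjusted p = 0.152) in line 310.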

Notably, both of these genes were included in module E of the network analysis, which had the strongest correlation to quantitative *IPD3*^*Min*^ expression (Online Resource 16).

While the differential response to AMF was nearly eliminated in *−ipd3 Lotus*, 337 Differentially Expressed Genes (DEGs) respond to *IPD3* in the contrast of *+IPD3* and *−ipd3 Lotus* without AMF inoculation (Fig. 5A). 135 of these DEGs resulting from knockout of *IPD3* in the absence of AMF treatment, were also found among DEGs resulting from AMF treatment of Gifu plants, accounting for 29% of the wildtype *Lotus* AMF response (Online Resource 19). Thus, although AMF-responsive upregulation of genes by IPD3 is known to be essential for normal AM function, its deletion also appears to partially replicate the AM response under the conditions of this experiment. This suggests that *IPD3* in *Lotus* may act as a context-dependent transcriptional repressor of a portion of its own targets.

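Of the 366 DEGs of the AMF response in Gifu, 131 (35.8%) were also among the 327 DEGs between Gifu and *cyclops-4* without AMF, and all of these changed in the same direction with AMF as with loss of IPD3. They include transcripts that overlap an exon of the opposite strand. Both contrasts use the same 4 Gifu −AMF libraries. In 20 simulations, unchanged groups and their control were all drawn from the means of the Gifu −AMF libraries. They shared 0 DEGs, with at most 2 called in either contrast. Such a control holds no library that stands apart, and so few calls leave little room for an overlap. In these simulations, the log2 fold changes of the contrasts across transcripts, as Gifu +AMF and *cyclops-4* −AMF enter with opposite signs, had a median r of −0.47, from −0.49 to −0.44, against −0.51 observed. Transcripts are not independent replicates. With separate pairs of Gifu −AMF libraries for each contrast, the 6 such splits shared a median of 33.5 DEGs, from 19 to 47, and with the same pair for both contrasts 44.5, from 22 to 68. The overlap was 67 without *cyclops-4* −AMF replicate 3, 81 without Gifu +AMF replicate 1 and at most 146 without any other library. Library-size scaling without TMM moved it to 48. From the overlap, the paper proposes that IPD3 acts as a context-dependent repressor of part of its own targets.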

A similar pattern is present in *Arabidopsis*, where 11 of 25 genes (44%) differentially expressed in response to *IPD3*^*Min*^ in the absence of AMF treatment were also induced by AMF treatment of Col-0 plants (Fig. 6C). These genes included, for example, the *FKF1* circadian clock gene identified in Fig. 5C as well as in the *IPD3-Min* responsive circadian clock module of the correlation network (Figs. 4, 5) (Online Resource 19). 

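No transcript was called both in the AMF response of Col-0 and in both *IPD3* Min lines without AMF. At an unadjusted p under 0.05 in all 3 contrasts, with the same direction in both lines, there were 440. The overlap was 2 without Col-0 −AMF replicate 4 and 1 without Col-0 +AMF replicate 1. It was 8 in the fit on all groups and 151 with a common dispersion. Both contrasts use the same Col-0 −AMF libraries.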

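*FKF1* was among the 19 transcripts called both with AMF in Col-0 and in line 308 −AMF, together with *GIGANTEA*, *APRR1*, *PRR5* and *WRKY22*. In line 310 −AMF it was not called (edgeR's quasi-likelihood test), and its adjusted p ran from 0.1 without Col-0 −AMF replicate 4 to 0.723 without line 310 −AMF replicate 2. Under the other alternative settings, its adjusted p in line 310 ran from 4.8e-10 to 0.244.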

In transgenic line 308 where higher *IPD3*^*Min*^ expression corresponds to a larger absolute number of DEGs (Fig. 5A, Online Resource 9), this effect is much larger. 

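Of the DEGs of the AMF response in Col-0, 13.5% were also called between line 308 and Col-0 without AMF, all in the same direction in both contrasts. The number shared was 98 without Col-0 +AMF replicate 1, 83 without Col-0 −AMF replicate 4, and 0 without Col-0 +AMF replicate 2 or Col-0 −AMF replicate 3. A common dispersion gave 531. In 20 simulations, unchanged groups and their control were all drawn from the means of the Col-0 −AMF libraries. There, 0 DEGs were shared with at most 2 called in a contrast, so this overlap decides little. Across transcripts r had a median of 0.50, from 0.47 to 0.54, against 0.45 observed. Transcripts are not independent replicates. With separate pairs of Col-0 −AMF libraries for each contrast, the 6 splits shared a median of 0 DEGs and at most 1, and with the same pair for both contrasts a median of 0.5 and at most 5. Among the 141 transcripts with the smallest p in contrast C in each of these fits, a measure chosen after the data were seen, the median share that moved in the same direction was 67.4% with separate pairs and 87.6% with the same pair.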

The no-AMF contrast of *IPD3*^*Min*^*-308* vs Col-0 recapitulates differential regulation of 103 of the 497 (21%) AMF-responsive DEGs in Col-0 (Fig. 6C). These results confirm evidence in the correlation network that effects of *IPD3*^*Min*^ expression in *Arabidopsis* overlap partially with the AMF response*.* They indicate that while the nature of the response may differ*,* expression of constitutively activated *IPD3* in *Arabidopsis* can activate the transcriptional response to AMF even in the symbiont's absence, much as it does in AM host plants (Singh et al. 2014).

While the detailed comparisons of DEGs provide interesting insight into those genes and pathways that are apparently dependent on IPD3 activation in Lotus for a response to AMF challenge, the conservation of genes regulated by the constitutive expression of the DNA binding domain of IPD3 (IPD3^Min^) in Arabidopsis shows that there is still a set of genes regulated by this domain. While we used a conservative approach by only considering those DEGs that were regulated in both transgenic lines, the differential gene expression in the respective individual transgenic lines by IPD3^Min^ was much larger and can provide targets for further studies.

## Discussion

We successfully expressed *IPD3*^*Min*^, the DNA binding domain of the AM symbiosis-essential transcription factor IPD3, in the nonAM host plant *Arabidopsis* which lost both the AM trait and *IPD3* about 60–70 million years ago (Hohmann et al. 2015; Radhakrishnan et al. 2020). To understand the impact of *IPD3*^*Min*^ on remaining genetic pathways and biotic interactions, we compared the response of *Arabidopsis* genotypes to AMF inoculation, as well as the AM host plant *Lotus* and its *ipd3* mutant *cyclops-4*. Our results indicate that despite the long intervening period as a nonAM plant and the further loss of related genes, expressing *IPD3*^*Min*^ in *Arabidopsis* resulted in phenotypic and transcriptional effects. The preservation of molecular connections for *IPD3* raises the prospect of re-wiring nonAM plants to restore AM symbiosis, with applications in agriculture (French 2017; Lynch 2019). Although they are a phylogenetic minority, nonAM crops are responsible for almost half a billion metric tons of agricultural harvest every year (Hornstein 2022). With reported yield increases from mycorrhizae of 20–100% in various host crops, significant economic advantages could result if these benefits can be conferred on nonAM crops (Eo and Eom 2009; Pellegrino et al. 2015; Berruti et al. 2016)*.* In 2021, such an increase in US canola alone would have resulted in an additional 250,000–1.25 million metric tons of harvest worth 175–870 million dollars (USDA NASS 2022).

We also found evidence that *IPD3* may be subject to targeted regulation in *Arabidopsis*. Two full-length versions of *IPD3* transgenically expressed in *Arabidopsis* could not be detected at the protein level, while IPD3^Min^ was successfully expressed in roots and shoots (Figs. 2, S1). This suggests *IPD3* may be subject to silencing or degradation specific to the N-terminal portion excluded from IPD3^Min^. In prior work, we attempted to express *IPD3*^*Mt*^ and *IPD3*^*S50D*^ in the oilseed crop *Camelina sativa*, and observed low expression levels in multiple independent lines, consistent with evidence in the present study for silencing of these constructs in *Arabidopsis* (Hornstein 2022). We have also observed potentially deleterious effects for *IPD3*^*S50D*^ in *Camelina.* T1 transformants were repeatedly lost to severe fungal infections, and later generations produced unusual dwarfed growth phenotypes at nonmendelian ratios (Hornstein and Sederoff unpublished). It is possible that both the present study and past work in *Camelina* were biased by survivorship of T1 individuals which avoid a deleterious effect due to silencing.

Mechanisms for functional AM go beyond the CSP to essential plant functions including lipid biosynthesis, membrane and vesicle functions, nutrient transport, and defense (Wang et al. 2012; Behie and Bidochka 2014; Luginbuehl et al. 2017). Although symbiosis-specific genes that affect these functions in AM hosts have been lost in nonAM species, most belong to families with non-symbiosis-specific members that have similar molecular functions. In our experiment we observed *IPD3-*independent upregulation of lipid and 2-MAG biosynthesis genes in response to AMF in *Arabidopsis* (Figs. 3, 4)*.* Activation of 2-MAG biosynthesis via *RAM1* and *RAM2* is well-characterized as an essential feature of AM symbiosis that strictly depends on *IPD3* in host species (Wang et al. 2012; Gobbato et al. 2013; Pimprikar and Gutjahr 2018). In our results, 2-MAG-related transcription appeared to occur in response to AMF, but by action of related genes which are not symbiosis-specific (Yang et al. 2010, 2012b). Given that AMF was the only microbe tested, the biotic interaction terms and linkage to phosphate starvation as shown in the WGCNA and GOterm analysis may represent a generalized microbial response consistent with known effects in Arabidopsis (Finkel et al. 2019). In the context of engineering AM as an agriculturally useful trait, this raises the interesting possibility that non-symbiosis-specific genes retained in nonAM plants can be recruited to perform symbiotic functions (Hornstein and Sederoff 2023).

Figure 7 lays out the main findings of this study in relation to the canonical knowledge of *IPD3*’s role in AM. In *Arabidopsis, IPD3*^*Min*^ plants showed a > 99% reduced transcriptional response to AMF compared to wild type (Fig. 5). This is in part because *IPD3*^*Min*^ expression places plants in an AMF-exposure-like transcriptional state prior to actual exposure to the fungus (Fig. 6C). This is reminiscent of results in symbiosis models where expression of phosphomimic *IPD3* leads to a constitutive symbiotic response in the absence of biotic stimulus (Singh et al. 2014; Gobbato 2015). Our results suggest that although the nature of the transcriptional response may differ, *IPD3*^*Min*^ acts analogously in *Arabidopsis* by activating the native AMF response even in the absence of the fungus. In *Lotus*, surprisingly, we found that −ipd3 knockout was associated with a similar priming effect. The AMF response in this *Lotus* genotype is ~ 90% reduced in our experiment, consistent with canonical understanding of *IPD3* (Yano et al. 2008; Pimprikar et al. 2016). However, in our experiment this was partly because a set of genes in uninoculated plants is regulated similarly upon *ipd3* knockout and AMF exposure (Fig. 5). This suggests IPD3 may have an unrecognized function as a direct or indirect repressor of some of its own targets.

**Fig. 7:**
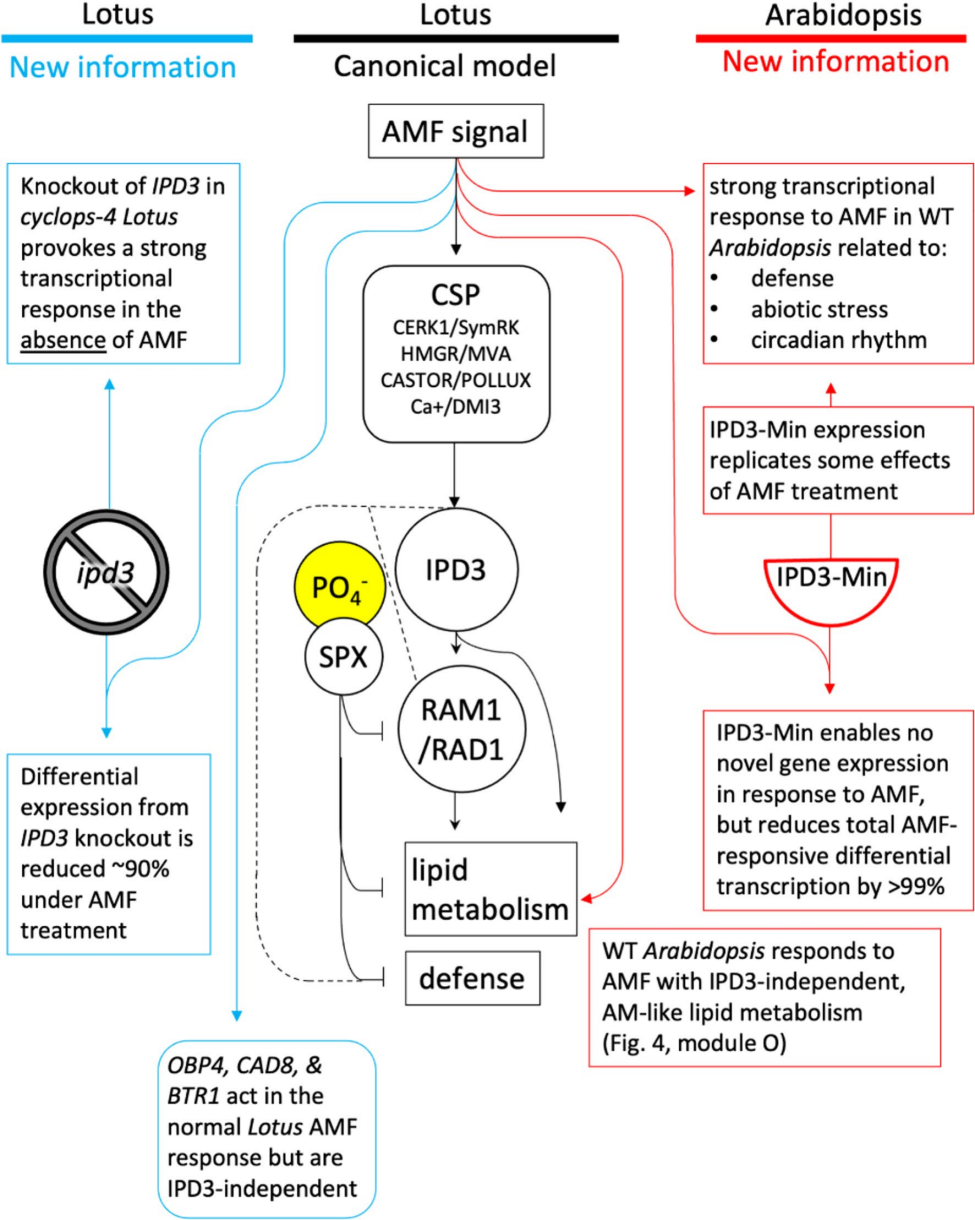
Novel roles for *IPD3* and responses to AMF in *Arabidopsis* and *Lotus*. In *Lotus*, we add to the current understanding of *IPD3* by showing that its knockout has a large effect even in the absence of AMF, and that the reduction in overall scale of AMF response in the *cyclops-4* genotype is due to a surprising partial replication of AMF-exposure-like transcription. In *Arabidopsis* we find evidence that AM-related lipid metabolism is altered by AMF independently of *IPD3* and despite the plant's nonAM status. Expression of *IPD3*^*Min*^ vastly reduced the amount of AMF-responsive differential expression in *Arabidopsis*, but not because *IPD3*^*Min*^ has little effect. *IPD3*^*Min*^ expression results in many differentially expressed genes in the absence of AMF, and the response to AMF in transgenic plants is small at least in part because many of the DEGs acting in the wild type *Arabidopsis* AMF response are similarly regulated in *IPD3*^*Min*^ transgenics even before AMF treatment is applied. Genes affected by *IPD3*^*Min*^ in *Arabidopsis* relate to functions including abiotic stress, pathogen defense, and circadian rhythm

The striking inverse effects in *Lotus* and *Arabidopsis* also highlight two limitations of our results for drawing comparisons between the two species and with prior work. First, the *IPD3* genotypes across the two species are not identical. The native *LjIPD3/CYCLOPS* gene in *Lotus* encodes a protein product that undergoes extensive protein-protein interactions and requires phosphorylation for activation, while the IPD3^Min^ protein we used in *Arabidopsis* is constitutively active (Yu et al. 2014; Singh et al. 2014; Pimprikar et al. 2016; Jin et al. 2016, 2018). Second, the effects we observed for AMF interaction may be specific to the early time point sampled in this study (48 h). We selected an early time point for the whole experiment because *Arabidopsis* cannot sustain AMF in monoxenic culture, but most studies allow interaction with AMF on the scale of weeks to establish mature colonization; earlier stages can involve rapidly shifting responses not seen later (Siciliano et al. 2007; Genre et al. 2008; Gutjahr et al. 2009; Handa et al. 2015; Nanjareddy et al. 2017; Prihatna et al. 2018). An idealized experiment might use *cyclops-4 Lotus* rescued by expression of *IPD3*^*Min*^, and a nurse-pot colonization system to support *Arabidopsis* AM colonization (Veiga et al. 2013; Fernández et al. 2019).

Prior studies in AM model plants at this early phase of colonization have found 20–650 DEGs in response to AMF treatment, germinated spore exudates, and various AM signal molecules at timepoints from 6 h to 48 days from contact (Czaja et al. 2012; Hohnjec et al. 2015; Giovannetti et al. 2015; Siciliano et al. 2007). Importantly, CSP gene knockout has previously been found to significantly alter the AMF (and nodulating rhizobacteria) response even at this early time point (Hohnjec et al. 2015; Høgslund et al. 2009). However, early-stage results in this experiment should also be viewed in recognition of the fact that late-stage colonization of AM host plants, as well as nurse-pot supported late-stage colonization of *Arabidopsis*, implicate much larger plant gene sets in the AM relationship (Fernández et al. 2019).

One area where *IPD3*^*Min*^ expression duplicates the effect of AMF treatment is downregulation of circadian clock genes that result in delayed flowering (Fig. 4) (Sawa et al. 2007; Para et al. 2007; Niinuma et al. 2008; Shim et al. 2017). This gene regulation may explain the delayed flowering phenotype in *IPD3*^*Min*^ transgenic *Arabidopsis* seen in our experiment if the root transcriptome effect extends to aboveground tissue (Figs. 1, S1). AM symbiosis affects flowering time in host plants, and the circadian clock is implicated in maintenance of the symbiosis itself as well as AM-mediated abiotic stress resistance (Hernandez and Allen 2013; Lee et al. 2019; Bennett and Meek 2020; Liu et al. 2022). In *Arabidopsis*, circadian rhythm genes are also known to act in microbiome construction, pathogen defense, development, and abiotic stress (Lee et al. 2005; Nakamichi et al. 2016; Newman et al. 2022; Xu et al. 2022; Singh 2022a, b). Remarkably, in mosses, the sole group of nonAM plants that retain CSP genes, *IPD3* specifically has been shown to mediate a stress-responsive reproductive transition (Kleist et al. 2022).

In uninoculated plants, two DEGs result from the respective *+IPD3/−ipd3* contrasts in both *Arabidopsis* and *Lotus*: *LEA4-5* and *HIS1-3* (Fig. 6B). Both of these genes are associated with response to abiotic stress including drought, heat, and cold (Dalal et al. 2009; Olvera-Carrillo et al. 2010; Rutowicz et al. 2015). *HIS1-3* is downregulated in the *+IPD3* genotype of both species, and *LEA4-5* is upregulated in *Arabidopsis* but downregulated in *Lotus* (Fig. 6).

A molecular function in stress response would subject *IPD3* to selection on factors unrelated to its role in AM symbiosis, and might help explain both the reasons for this gene’s loss in nonAM species, and its presence in charophyte ancestors of land plants long before the existence of AM symbiosis (Delaux et al. 2015; Delaux and Schornack 2021).

We also identified AMF and *IPD3-Min*-responsive downregulation of *Arabidopsis* genes involved in salicylic acid-mediated defense (Fig. 4C). Reduced transcription of *WRKY70*, *WRKY54*, and *PR5* by *IPD3*^*Min*^ in the absence of AMF suggests that plants expressing *IPD3*^*Min*^ have reduced baseline levels of SA-mediated defense to biotrophic pathogens (Glazebrook 2005; Blanco et al. 2005; Li et al. 2006; Yang et al. 2012a). Early AM colonization of host plants can involve a transient increased defense response followed by reduction, while *Arabidopsis* shows an early symbiosis-like response to AMF, followed by a strong defensive response under forced long-term interaction (Giovannetti et al. 2015) (Fernández et al. 2019; Cosme et al. 2021). While AM can confer resistance to pathogens and insects, genes acting in AM also enable infection by some pathogens (Wang et al. 2012; Siebers et al. 2016; Ried et al. 2019; Chen et al. 2021a; Dey and Ghosh 2022). The full mechanisms for such effects are not known, but comport with our evidence for perturbation of *Arabidopsis* defenses by a nominally AM-specific gene.

Recently, significant portions of the AMF genetic network were revealed to be under control of the phosphate-stress-responsive PHR-SPX system, which is conserved in *Arabidopsis* (Shi et al. 2021, 2022). In *Arabidopsis*, PHR also regulates the microbiome by reducing plant defenses when phosphate is low, resulting in recruitment of beneficial microbes (Finkel et al 2019; Martin-Rivilla et al. 2019; Castrillo et al 2017; Cho et al. 2013; Kotchoni and Gachomo 2006; Dangl 1998). Given knowledge that both AM and non-AM microbial relations are part of the PHR-regulated phosphate response network, it is possible that the *IPD3*^*Min*^ effect in our experiment relates to conserved, non-AM-specific points of crosstalk with defense and symbiosis (Fig. 7).

Regardless of whether plants are formally labeled non-hosts in isolation, in natural settings they continue to interact with ubiquitous AM fungi and can display partial and transitional phenotypes (Ma et al. 2018; Cosme et al. 2018). It is not surprising that an ancient, conserved trait is interconnected to other aspects of plant life. Our results show that despite the loss of genes essential for AM symbiosis, connections to this trait remain in place in *Arabidopsis*, and can be highlighted, even re-activated by expression of *IPD3*^*Min*^. The transcriptional effects we identified suggest specific targets for follow-up studies to directly assess pleiotropic effects, including pathogen sensitivity and abiotic stress resilience.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1
Online Resource 1 Supplemental experimental procedures providing further protocol detail for bioinformatic and laboratory analysis

Supplementary file2 (PNG 3327 KB)
Online Resource 2 Comparison of IPD3 protein versions used in this study and validation of RNA and protein expression in transgenic plants. The +C control sample is a synthetic peptide of the 349 C-terminal residues of MtIPD3 with expected size 39.98 kDa; expected size of IPD3-Min is 29.19 kDa and expected size of full-length IPD3 versions is 57.98 kDa. (A) Protein sequence alignment of Medicago truncatula IPD3, S50D phosphomimic IPD3, constitutively active DNA binding domain IPD3Min, Lotus japonicus IPD3/CYCLOPS, and the truncated C-terminal fragment resulting from the cyclops-4 mutation in Lotus. (B) Schematic of protein domains as affected by variants in this study. (C) Western blot of 3 IPD3 versions from transgenic Arabidopsis roots and shoots. This blot was visualized with fluorescent secondary antibody under 488/530 nm excitation/emission conditions (see Methods and Online Resource 1), causing the target protein bands to appear as light areas of high exposure while protein size ladder bands are visualized by dye and appear dark.(D) rt-PCR to confirm expression of IPD3 versions as RNA in leaves of T3 individuals.

Supplementary file3
Online Resource 3 Shotgun proteomic quantification data of IPD3 and native proteins in Arabidopsis. Protein abundance is quantified as Normalized Spectral Abundance Factor (NSAF) according to Zybailov et al (2006), which is the number of unique protein fragments mapped to a specific reference sequence (spectral counts, SpC) divided by the total length of that protein (L), divided by the sum of the latter across all proteins present in the dataset (e.g. for protein n, [(SpCn)/(Ln)]/Σ[(SpC)/(L)]. NSAF is therefore a positive metric between 0 and 1, and the sum of NSAF for all proteins in a sample always adds up to 1, with the protein with highest NSAF having the highest estimated abundance. Note that matches of IPD3Mt and IPD3S50D are detected in the IPD3Min transgenic line due to the fact that IPD3Min is identical to the C-terminal formation of those reference sequences. No protein sequence originating from the N-terminal portion of IPD3 was detected in IPD3Min plants, and no IPD3 protein sequence of any kind was detected in plants transformed with IPD3Mt or IPD3S50D.

Supplementary file4 (PNG 3488 KB)
Online Resource 4 Mature phenotypes of IPD3-Min transgenic and control Arabidopsis lines in T3. (A-E) Transgenic lines 303, 308, 310, 312, 357, respectively; (F) wild type Col-0; (G) null segregants of transgenic line 308. Red line in all pictures shows 30 cm from surface

Supplementary file5
Online Resource 5 Raw phenotypic data and statistical output for Arabidopsis phenotyping experiments

Supplementary file6 (PNG 5009 KB)
Online Resource 6 Representative root images of transgenic and control lines. In an original set of experiments, the roots of soil-grown IPD3Min transgenic plants were bright pink while wild type and null segregant controls were white, and IPD3Mt and IPD3S50D were faint pink to white. In a followup experiment, multiple independent empty vector controls containing the mCherry marker also ranged from pink to white. Red stars mark those root images visually assessed to show any degree of pink coloration.

Supplementary file7 (PNG 1262 KB)
Online Resource 7 Images of 5-week-old Lotus japonicus seedlings of Gifu wildtype and cyclops-4 knockout mutant of ipd3 as grown on sterile petri dishes for the transcriptome experiment. Scale bar = 2 cm (scale tiles within image are denoted in cm)

Supplementary file8 (PNG 455 KB)
Online Resource 8 Principal component analysis shows clustering of transcriptomes by IPD3 genotype and AMF treatment in two species. (A) Lotus Gifu samples cluster according to AMF treatment along PC1. Gifu and cyclops-4 samples cluster by genotype along PC2. In contrast to Gifu, cyclops-4 plants do not separate along PC1 according to AMF treatment; both treatment groups instead cluster near AMF-treated Gifu plants along this axis. (B) Arabidopsis samples cluster by genotype along PC1 (IPD3M = IPD3Min transgenic). While wild type Col-0 plants cluster by AMF treatment along PC2, there is no equivalent separation by AMF treatment within either IPD3Min line (308; 310)

Supplementary file9 (PNG 172 KB)
Online Resource 9 IPD3-Min and mCherry transcript level in Arabidopsis transcriptome samples. Average IPD3-Min transcript count in line 308 is 36,591, ~4X higher than line 310 with average IPD3-Min count of 9,250

Supplementary file10 (PNG 181 KB)
Online Resource 10 Principal Component Analysis of Arabidopsis transcriptomes under low-nutrient conditions with AMF treatment. Only IPD3Min transgenic line 308 was used for the low-nutrient experiment. Transcriptomes cluster by IPD3 genotype along PC1, which accounts for 62% of variation

Supplementary file11 (PNG 672 KB)
Online Resource 11 Heatmap of complete gene expression correlation network (WGCNA) with module-trait correlations. Cells included in figure 3 of the main text are highlighted in yellow. The top number in each cell is the signed eigengene correlation of that module to value of trait shown on the X axis. A value of 1 indicates perfect positive correlation, -1 would indicate perfect inverse correlation. Bottom value shown in parentheses is the P-value of that module-trait correlation. Trait/treatment labels are as follows: Nutrient Level: determined by medium composition as described in Methods, positive correlation of a module to Nutrient Level indicates positive correlation of gene expression for module members with combined macronutrient concentration; +/-AMF: determined by presence or absence of germinated AM fungus spore treatment, positive correlation of a module to +/-AMF indicates positive correlation of gene expression for module members with presence of AMF; Transgenic Line: determined by transgenic genotype, discriminating between independent IPD3Min lines 308 and 310. Positive or negative correlation to Transgenic Line indicates that gene expression for that module is affected by transgenic genotype but is non-quantitative (see following); IPD3-Min Expression: determined by quantitative transcript level of IPD3Min, agnostic of line identity. Positive correlation of a module with IPD3-Min Expression indicates positive correlation of gene expression for module members with level of IPD3Min expression across all samples. Correlation of a module to Transgenic Line but not IPD3-Min Expression (i.e. Modules B, I, P), or correlation in opposite directions (not observed), would suggest that effects in that module could be due to insertion site effects rather than IPD3Min expression itself; mCherry Expression: determined by quantitative transcript level of mCherry marker gene across all samples.

Supplementary file12
Online Resource 12 WGCNA gene module membership and trait correlations in Arabidopsis

Supplementary file13
Online Resource 13 Semantic similarity clustering of gene ontology (GO) terms of all modules shown in figure 3 of the main text (including all Arabidopsis modules significantly correlated to IPD3Min expression). Size of the point on the plot for each GO term corresponds to its fold enrichment in that module, and intensity of color corresponds to FDR-corrected p-value of the enrichment. Proximity of the points represents their semantic similarity as determined by ReviGO (Supek et al 2011) from relatedness and frequency within the Arabidopsis gene ontology reference

Supplementary file14
Online Resource 14 Gene Ontology enrichment of Arabidopsis network modules

Supplementary file15
Online Resource 15 Transcript count data of Arabidopsis

Supplementary file16
Online Resource 16 Gene sets resulting from differential expression contrasts summarized in figure 5

Supplementary file17 (PNG 404 KB)
Online Resource 17 Gene co-regulatory modules resulting from WGCNA analysis of Lotus transcriptomes. AMF corresponds to AM fungus treatment. Genotype reflects the presence of functional IPD3 in the wild type with a value of +1 and its absence in the cyclops-4 mutant with a value of 0

Supplementary file18 (PNG 392 KB)

Supplementary file19
Online Resource 18 WGCNA gene module membership and trait correlations in Lotus.

Supplementary file20
Online Resource 19 Cross-species comparisons of DEGs summarized in figure 6

## Data Availability

Transcriptome data is publicly available via GEO accession number GSE225213, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225213. Proteomics data have been deposited to the ProteomeXchange Consortium via PRIDE identifier PXD040665 (Reviewer access at https://www.ebi.ac.uk/pride/login with Username:  and Password: CVDhdrfh).

# Supplementary material for: IPD3, a master regulator of arbuscular mycorrhizal symbiosis, affects genes for immunity and metabolism of non-host Arabidopsis when restored long after its evolutionary loss
**Source:** Plant Mol Biol. 2024 Feb 18;114(2):21. doi: 10.1007/s11103-024-01422-3
**Supplement:** Supplementary file 1 — Supplementary file1 (DOCX 33 KB) Online Resource 1 Supplemental experimental procedures providing further protocol detail for bioinformatic and laboratory analysis

Supplemental experimental procedures

Assembly of transgenic constructs

Primer pairs for cloning and screening are shown in the table contained within this section. The coding sequence of *Medicago truncatula IPD3* (Genbank accession EF569224.1)^1^ was synthesized including restriction sites for *BamHI* (5') and *SphI* (3') (Integrated DNA Technologies, Research Triangle Park, NC) and assembled into pUC19 (Addgene plasmid #50005) using respective enzymes and T4 ligase (NEB, Ipswich, MA), followed by transformation and selection with carbenicillin. The *S50D-IPD3* coding sequence was constructed by restriction-ligation of pUC19-*MtIPD3* with a synthesized fragment containing the first 781 bases of *IPD3* including the S50D mutation (IDT, Research Triangle Park, NC) via *Pst1* and *BamHI* (NEB, Ipswich, MA).

Plant expression constructs were prepared in the pCAMBIA0380 (Genbank AF234290.1) backbone by seamless assembly with the NEB Hi-Fi cloning kit (NEB, Ipswich, MA). Amplifications for Gibson assembly used Superfi Platinum II polymerase (Invitrogen, Waltham, MA). Assembly fragments were digested with *DpnI* and gel-purified with the NEB Monarch gel extraction kit (NEB, Ipswich, MA). Plasmids were transformed into *E. coli*, recovered and plated onto LB with appropriate antibiotics. Colonies screened by direct PCR were used to inoculate liquid culture and plasmid was purified from 3-100 mL of saturated culture using Qiaprep Spin Miniprep or Zymo Midiprep kits and Sanger-sequenced for confirmation, including plasmids produced as intermediate cloning steps (Qiagen, Germany; Zymo, Irvine, CA).

First, the 2X35S:mCherry marker sequence amplified from pC-GW-mCherry (Genbank KP826771.1) ^2^ was assembled into the empty marker site of pCAMBIA0380 to produce pC0380-MC using primer pairs 1 and 2. Next, a synthetic DNA fragment containing the 35S promoter, *Nopaline Synthase* terminator (*tNOS*), and *Arabidopsis* *Heat Shock Protein* terminator (*tAtHSP*), was then assembled into the multiple cloning site (MCS) of pC0380-mCherry linearized with primer pair 3 to produce pC0380-MC-35S (Nagaya et al. 2010). The 2 kb *Arabidopis Ubiquitin 10* promoter (*pAtUBQ10*) was amplified from Col-0 *Arabidopsis* genomic DNA with primer pair 4 and assembled in pC0380-MC-35S linearized with primer pair 5 to produce pC0380-MC-UBQ, in which *pAtUBQ10* replaces *p35S* for the gene of interest^3^. The purpose of the *tNOS:AtHSP* double terminator was to increase expression and the purpose of replacing *p35S* with *pATUBQ10* was to provide a promoter with expression document in multiple root tissues as described by Nagaya et al and Ivanov and Harrison, respectively^3,4^.

*MtIPD3* or *S50D-IPD3* coding sequences were amplified from respective pUC19 cloning plasmids with primer pair 6 and assembled in position following *pAtUBQ10* in pC0380-MC-UBQ linearized with primer pair 7. *IPD3-Min* was cloned by amplifying the N-terminal DNA-binding domain (aa 254-513) as described in Singh et al^5^ from *pUC19-MtIPD3* with addition of a 5' start codon using primer pair 8, and assembled in pC0380-MC-UBQ.

Plant transformation

Col-0 *Arabidopsis* were transformed by the direct-dip protocol as described by Davis et al. ^6^. Briefly, *Agrobacterium tumefaciens* GV3101 transformed with expression constructs was grown to saturation in yeast extract-beef medium with addition of 2.5% sucrose and appropriate antibiotics and screened by colony PCR with primer pair 9 or 10 to confirm presence of the trangene. An additional 2.5% sucrose and 300 uL/L Silwet L-277 (Phytotech Labs, Lenexa, KS) were added to bacterial cultures and flowering *Arabidopsis* were dipped directly into this mixture; bacteria were not resuspended in transformation buffer and vacuum was not used. Plants were covered in the dark for 24 hours then returned to growing conditions; transformation was repeated 3 times, 4-6 days apart.

T1 *Arabidopsis* seed were screened by mCherry fluorescence, and sequence of the transgene was confirmed by CTAB DNA extraction, PCR with primer pairs 9 and/or 10, and Sanger sequencing^7^. RNA was extracted from leaves using the Invitrogen Purelink RNA Mini kit (Invitrogen, Waltham, MA), treated with the Turbo DNA-free DNAse kit (Invitrogen, Waltham, MA) and screened for expression of the transgene by PCR of cDNA generated with the Takara EcoDry cDNA kit (Takara Bio, Japan). Lines were brought to homozygosity over 3 generations, with PCR and Sanger sequence confirmation of the transgene in each generation.

| PCR primers used in screening and assembly | | | |
| --- | --- | --- | --- |
| Pair /set | Primer | Sequence 5’🡪3’ | Target/purpose |
| 1 | EL309 | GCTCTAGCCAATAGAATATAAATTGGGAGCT-GAATGCCACCGTC | Linearization of pCAMBIA 0380 with removal of marker And overlap sequences for product of pair 2 |
|  | EL310 | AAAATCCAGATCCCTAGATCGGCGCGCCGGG |  |
| 2 | EL311 | GCGCCGATCTAG-GGATCTGGATTTTAGTACTGG | mCherry marker with overlap sequences for product of pair 1 |
|  | EL312 | CAATTTATATTC-TATTGGCTAGAGCAGCTTG |  |
| 3 | EL293 | GGAATTAAACTATCAGTGTTTGACAG | linearization of pCAMBIA 0380 at MCS |
|  | EL294 | CGATCAATCACCGCGTCAATAAG |  |
| 4 | EL385 | ATTGACGCGGTGATTGATCGAGTCTAGC-TCAACAGAGCTTTT | Amplification of pATUBQ10 with overlaps for pair 5 product |
|  | EL386 | TTCCTTATATAGAGGAAGGGGACAAAT-TCGATCGCACAAACTAG |  |
| 5 | EL387 | TCTAGTTTGTGCGATCGAATCCCTTCCT-CTATATAAGGAA | pC0380-MC-*p35S::tNOS:tAtHSP* linearization with removal of p35S and overlaps for pair 4 product |
|  | EL388 | AAGCTCTGTTGAGCTAGACTCGATCAAT-CACCGCGTCAATAAG |  |
| 6 | EL357 | CCCTTCCTCTATATAAGGAAATGGA-AGGGAGAGGATTTTC | MTIPD3 or S50D-IPD3 with overlaps for product of pair 7 |
|  | EL358 | GCCAAATGTTTGAACGATCG-TCAAATCTTTCCAGTTTCTG |  |
| 7 | EL359 | CAGAAACTGGAAAGATTTGA-CGATCGTTCAAACATTTGGC | pC0380-MC-*pUBQ::tNOS:tAtHSP* linearized at GOI site with overlaps for product of pair 6 or 8 |
|  | EL360 | GAAAATCCTCTCCCTTCCATTTCCTT-ATATAGAGGAAGGG |  |
| 8 | EL361 | CCCTTCCTCTATATAAGGAAATGGA-GAAAGAAGCTGCAGAAGA | IPD3-min with addition of start codon and overlap for product of pair 7 |
|  | EL360 | GAAAATCCTCTCCCTTCCATTTCCTT-ATATAGAGGAAGGG |  |
| 9 | EL391 | CTATAAAACAATACCCAAAGAGCTC | Amplifies full length transgene with partial flanking sequences of *pUBQ10* and *tHSP* |
|  | EL482 | GTTATATGCTGCAGAAGAGATCC |  |
| 10 | EL369 | ATGGAGAAAGAAGCTGCAGAAGA | screening fragment for All *IPD3* versions |
|  | EL370 | TCAAATCTTTCCAGTTTCTG |  |

Protein analysis

For Western blotting, tissue was frozen in liquid nitrogen and ground in a mortar and pestle. Extraction buffer consisting of 50 mM Tris-HCL pH 8, 150 mM NaCl, .1 mM Brij-35, 1 mM EDTA, 2.5 mM DTT, 2% SDS w/v, 10% glycerol v/v, and freshly added 2% 2-mercaptoethanol v/v and 1.5% Sigma plant protease inhibitor cocktail (Sigma-Aldrich, Burlington, MA) was added to the frozen tissue and ground until thawed. Samples were centrifuged at 4C for 10 minutes, and the supernatant was diluted 1:1 in NuPage LDS sample buffer (Invitrogen, Waltham, MA) with an additional 2% v/v 2-mercaptoethanol and heated at 95C for 10 minutes. 45 uL of sample was run on a Novex Wedgewell 12% Tris-Glycine (Invitrogen, Waltham, MA) acrylamide gel in SDS running buffer for approximately 25 minutes at 225 mV. Protein was transferred to PVDF membranes using an iBlot (Thermo Fisher, Waltham, MA). Membranes were blocked in Tris-buffered saline plus 2% BSA and 4uL/mL Tween-20 for 1 hour, then incubated for at least 16 hours at 4C with 1:1000 dilution of custom rabbit anti-IPD3 peptide primary polyclonal antibody (Genscript, China) in blocking buffer. The antibody was generated to a synthetic peptide comprised of the 349 C-terminal peptides of IPD3, excluding the N-terminal portion of IPD3 up to position 50 in order to avoid potential selectivity between the IPD3^Mt^ and IPD3^S50D^ sequence variants present in different transgenic lines in this study. When later used as a positive control for Western blots, the expected size of the positive control (39.98 kDa) therefore varied from the expected size of both IPD3^Mt^/IPD3^S50D^ ( 57.98 kDa) and IPD3^Min^ (29.19 kDa). Membranes were washed 3 times in blocking buffer, then incubated at RT in TBS-T with 1:2,500 dilution of donkey anti-rabbit Alexa Fluor 488-conjugated fluorescent secondary antibodies (Thermo Fisher, Waltham, MA) for 2-4 hours. Blots were imaged on a GelDoc SR (Bio-Rad, Hercules, CA).

For shotgun proteomics, ground leaf and root tissue was used for protein extraction. Five biological replicates were included for each line. We used 200-300 mg of hand-ground tissue from each sample for protein extraction in 1 ml of SDT lysis buffer [4% (w/v) SDS, 100 mM Tris-HCl pH 7.6, 0.1 M DTT]. We lysed the ground tissue by bead-beating in lysing matrix E tubes (MP Biomedicals) with a Bead Ruptor Elite (Omni International) for 5 cycles of 45 sec at 6.45 m/s with 1 min dwell time between cycles; followed by heating to 95°C for 10 min. The lysates were centrifuged for 5 min at 21,000 x g to remove cell debris. Supernatant was used for purification and digestion using the filter-aided sample preparation (FASP) protocol described by Wisniewski et al.^8^. All centrifugations mentioned below were performed at 14,000 x g. Samples were loaded onto 10 kDa MWCO 500 μl centrifugal filters (VWR International) by combining 60 μl of lysate with 400 μl of Urea solution (8 M urea in 0.1 M Tris/HCl pH 8.5) and centrifuging for 20 min. This step was repeated once to load a total of 120 ul of lysate. Filters were washed once by applying 200 μl of urea solution followed by 20 min of centrifugation to remove any remaining SDS. 100 μl IAA solution (0.05 M iodoacetamide in Urea solution) was added to filters for a 20 min incubation at room temperature followed by centrifugation for 20 min. The filters were washed three times with 100 uL of urea solution and 20 min centrifugations, followed by a buffer exchange to ABC (50 mM Ammonium Bicarbonate). Buffer exchange was accomplished by three cycles of adding 100 μl of ABC and centrifuging for 20 min. Tryptic digestion was performed by adding 1 μg of MS grade trypsin (Thermo Scientific Pierce, Rockford, IL, USA) in 40 μl of ABC to each filter and incubating for 16 hours in a wet chamber at 37°C. Tryptic peptides were eluted by adding 50 μl of 0.5 M NaCl and centrifuging for 20 min. Peptide concentrations were determined with the Pierce Micro BCA assay (Thermo Scientific) following the manufacturer’s instructions.

For analysis of specific protein size ranges we used SDS-PAGE followed by in-gel digestion of specific bands. We used the proteomics lysate in SDT buffer generated for the shotgun proteomic approach also for SDS-PAGE. Only one replicate of each transgenic line was used for SDS-PAGE. We mixed lysate containing 30-40 µg of protein with Laemmli buffer, and heated to 95°C for 5 min prior to loading. SDS-PAGE was done using a 12% separating gel with a 5% stacking gel that was run at 80 V for 30 min and then 120V for 1 hour and 15 min. The gel was fixed with 40% EtOH and 10% acetic acid for 30 min followed by staining with QC Colloidal Coomassie stain (Bio-Rad) overnight. Gel pieces corresponding to target protein sizes were excised and in-gel digestion was performed according to Shevchenko et al.^9^. Gel pieces were destained in 40 mM ammonium bicarbonate buffer with 50% acetonitrile. Reduction was performed using 20 mM DTT for 30 min at 56°C and alkylation was performed using 55 mM iodoacetamide for 20 min at room temperature. In-gel digestion was performed overnight using a 0.02 µg/µl trypsin solution. Elution of peptides was done by addition of 100% acetonitrile followed by a second elution using 50% acetonitrile and 5% formic acid. The peptide mixture was dried in a speedvac and rehydrated using 10 µl 2% formic acid.

Shotgun proteomics samples were analyzed by 1D-LC-MS/MS as described in Mordant and Kleiner ^10^. The samples were blocked by treatment. Nontransgenic control samples were run first to avoid any false detections due to minimal amounts of carryover of peptides from the transgenic plant samples to control samples. We loaded of 1.4 μg peptide of each sample with an UltiMate^TM^ 3000 RSLCnano Liquid Chromatograph (Thermo Fisher Scientific) in loading solvent A (2% acetonitrile, 0.05% trifluoroacetic acid) onto a 5 mm, 300 µm ID C18 Acclaim® PepMap100 pre-column (Thermo Fisher Scientific). Elution pre-column and separation of peptides on the analytical column (75 cm x 75 µm analytical EASY-Spray column packed with PepMap RSLC C18, 2 µm material, Thermo Fisher Scientific; heated to 60 °C) was achieved using a 140 min gradient going from 95 % buffer A (0.1 % formic acid) to 31 % buffer B (0.1 % formic acid, 80 % acetonitrile) in 102 min, then to 50 % B in 18 min, to 99 % B in 1 min and ending with 99 % B. The analytical column was connected to an Orbitrap Eclipse Tribrid mass spectrometer (Thermo Fisher Scientific) via an Easy-Spray source. Eluting peptides were ionized via electrospray ionization (ESI). Carryover was reduced by two wash runs (injection of 20 µl acetonitrile, 99 % eluent B) between sample blocks. MS1 spectra were acquired in the Orbitrap by performing a full MS scan at a resolution of 60,000 on a 380 to 1600 m/z window. MS2 spectra were acquired using a data dependent approach by selecting for fragmentation the 15 most abundant ions from the precursor MS1 spectra. We used a normalized collision energy of 27 for HCD in the ion-routing multipole to generate the peptide fragments for MS2 spectra. Other settings of the data-dependent acquisition included: a maximum injection time of 50 ms, a dynamic exclusion of 25 sec and exclusion of ions of +1 charge state from fragmentation. About 50,000 - 60,000 MS/MS spectra were acquired per sample.

For measurement of gel bands after in-gel digest, 10 µl of peptide mixture was injected using the same Liquid Chromatograph and protocol as above. The analytical column was connected to an Orbitrap Exploris 480 mass spectrometer (Thermo-Fisher Scientific) with the same MS1 and MS2 parameters used on the Eclipse. About 95,000 MS/MS spectra were acquired per sample.

Protein identification and quantification

A database containing all protein sequences from *A. thaliana* cv. Col-0 (Uniprot:UP000006548), as well as the IPD3 vector sequences was used. Sequences of common laboratory contaminants were included by appending the cRAP protein sequence database (<http://www.thegpm.org/crap/>). The final database contained 39,446 protein sequences and is included in the PRIDE submission (see data access statement) in fasta format. Searches of the MS/MS spectra against this database were performed with the Sequest HT node in Proteome Discoverer version 2.3.0.523 (Thermo Fisher Scientific) as described in Mordant and Kleiner ^10^. Peptide false discovery rate (FDR) was calculated using the Percolator node in Proteome Discoverer and only peptides identified at a 5% FDR were retained for protein identification. Proteins were inferred from peptide identifications using the Protein-FDR Validator node in Proteome Discoverer with a target FDR of 5%. The data were normalized by calculating normalized spectral abundance factors (NSAFs) according to Zybailov et al.^11^ and multiplied by 100 to represent the relative protein abundance as a percentage.

Growth phenotyping

Plants were grown in the NCSU phytotron under long day conditions in 8 oz pots filled with SunGro propagation mix (Sungro, Agawam, MA). Pots were hand-watered daily with deionized water and were not fertilized. Plants were censused daily for onset of bolting, onset of flowering, and duration of seeding. Mature plants were dried for 1 week, then seeds were manually harvested and hand-cleaned to remove chaff before weighing.

Anthocyanin extraction

To check for anthocyanins and carotenoids in visibly red roots of transgenic plants, roots of mature soil-grown plants were briefly washed, then frozen with liquid nitrogen and hand-ground. 600 uL of pure methanol, 60% methanol/water v/v + 1% HCl, or 80% acetone was added to ~100 mg of ground tissue and further ground with a plastic pestle in a 1.7 mL microtube, then centrifuged for 10 minutes at 16,000 x g, and supernatant harvested. Absorbance was measured at 10 nm intervals using a Synergy HT plate reader (Biotek, Winooski, VT).

Transcriptome experiment preparation

Plants were grown on sterile petri dishes containing 50 mL of either 1/2MS or low-nutrient MS (LN) media. LN media was prepared from 20X macronutrient solution and MS micronutrient solution (Phytotech Labs, Lenexa, KS) as described in the table below. Plants were separated from growing medium by a 30 uM nylon mesh (Genesee, RTP NC) to prevent roots from growing into the media. Plates were covered with black cardboard sleeves to prevent light exposure of roots, and held at a 60 degree angle during growth in a growth chamber under long-day conditions (16 hours light/8 hours dark). *Lotus* seeds were treated identically to *Arabidopsis* with the exception of being manually scarified on 300-grit sandpaper prior to sterilization.

| Ingredients and macronutrient concentrations of nutrient media used in this study along with preprepared micronutrients at standard ½ MS concentration. | | | | |
| --- | --- | --- | --- | --- |
| Reagent | Macronutrient | mM in ½ MS | mM in LNMS | LN as % of 1/2MS |
| KH2PO4 | -- | 0.625 | 0 | -- |
| K2HPO4 | -- | 0 | 0.0625 | -- |
| NH4NO3 | -- | 10.3 | 2 | -- |
| KNO3 | -- | 9 | 2 | -- |
| MgSO4*7H2O | -- | 0.75 | 0.75 | -- |
| CaCl2 | -- | 1.5 | 1.5 | -- |
| -- | NH4 | 10.3 | 0.2 | 0.97% |
| -- | NO3 | 19.3 | 0.1 | 1.04% |
| -- | total N | 29.6 | 0.3 | 1.01% |
| -- | PO4 | 0.625 | 0.003 | 0.50% |
| -- | K | 9.625 | 0.11 | 1.10% |

500 uL of AMF inoculum containing ~200 aseptic *R. irregularis* spores (Premier Tech, Canada) germinated at 26C for 1 week prior to use was pipetted onto the roots of each plant. Control plants were mock-inoculated with sterile water. Plants were allowed to sit horizontally for 2 hours after inoculation, then returned to the growth chamber for the remainder of the 48 hours prior to collection. All treatments and tissue collection were completed between 4 and 6 hours from the start of the light period, and roots were immediately frozen in liquid nitrogen. Each replicate consisted of the pooled roots of 5 seedlings from the same plate.

RNA was extracted and DNAse treated as described previously, then sequenced by BGI Group (China). RNA libraries were prepared at BGI using a strand-specific, poly-A enrichment method and then sequenced on the DNBSEQ platform to obtain 100 bp paired-end reads. Raw reads were filtered for adaptor contamination and low-quality sequences using SOAPnuke^12^ and remaining sequences were evaluated using FASTQC^13^ to ensure only high-quality read pairs (Q>30) were used for downstream analysis.

Read alignment was performed using BBSplit, an aligner designed for metagenomics within the BBTools bioinformatics toolkit^14^ in order to align three reference genomes simultaneously. Reference genomes used for *Arabidopsis* were the Araport 11 assembly for Arabidopsis (TAIR), the Joint Genomics Institute genome assembly for *R. irregularis* (Genbank: GCA_000439145.3), and a synthetic reference genome containing the T-DNA sequence as well as the *mCherry* selection marker and *AtUBQ10* and *2X35S* promoter sequences. *Lotus* assembly used the Gifu V1.2 assembly (GCA_012489685.2) and a synthetic genome containing the *CYCLOPS/LjIPD3* sequence. Reads were assigned to one of three reference genomes based on the best alignment score and ambiguous reads were discarded. Reads that aligned to an annotated feature in the genome were summarized using featureCounts^15^. Genes with zero counts or with overall low abundance in all samples (<10 read counts) were subsequently filtered prior to downstream analysis.

Gene expression networks were constructed using WGCNA v1.69^16,17^ using log-transformed reads in counts per million (CPM) obtained in R via the cpm function edgeR v3.35.0^18, 19, 20^. Genes with fewer than two read counts for four or more samples were removed from the datasets to reduce spurious correlations. The Pearson correlation metric was used to calculate expression similarity before a signed adjacency matrix was constructed with a soft-threshold power of 16 for *Arabidopsis* samples and 24 for *Lotus*. The topological overlap and topological overlap dissimilarity matrix were calculated from each species’ network adjacency matrix and used to perform average linkage hierarchical clustering with a dynamic tree cutting algorithm to generate modules. Correlation coefficients were calculated between the eigengenes of each module and relevant growth conditions (*i*.*e*., nutrient level) or gene expression to identify module-trait relationships.

Gene Ontology enrichment was performed with PANTHER^21^. GO reduction to produce figure 4B used the following sequence: heirarchical clusters for GO terms in each module were generated in PANTHER and the most-specific term in each cluster was collected. The top 3 most-significant (FDR-adjusted p-value) and most-enriched (fold enrichment) terms in each module were collected and combined, then subjected to semantic similarity clustering in reviGO with a cutoff of 0.5 to produce a list of 25 representative terms^22^.

Differential expression analysis was performed in R using the edgeR package^15, 20^. The estimateGLMCommonDisp function was used to test for differential expression among pairwise treatment groups and significance was evaluated based on the Benjamini-Hochberg FDR adjusted p-value <0.0. Cross-comparison of gene lists from differential expression or network analysis was executed with the VLOOKUP formula in Excel. Figures 3 and 4B were generated in R; all other plots and figures were created in Excel and Powerpoint.

References:

1: [Yano, K., Yoshida, S., Müller, J., Singh, S., Banba, M., Vickers, K., Markmann, K., White, C., Schuller, B., Sato, S., et al. (2008). CYCLOPS, a mediator of symbiotic intracellular accommodation. *Proc. Natl. Acad. Sci.* 105:20540–20545.](https://www.zotero.org/google-docs/?iPmXrX)

2: Dalal, J., Yalamanchili, R., La Hovary, C., Ji, M., Rodriguez-Welsh, M., Aslett, D., Ganapathy, S., Grunden, A., Sederoff, H., and Qu, R. (2015). A novel gateway-compatible binary vector series (PC-GW) for flexible cloning of multiple genes for genetic transformation of plants. *Plasmid* 81:55–62.

3: [Ivanov, S., and Harrison, M. J. (2014). A set of fluorescent protein-based markers expressed from constitutive and arbuscular mycorrhiza-inducible promoters to label organelles, membranes and cytoskeletal elements in *Medicago truncatula*. *Plant J.* 80:1151–1163.](https://www.zotero.org/google-docs/?iPmXrX)

4: Nagaya, S., Kawamura, K., Shinmyo, A., and Kato, K. (2010). The *HSP* terminator of *Arabidopsis thaliana* increases gene esxpression in plant cells. *Plant & Cell Physiology* 51: 328-332.

5: [Singh, S., Katzer, K., Lambert, J., Cerri, M., and Parniske, M. (2014). CYCLOPS, A DNA-Binding Transcriptional Activator, Orchestrates Symbiotic Root Nodule Development. *Cell Host Microbe* 15:139–152.](https://www.zotero.org/google-docs/?iPmXrX)

6: Davis, A. M., Hall, A., Millar, A. J., Darrah, C., and Davis, S. J. (2009). Protocol: Streamlined sub-protocols for floral-dip transformation and selection of transformants in Arabidopsis thaliana. *Plant Methods* 5:3.

7: Porebski, S., Bailey, L.G., and Baum, B.R. (1997). Modification of CTAB DNA extraction protocol for plants containing high polysaccharide and polyphenol components. *Plant Molecular Biology Reporter* 15:8-15.

8: Wisniewski J. R., Zougman A., Nagaraj N. and Mann M. (2009) Universal sample preparation method for proteome analysis. *Nat. Comm.* 6(5) 359-362.

9: Shevchenko A., Tomas H., Havli J., Olsen J.V. and Mann M. (2006) In-gel digestion for mass spectrometric characterization of proteins and proteomes. *Nature Protocols* 1(6) 2856- 2860.

10: Mordant A. and Kleiner M. (2021) Evaluation of sample preservation and storage methods for
 metaproteomics and analysis of intestinal microbes *Microbiol Spectrum* 9(3) 01877-21

11: Zybailov B, Mosley AL, Sardiu ME, Coleman MK, Florens L, Washburn MP. 2006.
 Statistical analysis of membrane proteome expression changes in *Saccharomyces
 cerevisiae*. *J Proteome Res* 5:2339–2347
12: Chen, Y., Chen, Y., Shi, C., Huang, Z., Zhang, Y., Li, S., Li, Y., Ye, J., Yu, C., Li, Z., et al. (2018). SOAPnuke: a MapReduce acceleration-supported software for integrated quality control and preprocessing of high-throughput sequencing data. *GigaScience* 7.
13: Andrews, S. (2010). FastQC:  A Quality Control Tool for High Throughput Sequence Data Advance Access published 2010.

14: Bushnell, B. 2014. “BBMap: A Fast, Accurate, Splice-Aware Aligner.”

15: Liao, Y., Smyth, G. K., and Shi, W. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* 30:923–930.

16: Langfelder, P., and Horvath, S. (2008). WGCNA: an R package for weighted correlation network analysis. *BMC Bioinformatics* 9:559.

17: Langfelder, P., and Horvath, S. (2012). Fast *R* Functions for Robust Correlations and Hierarchical Clustering. *J. Stat. Soft.* 46.

18: Chen, Y., Lun, A. T. L., and Smyth, G. K. (2016). From reads to genes to pathways: differential expression analysis of RNA-Seq experiments using Rsubread and the edgeR quasi-likelihood pipeline. *F1000Res* 5:1438.

19: McCarthy, D. J., Chen, Y., and Smyth, G. K. (2012). Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. *Nucleic Acids Research* 40:4288–4297.

20: Robinson, M. D., McCarthy, D. J., and Smyth, G. K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 26:139–140.

21: Mi, H., Muruganujan, A., Casagrande, J. T., and Thomas, P. D. (2013). Large-scale gene
function analysis with the PANTHER classification system. *Nat Protoc* 8:1551–1566.

22: Supek, F., Bošnjak, M., Škunca, N., and Šmuc, T. (2011). REVIGO Summarizes and
Visualizes Long Lists of Gene Ontology Terms. *PLoS ONE* 6:e21800.

How the deposited data were processed for this re-analysis (not part of the article)

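RNA-seq libraries of Arabidopsis and Lotus roots, 30 of Arabidopsis and 14 of Lotus, were compared between genotypes, between AMF and mock treatment and between growth media. The sample labels and the paper gave the genotype, treatment, medium and replicate number of each library. No sample was left unassigned, and no library was left out of the results as designed.
The values in the deposited tables are counts of read pairs per annotated transcript, which the authors did not normalize. According to the paper's methods and the headers of these tables, the authors cleaned the reads with SOAPnuke and assigned them with BBSplit to the plant, the fungus *R. irregularis* or the construct. They then counted pairs per transcript with featureCounts and dropped pairs that overlap more than 1 transcript. Arabidopsis was counted on the Araport 11 annotation with the reverse-stranded setting and Lotus on Gifu V1.2 with the forward-stranded setting. Library totals ran from 13125046 to 14790061 counts in Arabidopsis and from 2466468 to 2871520 in Lotus. Counting error is small for transcripts with many counts, while a group whose libraries all hold at most 3 counts gives only a lower bound for a fold change, which was computed against that floor. The counts of *IPD3* Min are the paper's, from Online Resource 15.
Contrasts were tested with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest) on R 4.3.3, with TMM normalization and with adjustment of p by the Benjamini-Hochberg method. All adjusted p come from this test unless another is named. Transcripts with at least 10 counts in at least 1 library of the species were tested, each contrast was fitted on its own groups, and the threshold was an adjusted p of 0.05. Between genotypes and treatments, a difference of the AMF response was tested with an interaction term. PCA used log2 CPM with a prior count of 2, centred and not scaled. The pooled SD of a gap is the square root of the mean of both group variances, not weighted by group size. Single values were compared with exact permutation tests, two-sided, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and with 100000 resamples for correlations over 10 or more libraries. Figures were drawn with matplotlib 3.10.9.
The rule for the genes named in the text, the tests of the contrasts, the groups in each fit and all alternatives except contrast C with 3 libraries against 3 were fixed before the data were examined. The rule takes every gene that the paper names with an identifier in its results, in Figs. 4 to 6 or in the first 3 sheets of Online Resource 15, which gave 55 genes. For contrasts B, C, E, F in line 308 and line 308 against Col-0 on LN medium, it adds the 2 largest increases and the 2 largest decreases among transcripts past the threshold with a mean of at least 10 counts and no overlap between the groups, in all 20 transcripts. Which contrasts the text gives for a named gene was written down after the numbers of DEGs had been seen. AT5G39520, AT5G28335, AT3G26740, LotjaGi2g1v0329600_LC.1 and LotjaGi4g1v0202900_LC.1 lie outside the rule and were named after their values were seen. Tests added after the data had been seen were the correlations with *IPD3* Min on the standard medium alone, the counts of shared transcripts at an unadjusted p, the counts over other splits of the libraries and of the DEGs they share with other contrasts, the positions, clock scores and *IPD3* Min counts of single libraries, the tests of opposite-strand overlap on PC1 and in contrast B and the direction of the transcripts with the smallest p with separate control libraries.
The alternatives were DESeq2 1.42.0, edgeR's likelihood-ratio test with the common dispersion that the paper's methods name, the same test with tagwise dispersions, scaling by library size without TMM, no filter, the filterByExpr function of edgeR, a fit on all groups of the species, counts summed per gene, the replicate number as a block, and the fits that each left out a library. For PCA they were the 500 transcripts of largest variance, scaling to unit variance and a prior count of 0.5. edgeR uses functions of limma 3.58.1.
The edgeR fit was tested on simulated counts drawn from the means, library sizes and tagwise dispersions of the real libraries, with 200 changed transcripts of at least 10 counts on average in each of 4 draws for 8 contrasts. Among 12616 transcripts in Lotus and 16925 in Arabidopsis, between 93.2% and 96.0% of the 4-fold changes and between 45.5% and 80.5% of the 2-fold changes were recovered, with at most 17 false calls. Simulated spread between libraries follows the fitted dispersions and holds no library that stands apart.
The gene targeted in *cyclops-4* is not reported here, since the paper's text does not name its identifier. The reads of the fungus were not analysed here.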

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

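The positions of single libraries, their clock scores and *IPD3* Min counts as tests of a label or of reads from line 308, and the counts over other splits of the libraries and the tests of the PC1 scores against the opposite strand were chosen only after the results had been seen.
A library lay beyond the critical value of Dixon's test for the gap to the rest of its group in 24 of 243 groups of 4 or 5 libraries tested, where chance gives 12.15. Of these, 7 were Col-0 −AMF replicate 4 and 3 were Gifu −AMF replicate 2.
Col-0 −AMF replicate 4 had 92.5 CPM against 51.2 to 57.03 in the other libraries of its group for *GPAT6*, 21.8 CPM against 18.6 to 19.0 for *WRKY22*, 2.38 CPM against 0.211 to 0.564 for *CYP76C2* and 5.62 CPM against 0.846 to 1.27 for *LEA4-5*. It had 2.45 CPM against 0 to 0.141 for *LCR67*, 13.0 CPM against 28.1 to 29.9 for AT4G08410 and 0.0721 CPM against 0 in each of the others for lnc_NPR1. A position was computed on axes made without the library itself, from 0 at the mean of Col-0 −AMF to 100 at that of Col-0 +AMF. This library lay at 41.1, its group at 4.14 to 28.6 and Col-0 +AMF replicates 2 to 4 at 91.7 to 116. Its clock score, the mean log2 CPM of evening genes minus that of morning genes, was 4.47, with 4.72 to 5.54 in the others of its group and 3.14 to 3.83 in Col-0 +AMF. On both measures it lay nearer its own group, which argues against an exchange of its label with Col-0 +AMF. If reads of line 308 made up the excess of *CYP76C2* over the 0.329 CPM that the other libraries of the group had on average, they would be 8.57% of the library and bring 2921 counts of *IPD3* Min, and the paper lists 0, which argues against such reads. A difference between plates or plants stays open and was not tested.
Col-0 +AMF replicate 1 had 66.0 CPM against 88.0 to 88.5 in the other libraries for *GPAT6*. On the same axis it lay at 28.1, inside the range of Col-0 −AMF replicates 1 to 3 (4.14 to 28.6) and far from the rest of its own group. Its clock score of 3.83 lay above the 3.14 to 3.53 of its own group and below the 4.47 to 5.54 of Col-0 −AMF. The position alone goes with a mislabelled sample and the clock score does not, so a wrong label and a weak response to AMF cannot be told apart, and both stay open. With this library exchanged against Col-0 −AMF replicate 4, 439 transcripts were called, against 141 with the labels as given. The split as labelled was therefore not the largest, and 2 of the 35 splits of the 8 libraries of contrast C gave as many DEGs. Without this library contrast C gave 897. Col-0 +AMF replicate 4 had the lowest total of its group, 13185910 counts against 14235415 to 14328336, and the fewest transcripts detected, 20749 against 21751 to 21810. No explanation for the lower total was tested.
On LN medium, Col-0 replicate 5 had a PC1 score of 19.3 against −40.1 to −28.6 in the other Col-0 libraries. Its share of counts on transcripts that overlap an exon of the opposite strand was 25.8% against 25.2% to 25.3%. On an axis from 0 at Col-0 to 100 at line 308 it lay at 63.4, with the other Col-0 libraries at −12.0 to 2.35 and line 308 at 73.5 to 93.8. By this position alone it would count with line 308. The paper lists 19 counts of *IPD3* Min for it and 35612 to 44365 for the libraries of line 308 on this medium, which argues against an exchange with line 308. Its count is 0.0464% of their mean, which also argues against reads of line 308 in the library as the source of its position. On an axis from 0 at Col-0 +AMF on the standard medium to 100 at Col-0 on LN medium it lay at 79.2 and the others at 100 to 103. A weaker response to the medium and a mix with a library that lacks *IPD3* Min stay open. Without it, line 308 against Col-0 on LN medium gave 4208 DEGs. Col-0 replicate 2 on LN medium had 1.47 CPM of AT1G75945 and the others 0.
Gifu −AMF replicate 2 had a PC1 score of −62.0 against −12.1 to −8.87 in its group, 16559 transcripts detected against 17900 to 18140, and 349 CPM against 40.4 to 80.9 for LotjaGi3g1v0493300.3. It held the largest share of counts on transcripts that overlap an exon of the opposite strand, 81.9%. Over the 14 Lotus libraries the PC1 scores fell with this share (Pearson r −0.83, p = 0.00024, and Spearman rho −0.75, p = 0.00286, permutation tests), with an r of −0.55 without the libraries farthest from the median share, so that part of the relation rests on those. For deviations from the group means r was −0.94, with a slope of −8.32 per percentage point. What sets this share, which was not tested, is a candidate explanation for the place of single libraries on PC1. Between Gifu with and without AMF, the gap without the overlapping transcripts was 30.3 (exact permutation test, p = 0.0286). Those values kept the normalization over all transcripts, so this gap alone cannot exclude the share as the cause. At equal shares the gap was 27.7 (exact p = 0.0286), which argues against the share as its whole cause. The share itself differed between the Gifu treatments by −0.66 percentage points (exact p = 0.771). A difference between plants or plates was not tested.
The other libraries far from their groups concern single genes. For *ELF3*, Col-0 −AMF replicate 2 had 150.1 CPM against 125 to 127. In line 308 −AMF, replicate 2 had 0 CPM of *PR2* against 0.0700 to 0.0713, replicate 4 had 0.140 of *SAI-LLP1* against 0, and replicate 1 had 0.141 CPM against 0.280 to 0.288 for *HIS1-3*. In Gifu, −AMF replicate 3 had 2.94 CPM against 2.04 to 2.13 for LotjaGi1g1v0070100.1, −AMF replicate 4 had 10.5 CPM against 0.709 to 1.06 for LotjaGi3g1v0359100.1, +AMF replicate 1 had 0.319 against 0 for LotjaGi4g1v0167200.1, and +AMF replicate 4 had 2.36 CPM against 0.638 to 0.827 for LotjaGi3g1v0090900.1. Several of these rest on a few counts, and no explanation, technical or biological, was tested for them.
The AMF response differed between Gifu and *cyclops-4* for 19 transcripts. All 19 were higher with AMF in Gifu and had a fitted change below 0 in *cyclops-4*, where none passed the threshold (smallest adjusted p 0.32). The smallest adjusted p of the interaction was 0.00126, for LotjaGi4g1v0202900_LC.1, whose log2 response was larger in Gifu by 2.76 and which was singled out after its values were seen. The number was 1 without Gifu −AMF replicate 2, 92 without *cyclops-4* +AMF replicate 1 and 1 with library-size scaling. Of 40 drawn regroupings of the libraries, 3 gave as many transcripts and the largest number was 316, so the grouping of libraries by chance stays open as an explanation, as does a dependence of these transcripts on IPD3.
The paper uses the libraries on LN medium for PCA and WGCNA, and its text gives no number of DEGs for them. This medium held 0.5% of the phosphate and 1% of the nitrogen and potassium of the standard medium. Line 308 and Col-0 differed there in 1429 transcripts, and 1 of 56 splits of the libraries, the real one, gave as many. Between LN and standard medium, both with AMF, 5962 transcripts differed in Col-0 (3206 higher and 2756 lower on LN medium) and 5280 in line 308 (2773 higher and 2507 lower). Of 100 drawn splits in Col-0 and 35 in line 308, 1 in each gave as many, again the real one. These values argue against a grouping by chance. The medium goes together with anything else that differed between the experiments, and the response to nutrients cannot be told from that.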

How the results depend on the processing

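Contrast C with 3 libraries against 3 was the only alternative, and the only test in this part, chosen after the result had been seen.
Each of 60 results for a whole comparison was recomputed under its alternatives, which gave 1062 values. Of these, 765 kept the direction and the side of the threshold, or stayed within 1.5-fold for a number of DEGs or within the spread for other values, and 297 did not. Over all of its alternatives, 12 results kept both. They include the DEGs between media, at 5017 to 6917 in Col-0 and 3880 to 5683 in line 308, and the clock scores of contrasts C, D and, in line 310, F. For the named genes there were 187 results, of which 99 changed under some alternative. Leaving out a library made 155 values fall short of the threshold, 30 pass it and 35 change sign. The other alternatives made 30 fall short, 148 pass and 2 change sign.
Over the fits that each left out a library, the number of DEGs ran in contrast A (15 with all libraries) from 0 without *cyclops-4* +AMF replicate 2 to 89 without *cyclops-4* +AMF replicate 3, contrast B (366 with all libraries) from 184 without Gifu +AMF replicate 1 to 349 without Gifu +AMF replicate 3 and contrast C (141 with all libraries) from 3 without Col-0 −AMF replicate 3 to 897 without Col-0 +AMF replicate 1. The same fits gave, in contrast D in line 308 (2 with all libraries) from 0 in more than 1 fit to 4 without line 308 −AMF replicate 1, contrast E (327 with all libraries) from 150 without *cyclops-4* −AMF replicate 3 to 339 without *cyclops-4* −AMF replicate 2 and contrast F in line 308 (315 with all libraries) from 103 without Col-0 −AMF replicate 1 to 631 without line 308 −AMF replicate 1. They also gave, in contrast F in line 310 (4 with all libraries) from 0 in more than 1 fit to 9 without Col-0 −AMF replicate 4, contrast G (17 with all libraries) from 7 without *cyclops-4* +AMF replicate 2 to 27 without Gifu +AMF replicate 3 and contrast H in line 308 (1093 with all libraries) from 582 without Col-0 +AMF replicate 3 to 1599 without Col-0 +AMF replicate 1. Further ranges were, in contrast H in line 310 (5 with all libraries) from 2 without Col-0 +AMF replicate 2 to 80 without Col-0 +AMF replicate 1, line 308 against Col-0 on LN medium (1429 with all libraries) from 240 without line 308 +AMF LN replicate 3 to 4208 without Col-0 +AMF LN replicate 5 and the interaction in Lotus (19 with all libraries) from 1 in more than 1 fit to 92 without *cyclops-4* +AMF replicate 1. For other comparisons they gave, in the interaction in line 308 (0 with all libraries) from 0 in more than 1 fit to 43 without Col-0 +AMF replicate 1, the interaction in line 310 (0 with all libraries) from 0 in more than 1 fit to 4 without Col-0 +AMF replicate 1 and contrast F in both lines (4 with all libraries) from 0 in more than 1 fit to 9 without Col-0 −AMF replicate 4. Over the fits that each left out a library, the number of DEGs ran in contrast H in both lines (3 with all libraries) from 1 without Col-0 +AMF replicate 2 to 73 without Col-0 +AMF replicate 1. Among DEGs shared by contrasts, the numbers ran in the overlap of contrasts A and B (2 with all libraries) from 0 in more than 1 fit to 33 without *cyclops-4* +AMF replicate 3 and the overlap of contrasts B and E (131 with all libraries) from 67 without *cyclops-4* −AMF replicate 3 to 146 without *cyclops-4* −AMF replicate 2. For the rest they ran in the overlap of contrasts C and F in line 308 (19 with all libraries) from 0 in more than 1 fit to 98 without Col-0 +AMF replicate 1 and the overlap of contrasts C and F in both lines (0 with all libraries) from 0 in more than 1 fit to 2 without Col-0 −AMF replicate 4. Of the genes of Fig. 4 called, the numbers ran for the module O genes higher with AMF in Col-0 (0 with all libraries) from 0 in more than 1 fit to 8 without Col-0 −AMF replicate 4 and module T genes lower with AMF in Col-0 (3 with all libraries) from 0 in more than 1 fit to 3 in more than 1 fit. They ran for the module T genes lower in line 308 −AMF (3 with all libraries) from 1 in more than 1 fit to 3 in more than 1 fit and module S genes lower in line 308 −AMF (4 with all libraries) from 1 in more than 1 fit to 5 without Col-0 −AMF replicate 2. A fit with fewer libraries has less power, but several numbers rose, and the cause of that was not tested.
With a library left out, the gaps between group means of PCA scores ran for Gifu +AMF minus Gifu −AMF on PC1 (33.2 with all libraries) from 23.2 without Gifu +AMF replicate 1 to 38.8 without Gifu −AMF replicate 2, *cyclops-4* +AMF minus *cyclops-4* −AMF on PC1 (1.37 with all libraries) from −11.3 without *cyclops-4* +AMF replicate 1 to 16.2 without *cyclops-4* +AMF replicate 3 and *cyclops-4* −AMF minus Gifu +AMF on PC1 (−1.41 with all libraries) from −22.3 without Gifu −AMF replicate 2 to 11.3 without Gifu +AMF replicate 1. The gaps ran likewise for *cyclops-4* −AMF minus Gifu −AMF on PC2 (18.2 with all libraries) from 1.58 without *cyclops-4* −AMF replicate 2 to 34.3 without Gifu −AMF replicate 2, line 308 −AMF minus Col-0 −AMF on PC1 (46.5 with all libraries) from 39.2 without Col-0 −AMF replicate 2 to 53.3 without line 308 −AMF replicate 1 and line 310 −AMF minus Col-0 −AMF on PC1 (15.9 with all libraries) from 7.26 without Col-0 −AMF replicate 2 to 21.7 without line 308 −AMF replicate 4. The ranges were, for line 310 +AMF minus Col-0 +AMF on PC1 (17.8 with all libraries) from 9.63 without line 308 −AMF replicate 4 to 23.6 without Col-0 −AMF replicate 1, Col-0 +AMF minus Col-0 −AMF on PC1 (5.85 with all libraries) from −7.77 without Col-0 −AMF replicate 1 to 19.1 without line 308 −AMF replicate 4 and Col-0 +AMF minus Col-0 −AMF on PC2 (43.4 with all libraries) from 35.6 without Col-0 +AMF replicate 4 to 54.6 without Col-0 +AMF replicate 1. Other gaps ran for line 308 +AMF minus line 308 −AMF on PC2 (4.85 with all libraries) from −0.461 without line 308 −AMF replicate 4 to 9.57 without line 308 −AMF replicate 1, line 310 +AMF minus line 310 −AMF on PC2 (−3.18 with all libraries) from −14.1 without line 310 −AMF replicate 1 to 7.88 without line 310 +AMF replicate 2 and line 308 +AMF on LN medium minus Col-0 +AMF on LN medium on PC1 (62.5 with all libraries) from 59.6 without line 308 +AMF LN replicate 3 to 73.5 without Col-0 +AMF LN replicate 5. The correlation with *IPD3* Min or of the AMF responses ran for the responses of contrasts B and A (0.27 with all libraries) from −0.034 without *cyclops-4* +AMF replicate 1 to 0.58 without *cyclops-4* −AMF replicate 3, module O in line 308 (0.090 with all libraries) from −0.079 without line 308 −AMF replicate 1 to 0.36 without line 308 +AMF replicate 4 and module T in line 308 (−0.10 with all libraries) from −0.22 without line 308 +AMF LN replicate 3 to 0.29 without line 308 −AMF replicate 1. Such correlations also ran for module S in line 308 (0.17 with all libraries) from 0.049 without line 308 +AMF replicate 4 to 0.50 without line 308 −AMF replicate 1 and module O in line 310 (0.20 with all libraries) from −0.030 without line 310 −AMF replicate 1 to 0.75 without line 310 +AMF replicate 3. A measure of daily timing ran for the clock score of contrast F in line 308 (−1.08 with all libraries) from −1.24 without Col-0 −AMF replicate 4 to −0.88 without Col-0 −AMF replicate 3. The cause was not tested.
The log2 fold change of these genes changed sign with a library left out, running for *GPAT6* in contrast D in line 310 (0.022 with all libraries) from −0.15 without line 310 +AMF replicate 3 to 0.20 without line 310 +AMF replicate 2, *GPAT6* in the interaction in line 308 (−0.035 with all libraries) from −0.26 without Col-0 −AMF replicate 4 to 0.060 without Col-0 −AMF replicate 2 and *GPAT5* in contrast D in line 310 (0.14 with all libraries) from −0.043 without line 310 +AMF replicate 3 to 0.30 without line 310 +AMF replicate 2. It ran for *KCS2* in contrast D in line 310 (0.12 with all libraries) from −0.051 without line 310 +AMF replicate 3 to 0.24 without line 310 +AMF replicate 2, *CYP86A1* in contrast D in line 310 (0.13 with all libraries) from −0.12 without line 310 +AMF replicate 3 to 0.28 without line 310 +AMF replicate 2 and *KCR1* in the interaction in line 308 (−0.026 with all libraries) from −0.071 without line 308 −AMF replicate 1 to 0.0063 without Col-0 −AMF replicate 1. With a sign that depended on the library, it ran for *KCR1* in the interaction in line 310 (0.063 with all libraries) from −0.041 without line 310 +AMF replicate 3 to 0.14 without line 310 +AMF replicate 2, *NPR1* in contrast C (−0.024 with all libraries) from −0.062 without Col-0 +AMF replicate 3 to 0.0060 without Col-0 +AMF replicate 2 and *SAUR71* in contrast F in line 310 (−0.018 with all libraries) from −1.49 without line 310 −AMF replicate 1 to 0.49 without line 310 −AMF replicate 2. The range was, for *JMT* in contrast C (−0.39 with all libraries) from −0.80 without Col-0 +AMF replicate 3 to 0.16 without Col-0 −AMF replicate 1, *PR3* in contrast C (−0.056 with all libraries) from −0.20 without Col-0 +AMF replicate 3 to 0.077 without Col-0 −AMF replicate 4 and *OBP4* in contrast D in line 310 (0.078 with all libraries) from −0.072 without line 310 +AMF replicate 1 to 0.23 without line 310 +AMF replicate 3. Over the libraries it ran for *BCB* in contrast D in line 310 (0.19 with all libraries) from −0.017 without line 310 −AMF replicate 2 to 0.36 without line 310 −AMF replicate 1, *WRKY22* in contrast D in line 308 (0.11 with all libraries) from −0.010 without line 308 +AMF replicate 4 to 0.18 without line 308 +AMF replicate 3 and AT2G24960.2 in contrast F in line 308 (−0.15 with all libraries) from −0.42 without line 308 −AMF replicate 2 to 0.023 without Col-0 −AMF replicate 4. It changed sign also for AT2G24960.2 in contrast F in line 310 (−0.17 with all libraries) from −0.26 without line 310 −AMF replicate 1 to 0.016 without Col-0 −AMF replicate 4 and LotjaGi3g1v0387900.1 in contrast A (−0.042 with all libraries) from −0.22 without *cyclops-4* −AMF replicate 2 to 0.072 without *cyclops-4* −AMF replicate 3. None of these changes passed the threshold with all libraries.
DESeq2 gave, as numbers of DEGs, 32 in contrast A, 836 in contrast C, 112 in contrast D in line 308, 18 in contrast D in line 310, 217 in contrast E and 899 in contrast F in line 308. It further gave 159 in contrast F in line 310, 28 in contrast G, 188 in contrast H in line 310, 2328 in line 308 against Col-0 on LN medium, 47 in the interaction in Lotus and 21 in the interaction in line 308. It further gave 11 in the interaction in line 310, 5 in contrast D in both lines, 81 in contrast F in both lines and 148 in contrast H in both lines. As shared DEGs it gave 11 in the overlap of contrasts A and B, 188 in the overlap of contrasts C and F in line 308 and 48 in the overlap of contrasts C and F in both lines. Called were 6 of the module O genes higher with AMF in Col-0 and 3 of the module T genes lower in line 310 −AMF. With DESeq2, 55 of 112 DEGs were higher in contrast D in line 308 against 0 of 2 in the edgeR fit, 48 of 159 against 3 of 4 in contrast F in line 310, and 87 of 188 against 4 of 5 in contrast H in line 310. The cause was not tested.
The likelihood-ratio test with a common dispersion gave 159 in contrast A, 647 in contrast B, 1350 in contrast C, 162 in contrast D in line 308, 77 in contrast D in line 310 and 495 in contrast E. Its other numbers were 1490 in contrast F in line 308, 331 in contrast F in line 310, 114 in contrast G, 1899 in contrast H in line 308, 541 in contrast H in line 310 and 2674 in line 308 against Col-0 on LN medium. Its other numbers were 149 in the interaction in Lotus, 567 in the interaction in line 308, 471 in the interaction in line 310, 19 in contrast D in both lines, 220 in contrast F in both lines and 351 in contrast H in both lines. Of shared DEGs there were then 81 in the overlap of contrasts A and B, 209 in the overlap of contrasts B and E, 531 in the overlap of contrasts C and F in line 308 and 151 in the overlap of contrasts C and F in both lines. Called were 7 of the module O genes higher with AMF in Col-0, 1 of the module T genes lower in line 310 −AMF and 1 of the module S genes lower in line 310 −AMF. A single dispersion gives the most variable transcripts a smaller one than their own. How much of the change comes from this was not tested.
With tagwise dispersions, the likelihood-ratio test gave 72 in contrast A, 564 in contrast B, 722 in contrast C, 43 in contrast D in line 308, 17 in contrast D in line 310 and 991 in contrast F in line 308. There were, besides, 125 in contrast F in line 310, 44 in contrast G, 170 in contrast H in line 310, 2371 in line 308 against Col-0 on LN medium, 78 in the interaction in Lotus and 14 in the interaction in line 308. There were, besides, 8 in the interaction in line 310, 3 in contrast D in both lines, 63 in contrast F in both lines and 140 in contrast H in both lines. Shared DEGs numbered 33 in the overlap of contrasts A and B, 174 in the overlap of contrasts C and F in line 308 and 36 in the overlap of contrasts C and F in both lines. Called were 5 of the module O genes higher with AMF in Col-0 and 2 of the module T genes lower in line 310 −AMF. The cause was not tested.
Scaling by library size without TMM gave 167 in contrast B, 147 in contrast E, 10 in contrast G and 1 in the interaction in Lotus. This scaling left, as shared DEGs, 4 in the overlap of contrasts A and B and 48 in the overlap of contrasts B and E. Called was 1 of the module O genes higher with AMF in Col-0. In contrast H in line 310, 4 of 6 DEGs were then higher, against 4 of 5 with TMM. The cause was not tested. Testing all transcripts with a count gave 158 in contrast A, 610 in contrast B, 417 in contrast C, 13 in contrast D in line 308, 633 in contrast F in line 308 and 18 in contrast F in line 310. It gave also 137 in contrast G, 100 in contrast H in line 310, 160 in the interaction in Lotus, 13 in contrast F in both lines and 84 in contrast H in both lines. Shared among contrasts were then 82 in the overlap of contrasts A and B, 203 in the overlap of contrasts B and E, 93 in the overlap of contrasts C and F in line 308 and 6 in the overlap of contrasts C and F in both lines. Called were 3 of the module O genes higher with AMF in Col-0. The filterByExpr function gave 1 in contrast D in line 308, 2 in contrast F in line 310 and 2 in contrast F in both lines. Counts summed per gene gave 2 in contrast F in line 310 and 2 in contrast F in both lines. The cause of these shifts was not tested.
The fit on all groups of a species, which shares 1 estimate of the spread, gave 9 in contrast A, 375 in contrast C, 6 in contrast D in line 308, 2 in contrast D in line 310, 588 in contrast F in line 308 and 23 in contrast F in line 310. In the remaining comparisons it gave 27 in contrast H in line 310, 2976 in line 308 against Col-0 on LN medium, 2 in contrast D in both lines, 17 in contrast F in both lines and 23 in contrast H in both lines. For shared DEGs it gave 85 in the overlap of contrasts B and E, 66 in the overlap of contrasts C and F in line 308 and 8 in the overlap of contrasts C and F in both lines. Called were 5 of the module O genes higher with AMF in Col-0, 2 of the module T genes lower in line 310 −AMF and 2 of the module S genes lower in line 308 −AMF. The cause was not tested.
The replicate numbers do not pair the libraries. Of 48 correlations between same-numbered libraries' deviations from their group means, 7 were over 0.1, from −0.31 to 0.23, and in 0 of 14 comparisons all were. With the number as a block, the numbers of DEGs were 555 in contrast B, 82 in contrast C, 0 in contrast D in line 308, 4 in contrast G, 2 in contrast H in line 310, 3409 in line 308 against Col-0 on LN medium, 1 in contrast H in both lines and 12 in the overlap of contrasts A and B. Called were 2 of the module O genes higher with AMF in Col-0 and 1 of the module T genes lower with AMF in Col-0. In sign, the block changed *GPAT6* in contrast D in line 310 (log2 fold change −0.0037 against 0.022) and AT2G24960.2 in contrast F in line 310 (log2 fold change 0.014 against −0.17). It changed no other number of DEGs, shared DEGs or module genes called by more than 1.5-fold.
Every choice of 3 libraries against 3 gave from 94 to 511 DEGs in contrast B, with a median of 246. In contrast C, an alternative chosen after seeing the data, such choices gave from 0 to 1599 DEGs with a median of 3. Fewer libraries lower the power, and the rise above the number with all libraries was not traced to a cause.
Scaling each transcript to unit variance gave gaps between group means of 47.6 for Gifu +AMF minus Gifu −AMF on PC1, −0.831 for *cyclops-4* +AMF minus *cyclops-4* −AMF on PC1, 6.20 for *cyclops-4* −AMF minus Gifu +AMF on PC1, −33.8 for *cyclops-4* +AMF minus Gifu +AMF on PC2, 87.2 for line 308 −AMF minus Col-0 −AMF on PC1, 73.9 for line 310 +AMF minus Col-0 +AMF on PC1, −23.7 for Col-0 +AMF minus Col-0 −AMF on PC1, 45.5 for line 308 +AMF minus line 308 −AMF on PC2 and 15.2 for line 310 +AMF minus line 310 −AMF on PC2. With the 500 transcripts of largest variance they were 16.1 for *cyclops-4* −AMF minus Gifu −AMF on PC1, 17.4 for *cyclops-4* −AMF minus Gifu −AMF on PC2, 3.94 for line 310 +AMF minus Col-0 +AMF on PC1 and 19.7 for Col-0 +AMF minus Col-0 −AMF on PC2. A prior count of 0.5 gave 0.373 for *cyclops-4* −AMF minus Gifu +AMF on PC1. Scaling and the choice of 500 transcripts change the unit of the scores, so the sizes of these gaps cannot be compared with the main ones. Scaling also gives transcripts with few counts the same weight as the others. No other cause was tested.
The Lotus libraries hold fewer counts than those of Arabidopsis. In simulated counts with 4 libraries against 4, 58.2% of 2-fold changes were recovered in contrast B and 76.0% in contrast C. With 3 against 3 they were 45.5% in contrast A and 59.2% in contrast D in line 310, so a 2-fold change not called in these is not shown to be absent.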

Differences from the paper's values

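No alternative in this part was chosen after the result had been seen, but the tests of single genes were matched to contrasts after the numbers of DEGs had been seen. The counts of shared transcripts at an unadjusted p were also added after the data had been seen. Each alternative named was set before the data were examined, and a setting that closes a gap is not thereby the paper's method. A gap is said to close where the value came within 1.5-fold of the paper's, which is not the same as reproducing it.
The DEGs of contrast C numbered 497 by the paper's value and 141 here. The gap closed at 722 with the likelihood-ratio test with tagwise dispersions, 417 with no filter, 375 with all groups in one fit and 355 without Col-0 −AMF replicate 4, and with no other alternative. The likelihood-ratio test with a common dispersion, which the paper's methods name, gave 1350.
DEGs with AMF in both lines, contrast D, numbered 3 by the paper's value and 0 here. Alternatives that closed the gap gave 3 with the likelihood-ratio test with tagwise dispersions and 2 with all groups in one fit, and the others did not close it. At an unadjusted p under 0.05 in each line there were 122. Those of contrast F in both lines numbered 25 by the paper's value and 4 here. It closed at 17 with all groups in one fit, and with no other alternative. For contrast G they were 38 by the paper's value and 17 here. This gap closed at 28 with DESeq2, 44 with the likelihood-ratio test with tagwise dispersions and 27 without Gifu +AMF replicate 3, and the others did not close it. In contrast H in both lines they were 77 by the paper's value and 3 here. The gap closed at 84 with no filter and 73 without Col-0 +AMF replicate 1, and with no other alternative.
Contrast C and contrast F in both lines shared 11 by the paper's value and 0 here. Alternatives that closed the gap gave 8 with all groups in one fit, and the others did not close it. At an unadjusted p under 0.05 in each comparison they shared 440. With contrast F in line 308, contrast C shared 103 by the paper's value and 19 here. It closed at 93 with no filter, 98 without Col-0 +AMF replicate 1 and 83 without Col-0 −AMF replicate 4, and with no other alternative. As a percentage of the DEGs of contrast C, this was 21% by the paper's value and 13.5% here. The gap closed at 22.5% with DESeq2, 24.1% with the likelihood-ratio test with tagwise dispersions, 17.1% with library-size scaling, 22.3% with no filter, 14.8% with the filterByExpr function, 17.6% with all groups in one fit and 23.2% with the replicate number as a block. It did not close with counts summed per gene (13.2%) or the likelihood-ratio test with a common dispersion (39.3%).
DEGs of contrast F in line 308 outside contrast C numbered about 870 in Fig. 6C, read by eye, and 296 here. The gap closed at 711 with DESeq2, 959 with the likelihood-ratio test with a common dispersion, 817 with the likelihood-ratio test with tagwise dispersions and 604 without line 308 −AMF replicate 1, and with no other alternative.
Some transcripts that the paper reports as DEGs did not pass the threshold here. The Lotus homolog of *OBP4* in contrast B had an adjusted p of 0.0511 here (0.0048 to 0.233 over its alternatives) and passed with both likelihood-ratio tests, with no filter, with all groups in one fit, with counts summed per gene, with the replicate number as a block, without Gifu −AMF replicate 2 and without Gifu +AMF replicate 4. That of *CAD8* in contrast A had an adjusted p of 0.0522 here (3e-10 to 0.283 over its alternatives) and passed with DESeq2, with both likelihood-ratio tests, with no filter and without *cyclops-4* +AMF replicate 3. *OBP4* in contrast C had an adjusted p of 0.0888 here (0.000757 to 0.227 over its alternatives) and passed with DESeq2, with both likelihood-ratio tests, with no filter, with all groups in one fit and without Col-0 +AMF replicate 1. *BCB* in contrast C had an adjusted p of 0.104 here (4.22e-08 to 0.243 over its alternatives) and passed with DESeq2, with both likelihood-ratio tests, with no filter, with all groups in one fit and without Col-0 +AMF replicate 1. *LEA4-5* in contrast F in line 310 had an adjusted p of 0.257 here (1.1e-20 to 0.721 over its alternatives) and passed with both likelihood-ratio tests, with all groups in one fit, with the replicate number as a block and without Col-0 −AMF replicate 4. *HIS1-3* in contrast F in line 308 had an adjusted p of 0.0578 here (0.00011 to 0.139 over its alternatives) and passed with DESeq2, with both likelihood-ratio tests, with no filter, with all groups in one fit and without Col-0 −AMF replicate 3. The same gene in contrast F in line 310 had an adjusted p of 0.261 here (0.000737 to 0.719 over its alternatives) and passed with both likelihood-ratio tests. *FKF1* in contrast F in line 310 had an adjusted p of 0.232 here (4.8e-10 to 0.723 over its alternatives) and passed with DESeq2, with both likelihood-ratio tests and with all groups in one fit. *PDC2* in contrast D in line 308 had an adjusted p of 0.195 here (0.000583 to 0.599 over its alternatives) and passed with DESeq2, with both likelihood-ratio tests, with no filter and with all groups in one fit. This gene in contrast D in line 310 had an adjusted p of 0.536 here (0.00131 to 1.0 over its alternatives) and passed with DESeq2 and with both likelihood-ratio tests. *TAR1* in contrast H in line 310 had an adjusted p of 0.152 here (7.03e-26 to 0.441 over its alternatives) and passed with DESeq2, with both likelihood-ratio tests, with no filter, with all groups in one fit and without line 310 +AMF replicate 3. The p with DESeq2 and the likelihood-ratio tests are those of these tests, with Benjamini-Hochberg adjustment.
The paper's text describes LotjaGi4g1v0167200.1 as upregulated and its figure shows a negative change. Here it was at least 3.39-fold lower in Gifu than in *cyclops-4* without AMF, as a bound from the floor. *OBP4* carries the identifier of *FKF1* in the paper's text, and its values here are those of AT5G60850. *PDC2* carries the identifier of *LCR67* in Fig. 5C, and its values here are those of AT5G54960.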

Other observations

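The counts over other splits of the libraries and of the DEGs they share with other contrasts, the count of DEGs of contrast B on transcripts that overlap no exon of the opposite strand, the comparison of AT1G75945 over all libraries, the correlations with *IPD3* Min on the standard medium alone and the direction of the transcripts with the smallest p with separate control libraries were chosen only after the results had been seen.
Other splits of the same libraries into groups of the same sizes were fitted in the same way. The real split was the only one to give as many DEGs in contrast B (1 of the 35 splits), in contrast E (1 of the 35, the next giving 97), in contrast F in line 308 (1 of the 35), in contrast G (1 of the 35, the next giving 13) and in contrast H in line 308 (1 of the 35), which argues against a grouping of libraries by chance. In contrast A it was 1 of the 10, a number of splits too small to exclude chance, and the next gave 12 against 15. As many DEGs as in the real split came from 2 of the 35 splits in contrast C, 2 of the 35 in contrast D in line 308, 3 of the 35 in contrast F in line 310 and 2 of the 35 in contrast H in line 310. The largest numbers from another split in these were 439, 48, 36 and 97, and a grouping by chance stays open for these numbers. It was also counted how many of the DEGs were called, in the same direction, in a contrast made from other libraries. Contrasts C and D in line 308 shared 2, contrast F in line 310 and contrast H in line 308 shared 3, and contrast H in line 310 and contrast F in line 308 shared 2. In each of the 4 contrasts only 1 of the 35 splits, the real one, reached this, and another split gave at most 0 in contrast C, 0 in contrast D in line 308, 0 in contrast F in line 310 and 1 in contrast H in line 310, which argues against a grouping by chance as the source of these shared DEGs. Contrast D in line 310 and the interactions in lines 308 and 310 called 0 transcripts, so all 10 splits and all 40 drawn regroupings of each interaction gave as many and decide nothing. At an unadjusted p under 0.05 there were 562, 1272 and 1321 transcripts.
Library totals were 2466468 to 2871520 in Lotus and 13125046 to 14790061 in Arabidopsis, which was counted with the opposite strand setting. Transcripts that overlap an exon of the opposite strand, 12.1% of those in Lotus, took a median of 76.0% of the Lotus counts. In Arabidopsis they were 22.1% of the transcripts and took 25.2% to 26.1% of the counts. A hypothesis is that the Lotus pairs were counted on the strand opposite to the transcripts, which may also account for the low totals. The paper describes a single strand-specific preparation, with none set apart for Lotus, so the opposite settings have no stated reason. Transcripts overlapped over most of their exon length, 7.84% in Lotus, took a median of 53.18% of the Lotus counts. In Arabidopsis they were 5.12% and took 2.46%. These values go with the hypothesis, which was not tested directly. In genes with 1 transcript, the median count was 108 with such an overlap and 3.21 without in Lotus, but in Arabidopsis it was 25.1 and 0.97, a similar ratio, so this measure does not separate the settings. A test on ribosomal protein transcripts was set but not run, because the Lotus descriptions it needed were empty. A difference in depth or in the share of fungal or discarded reads was not tested. Of the 366 DEGs of contrast B, 288 overlap no such exon, as against 10001 of the 12616 transcripts tested, which argues against these overlaps as the source of most of them. It does not exclude a wrong strand setting, under which the counts of the other transcripts would come from elsewhere.
The clock score changed with AMF by −1.52 in Col-0 (exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). The evening genes changed by −0.81 (exact p = 0.0286) and the morning genes by 0.71 (exact p = 0.0286), on the log2 scale. With AMF the score changed in line 308 by −1.29 (exact p = 0.0286) and in line 310 by −0.84 (exact p = 0.1, the smallest that 3 against 3 allow). Evening genes changed by −0.83 (exact p = 0.0286) and −0.65 (exact p = 0.1) in these lines, and morning genes by 0.46 (exact p = 0.0571) and 0.20 (exact p = 0.4). Against Col-0 without AMF, the score differed by −1.08 in line 308 (exact p = 0.0286) and by −0.94 in line 310 (exact p = 0.0571). There the evening genes differed by −0.83 (exact p = 0.0286) and −0.71 (exact p = 0.0286) and the morning genes by 0.26 (exact p = 0.343) and 0.22 (exact p = 0.429). A shift of the collection time between the groups would move evening and morning genes apart. Both sets moved past an exact p of 0.05 in contrast C alone, and in the others most of the score came from the evening genes. The paper's Online Resource 1 gives a fixed window of the light period for treatments and collection, but the order of the groups within it is not known here. For contrast C, a collection-time shift and an effect of AMF on the clock both stay open. For the other contrasts the morning genes do not decide whether the time shifted, and an effect of AMF or *IPD3* Min stays open there too.
Contrasts C and F share the Col-0 −AMF libraries. Unchanged groups and their control, all drawn from the means of these libraries, shared 0 DEGs in each of 20 simulations, against 19 observed with line 308. Few DEGs were called there and no drawn library stands apart, so this overlap cannot exclude an effect of unusual control libraries. The correlation of log2 fold changes was 0.50 (0.47 to 0.54), against 0.45 observed across transcripts, which are not independent. With each contrast given its own control libraries the overlap was 0 in the median and at most 1, too few calls to decide. The correlation was then 0.20 in the median (0.12 to 0.24), above 0 in all 6 divisions, where shared libraries alone would give about 0 on average. These divisions reuse the same libraries, and the spread of such a correlation between unrelated groups was not computed. Of the 141 transcripts with the smallest p in contrast C in each division, a median of 67.4% moved the same way in contrast F in line 308 (48.2% to 80.9%). For the shared DEGs, a shared response and shared controls cannot be told apart, because so few were called with separate controls. They include the clock genes *FKF1*, *GIGANTEA*, *APRR1* and *PRR5*, for which a different collection time of the Col-0 −AMF group also stays open. Contrasts B and E share the Gifu −AMF libraries. Simulated groups shared 0 DEGs in each simulation and gave a median correlation of −0.47, against 131 and −0.51 observed. With separate control libraries a median of 33.5 DEGs (19 to 47) were shared, which argues against the shared libraries as the whole source of this overlap, and the correlation was −0.23 (−0.28 to −0.14).
Contrast A had 15 DEGs with 3 libraries against 3, and contrast B had 366 with 4 against 4. With 3 against 3, contrast B gave at least 94, which argues against the number of libraries as the whole reason. The interaction test of the responses in Gifu and *cyclops-4* called 19 transcripts.
Within a line, the genes that Fig. 4 and Online Resource 15 name from modules O, T and S were set against *IPD3* Min across libraries, as the mean of their standardized log2 CPM against the log2 CPM of *IPD3* Min. In the 11 libraries of line 308, Pearson's r was 0.09, −0.10 and 0.17 (permutation p = 0.792, 0.765 and 0.616) and Spearman's rho was 0.33, −0.15 and 0.31 (permutation p = 0.327, 0.652 and 0.356) for modules O, T and S in turn, and r was 0.03, −0.27 and 0.07 without the 2 libraries farthest from the median *IPD3* Min level. These libraries come from both media. In the 8 on the standard medium r was 0.03, −0.27 and 0.08 (exact permutation p = 0.942, 0.527 and 0.867, adjusted over these 3 relations by Benjamini-Hochberg 0.942, 0.942 and 0.942) and rho was 0.21, −0.21 and 0.29 (exact permutation p = 0.619, 0.619 and 0.501), with an r of −0.10, −0.16 and 0.70 without the 2 farthest libraries. In the 6 libraries of line 310 r was 0.20, 0.26 and −0.74 (exact permutation p = 0.728, 0.629 and 0.128) and rho was 0.37, 0.20 and −0.43 (exact permutation p = 0.497, 0.714 and 0.419), with an r of −0.13, 0.56 and −0.50 without the 2 farthest libraries. Adjusted over the 6 relations of both lines, the p for r were 0.792, 0.792 and 0.792 in line 308 and 0.792, 0.792 and 0.767 in line 310. Each set pools the AMF treatments, whose groups are too small for a correlation of their own.
AT1G75945.1, on chromosome 1, from 28515245 to 28515916 in Araport 11, had 216 to 455 counts in each library of lines 308 and 310 and 0 in the Col-0 libraries except for 84 counts in Col-0 −AMF replicate 2 and 21 in Col-0 replicate 2 on LN medium. No explanation was tested.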
